# Setd2 supports GATA3^+^ST2^+^ thymic-derived Treg cells and suppresses intestinal inflammation

**DOI:** 10.1038/s41467-022-35250-0

**Published:** 2022-12-03

**Authors:** Zhaoyun Ding, Ting Cai, Jupei Tang, Hanxiao Sun, Xinyi Qi, Yunpeng Zhang, Yan Ji, Liyun Yuan, Huidan Chang, Yanhui Ma, Hong Zhou, Li Li, Huiming Sheng, Ju Qiu

**Keywords:** Mucosal immunology, Regulatory T cells, Epigenetics in immune cells

## Abstract

Treg cells acquire distinct transcriptional properties to suppress specific inflammatory responses. Transcription characteristics of Treg cells are regulated by epigenetic modifications, the mechanism of which remains obscure. Here, we report that Setd2, a histone H3K36 methyltransferase, is important for the survival and suppressive function of Treg cells, especially those from the intestine. Setd2 supports GATA3^+^ST2^+^ intestinal thymic-derived Treg (tTreg) cells by facilitating the expression and reciprocal relationship of GATA3 and ST2 in tTreg cells. IL-33 preferentially boosts Th2 cells rather than GATA3^+^ Treg cells in *Foxp3*^*Cre-YFP*^*Setd2* ^*flox/flox*^ mice, corroborating the constraint of Th2 responses by Setd2 expression in Treg cells. SETD2 sustains GATA3 expression in human Treg cells, and SETD2 expression is increased in Treg cells from human colorectal cancer tissues. Epigenetically, Setd2 regulates the transcription of target genes (including *Il1rl1*) by modulating the activity of promoters and intragenic enhancers where H3K36me3 is typically deposited. Our findings provide mechanistic insights into the regulation of Treg cells and intestinal immunity by Setd2.

## Abstract (web summary)

Treg cells can be functionally altered by epigenetic modulators. Here the authors show that the histone H3K36 methyltransferase Setd2 is important for the survival of Treg cells and for the regulation of IL-33 mediated Th2 responses in mice and SETD2 expression is increased in Treg cells from human colorectal cancer tissue.

## Introduction

To prevent inflammation-induced tissue damage and autoimmunity, Foxp3^+^ T regulatory (Treg) cells are required to repress overt activation of CD4^+^ conventional T cell subsets, including T helper 1 (Th1), Th2, Th17, and T follicular helper (Tfh) cells^1,2^. Differentiated from naïve CD4^+^ T cells under distinct cytokine milieus, CD4^+^ conventional T cell subsets are regulated by master transcription factors, which are important for them to exhibit immunodefensive functions against the invasion of various pathogens^3^. Comparatively, Treg cells acquire the expression of master transcription factors for their specialized functions to prohibit different Th-cell responses^4,5^. Among them, GATA3, as a transcription factor driving type 2 immunity, is fundamental for Treg homeostasis and functions^6–8^. Specific deletion of GATA3, or concomitant loss of GATA3 and T-bet, in Treg cells causes inflammation characterized by increased Th1, Th2, and Th17 responses^7–9^. Notably, GATA3 expression in Treg cells is especially important for their tempering of Th2 responses in the intestine and the skin^8,10^. At the molecular level, GATA3 has been shown to interact with Foxp3 to induce the expression of factors modulating Treg functionality, including GATA3 itself, NFAT, and Runx3^8^.

Through crosstalk with trillions of microorganisms, intestinal conventional T (Tconv) cells become highly activated, but this activation is efficiently combated by the suppressive function of intestinal Treg cells^11^. Intestinal Treg cells consist of thymic-derived Treg (tTreg) cells marked by Helios and Neuropilin-1 (Nrp1) expression^12,13^, and Helios^–^ peripherally induced Treg (pTreg) cells that are converted from conventional T cells under the influence of factors such as TGF-β and retinoic acid from the tissue microenvironment^14^. Intestinal Treg cells have been found to express prominent levels of master transcription factors essential for their suppressive function. A major population of colonic pTreg cells is induced by microbiota and expresses the type 17 transcription factor RORγt^15,16^. Intestinal Treg cells also express higher levels of GATA3 than Treg cells from the spleen or lymph nodes^6^. This is probably because triggers inducing GATA3 expression in Treg cells are more abundant in the intestine, including the T-cell receptor (TCR) signaling activators, IL-2 and IL-33^17–19^. ST2 is the receptor of IL-33 and a downstream target of GATA3^20^. Similar to GATA3, ST2 is expressed at a higher level in intestinal Treg cells than in splenic Treg cells and supports the function of Treg cells^6,19,21^. Expression of both GATA3 and ST2 in Treg cells has been implicated in the pathogenesis of colitis and colon cancer in mice and humans^6,7,19,21–24^, suggesting that they are potential diagnostic or therapeutic targets for intestinal inflammatory diseases. Currently, the molecular mechanisms regulating GATA3 and ST2 expression in intestinal Treg subsets are incompletely understood.

Epigenetic modifications, including histone methylation, histone acetylation, and DNA methylation, are intricately orchestrated in Treg cells to imprint the transcriptional properties of Treg cells^25^. Setd2, the only known mammalian histone H3 lysine 36 (H3K36) methyltransferase mediating H3K36me3 modification^26^, has been found to be important for the development and function of immune and nonimmune cells^27–30^. Setd2 has been shown to regulate gene/protein expression by affecting DNA methylation^29,31^, histone modifications^29,32,33^, alternative splicing^34^, transcriptional elongation^32,35^, and posttranslational modifications^30,36^. The expression and function of Setd2 and H3K36me3 modification in Treg cells have not been explored.

Here, we investigate the molecular regulation of Treg cells by Setd2. We demonstrate that the support of GATA3 expression in Treg cells by Setd2 is conserved in both mice and humans, and Setd2 is essential for Treg cells to specifically suppress Th2 responses. Our data provide mechanistic insights into the regulation of Treg cells by Setd2, which improves the understanding of the cross-regulation of epigenetics and transcriptomics of Treg cells under steady state and during inflammation.

## Results

### Setd2 is essential for Treg cells to repress T cell activation

Setd2 is an H3K36 methyltransferase that is conserved across species. Setd2 was similarly highly expressed by both splenic and intestinal Treg cells (Supplementary Fig. 1a–c), and the level of H3K36me3 was comparable in splenic and intestinal Treg cells (Supplementary Fig. 1d, e). To investigate the function of Setd2 in Treg cells, we crossed *Setd2* ^*flox/flox*^ mice with *Foxp3*^*Cre-YFP*^ mice to generate mice with Treg-specific deletion of Setd2 (*Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^). Setd2 expression was sufficiently abrogated in Treg cells of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice compared with control mice (*Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^), while the expression of Setd2 in CD4^+^ non-Treg cells (conventional T cells, Tconv) was unaffected (Fig. 1a, b and Supplementary Fig. 1a). We noticed a slight but significant increase in Setd2 expression by Tconv cells compared with Treg cells in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ mice (Fig. 1a, b). This was possibly due to one deficient allele of *Setd2* in Treg cells of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ mice. The level of H3K36me3 was drastically reduced in the Treg cells but not CD4^+^ Tconv cells from the spleen and intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 1c and Supplementary Fig. 1f), confirming that Setd2 is the dominant H3K36 methyltransferase mediating H3K36me3 modification in Treg cells.

**Fig. 1:**
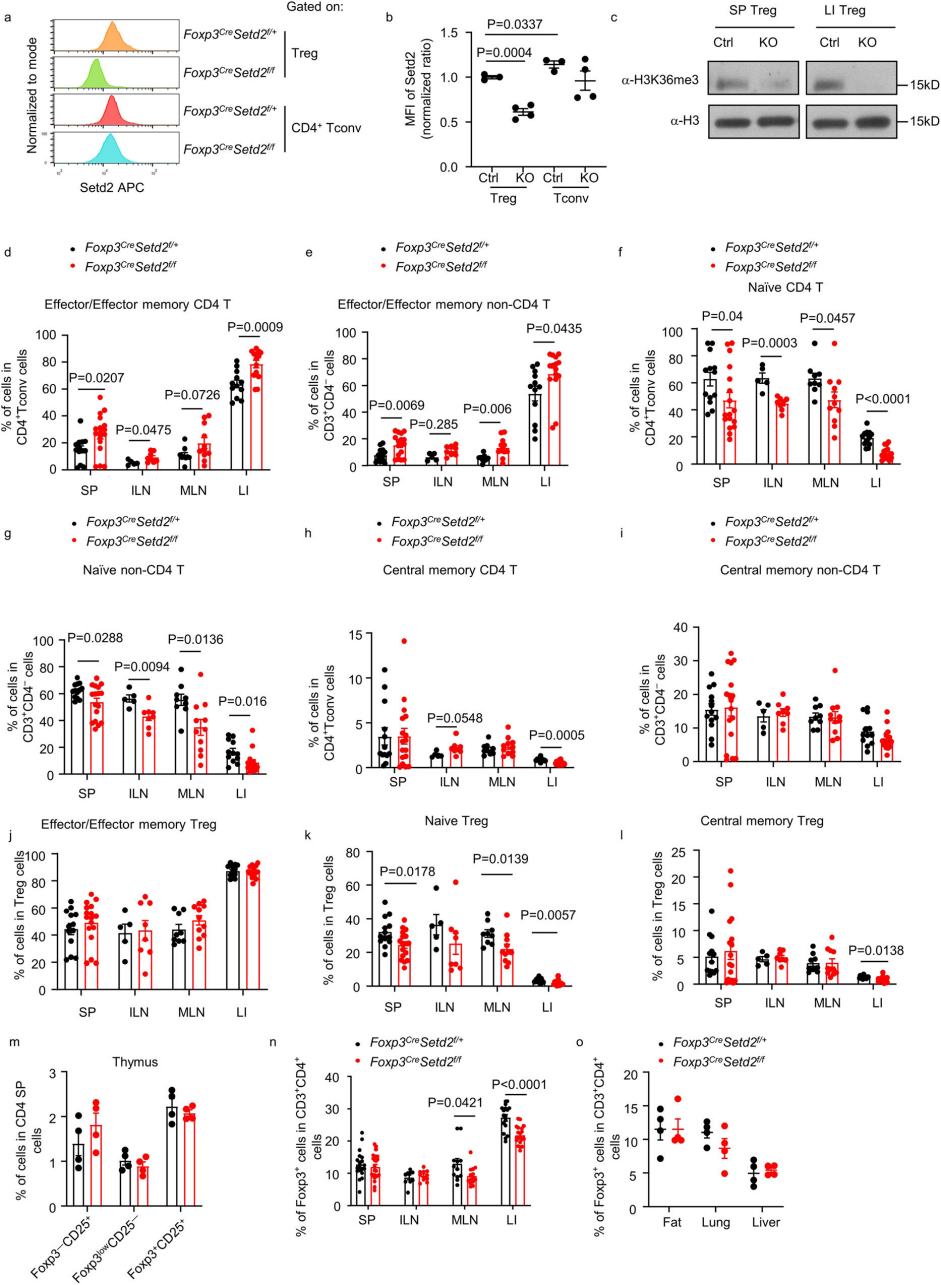
Setd2 is essential for Treg cells to repress T cell activation. **a**, **b** Expression of Setd2 gated on Treg cells (CD3^+^CD4^+^Foxp3^+^) or CD4^+^ Tconv cells (CD3^+^CD4^+^Foxp3^−^) from the spleen of mice with indicated genotypes was analyzed by flow cytometry. The gating strategy was shown in Supplementary Fig. 1a. **b** MFI of Setd2 normalized to the average of the Ctrl group from each batch of the experiment is shown (Ctrl *n* = 3, KO *n* = 4). **b**, **c** Ctrl, *Foxp3*^*Cre*^*Setd2*^*f/+*^; KO, *Foxp3*^*Cre*^*Setd2*^*f/f*^. **c** Level of H3K36me3 and H3 in purified splenic (SP) or large intestinal (LI) Treg cells (CD3^+^CD4^+^Foxp3-YFP^+^) was analyzed by western blot. **d**–**l** Percentages of effector/effector memory cells (CD44^+^CD62L^low^) (**d**, **e**, **j**), naïve cells (CD44^–^CD62L^high^) (**f**, **g**, **k**), or central memory cells (CD44^+^CD62L^high^) (**h**, **i**, **l**) in CD4^+^ Tconv cells (CD3^+^CD4^+^Foxp3-YFP^−^) (**d**, **f**, **h**) or non-CD4 T cells (CD3^+^CD4^−^) (**e**, **g**, **i**), or Treg cells (**j**, **k**, **l**) from different organs were analyzed by flow cytometry. (SP: Ctrl *n* = 13, KO *n* = 17; ILN: Ctrl *n* = 5, KO *n* = 8; MLN: Ctrl *n* = 9, KO *n* = 11; LI: Ctrl *n* = 12, KO *n* = 15). **m** Percentages of Treg cells (Foxp3-YFP^+^CD25^+^), Foxp3-YFP^−^CD25^+^, and Foxp3-YFP^low^CD25^−^ Treg progenitors in CD4^+^CD8^−^ (CD4 single positive, SP) thymocytes were analyzed by flow cytometry. (*n* = 4 per group). **n** Percentages of Treg cells (Foxp3-YFP^+^) in CD3^+^CD4^+^ cells from different organs were analyzed by flow cytometry. (SP: Ctrl *n* = 19, KO *n* = 23; ILN: Ctrl *n* = 9, KO *n* = 10; MLN: Ctrl *n* = 12, KO *n* = 14; LI: Ctrl *n* = 17, KO *n* = 20). **o** Percentages of Treg cells (Foxp3^+^) in CD3^+^CD4^+^ cells from different organs were analyzed by flow cytometry. Fat was from epididymal adipose tissue. (*n* = 4 per group). **c**–**l**, **n** SP spleen, ILN inguinal lymph nodes, MLN mesenteric lymph nodes, LI large intestine. **a**–**o** Representative of 2–8 independent experiments. Data were means ± SEM. Source data are provided as a Source Data file.

The aberrant function of Treg cells can cause systemic inflammation. We observed that the proportions of effector/effector memory (CD44^+^CD62L^low^) CD4^+^ Tconv cells and CD4^–^ T cells, the majority of which were CD8^+^ T cells or γδT cells, were significantly higher or tended to be increased in the spleen, inguinal lymph nodes (ILNs), mesenteric lymph nodes (MLNs) and large intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 1d, e), whereas the percentages of naïve (CD44^–^CD62L^high^) CD4^+^ Tconv cells and CD4^–^ T cells were decreased (Fig. 1f, g). The percentages of central memory (CD44^+^CD62L^high^) CD4^+^ Tconv cells but not CD4^–^ T cells were reduced in the large intestine (Fig. 1h, i). For Treg cells, the percentages of naïve cells were also decreased in the spleen, MLNs, and large intestine, and percentages of central memory cells were decreased in the large intestine, possibly reflecting a loss of the quiescence status of the Treg cells (Fig. 1j–l). We observed comparable absolute numbers of Tconv cells and CD4^–^ T cells in the spleen, ILNs, MLNs, and large intestine from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice with those from controls (Supplementary Fig. 1g). The data suggest that Setd2-deficient Treg cells possess suppressive function but a reduced capability to inhibit T cell activation in the secondary lymphoid organs (SLOs) and the intestine. The development of Treg cells in the thymus was normal in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice, as indicated by the similar percentages of thymic Treg cells and two Treg precursor subsets (Foxp3^–^CD25^+^ and Foxp3^low^CD25^–^ cells) among CD4^+^ single-positive T cells (Fig. 1m)^37^. Interestingly, while no difference in the percentages of spleen and ILN Treg cells were found, Treg cells in the MLNs and the intestine were significantly reduced in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 1n). A trend towards a decrease in numbers of Treg cells was observed in the MLNs and large intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice although this didn’t reach a statistical significance (Supplementary Fig. 1g). Furthermore, we found no difference in percentages or numbers of Treg cells in the liver, lung or visceral adipose tissue from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice compared with controls (Fig. 1o and Supplementary Fig. 1h). These data suggest that Setd2 is important for the homeostasis of Treg cells in the intestine and gut-associated lymphoid tissues (GALTs).

### Setd2 maintains Treg homeostasis by sustaining Treg survival

The maintenance of Treg cells may be affected by the proinflammatory environment in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice. Therefore, we generated bone marrow chimeric mice with mixed bone marrow cells from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice and littermate control mice to place Setd2-deficient and control Treg cells in the same environment (Fig. 2a). The bone marrow chimeric mice set up a system for Treg cells to compete to expand and survive. Strikingly, we found that Treg cells derived from Setd2-deficient Treg cells constituted significantly lower proportions in the spleen, MLNs, and intestine than Treg cells derived from the *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ donors (Fig. 2b). This was unlikely to be due to decreased Treg proliferation in the absence of Setd2 as was indicated by the similar frequencies of Ki67^+^ cells in Treg cells derived from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ and control donors (Supplementary Fig. 2a). Furthermore, increased proportions of Tconv cells derived from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ donors, which might happen if Setd2-deficient Treg cells lost Foxp3 expression and converted to Tconv cells, was not observed (Fig. 2c). Next, we analyzed Treg cells from female *Foxp3*^*Cre-YFP/+*^*Setd2* ^*f/f*^ mice in which Setd2-deficient and Setd2-competent Treg cells could be distinguished by YFP expression in the same host due to random X-chromosome inactivation. We found that YFP^+^ Treg cells marking *Setd2*-deleted Treg cells constituted significantly less proportions compared with YFP^*–*^ *Setd2*-competent Treg cells among total Foxp3^+^ cells (Supplementary Fig. 2b, c). Together, the data suggest that Setd2 supports Treg homeostasis in a cell-intrinsic manner.

**Fig. 2:**
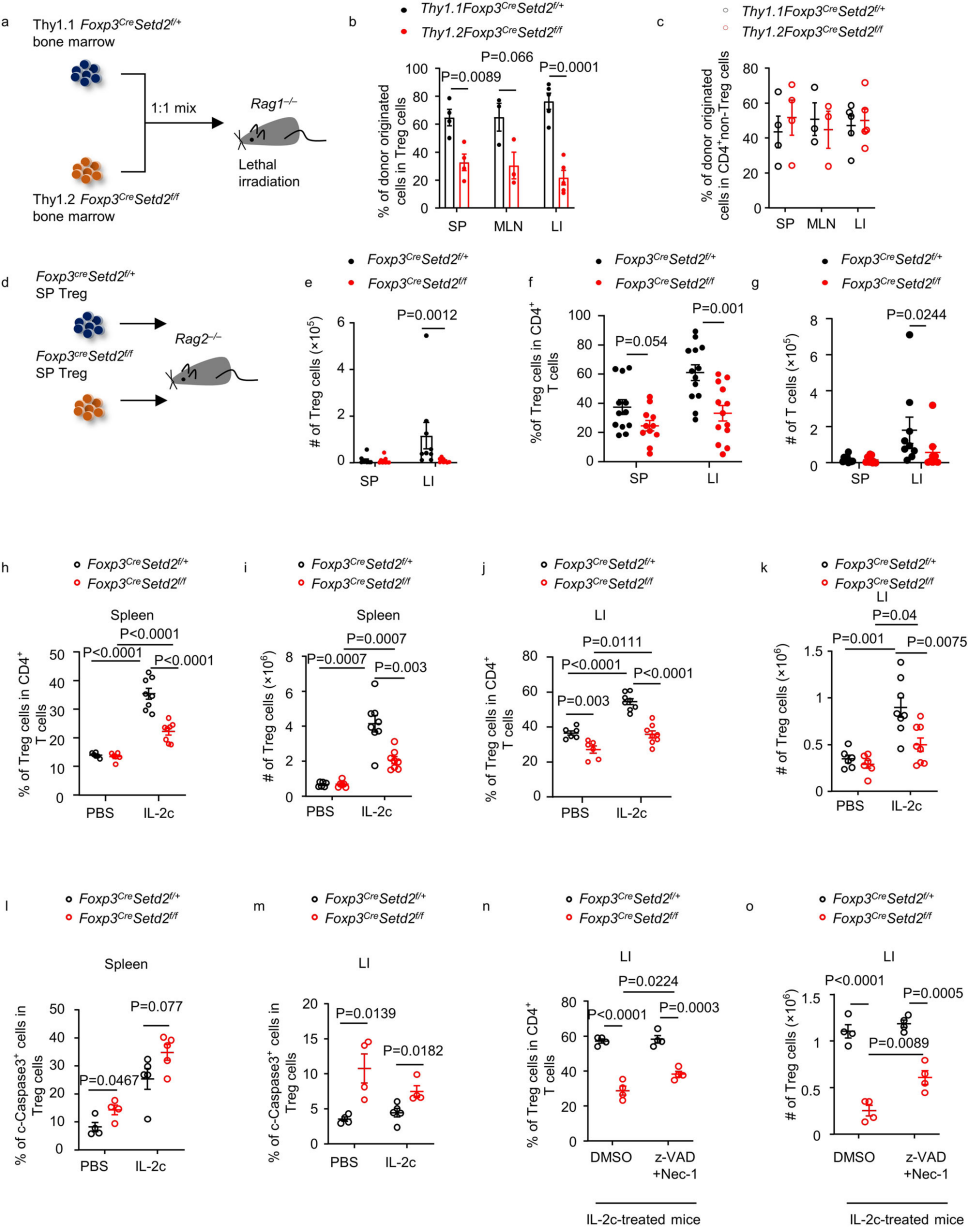
Setd2 maintains Treg homeostasis by sustaining Treg survival. **a**–**c** Mixed bone marrow chimeric mouse was generated with bone marrows from donors of indicated genotypes as shown in (**a**). **a** Schematic strategy of generating bone marrow chimeric mouse. **b**, **c** Cells from the spleen (SP), mesenteric lymph nodes (MLN), and large intestinal lamina propria (LI) of recipient mice were isolated 6–8 weeks after bone marrow transfer. Percentages of Treg cells (CD3^+^CD4^+^Foxp3^+^) (**b**) and CD4^+^ non-Treg cells (CD3^+^CD4^+^Foxp3^−^) (**c**) from different donor origins were analyzed by flow cytometry. (SP: *n* = 4; MLN: *n* = 3; LI: *n* = 5). **d**–**g** Splenic Treg cells (CD3^+^CD4^+^Foxp3-YFP^+^) of mice with indicated genotypes were transferred to *Rag2*^−*/*–^ mice as shown in (**d**) (LI: *n* = 13 per group; SP: *n* = 12 for Ctrl and *n* = 11 for KO). Mice were sacrificed for analysis 4 weeks after transfer. **e**–**g** Total cell number of Treg cells (CD3^+^CD4^+^Foxp3^+^) (**e**), percentages of Treg cells in CD4^+^ T cells (CD3^+^CD4^+^ cells) (**f**), and the total number of CD4^+^ T cells (**g**) from SP or LI from recipient mice were analyzed by flow cytometry. **h**–**m** Mice with indicated genotypes were treated with PBS or IL-2-α-IL-2 complex (IL-2c), (PBS *n* = 6 per group, IL-2c *n* = 8 per group; cleaved caspase3 staining: *n* = 4 for PBS group and *n* = 5 for IL-2c group). **n**, **o** IL-2c-treated mice of indicated genotypes were injected with DMSO or z-VAD-FMK plus Necrostatin-1, (*n* = 4 per group). **h**, **j**, **n** Percentage of Treg cells (CD3^+^CD4^+^Foxp3^+^) in CD4^+^ T (CD3^+^CD4^+^) cells of spleen or LI was analyzed by flow cytometry. **i**, **k**, **o** Absolute numbers of Treg cells were shown. **l**, **m** Percentage of cleaved caspase3^+^ (c-caspase3) cells in splenic or LI Treg cells was analyzed by flow cytometry. **b**, **c**, **e**–**o** Representative of 2–5 independent experiments. Data were means ± SEM. Source data are provided as a Source Data file.

Next, we purified splenic Treg cells from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ and control mice and transferred them to *Rag2*^*–/–*^ hosts (Fig. 2d). We confirmed that the purity of Treg cells from both genotypes were comparable and higher than 99% (Supplementary Fig. 2d). Interestingly, Setd2-deficient Treg cells showed decreased reconstitution in the intestine but not in the spleen (Fig. 2e). Some Treg cells lost Foxp3 expression in immunodeficient hosts and the percentage of Treg cells converted to Foxp3^*–*^ cells (exTreg) was higher in the absence of Setd2 (Fig. 2f). The data suggest that Setd2 prevents fate conversion of Treg cells during homeostatic expansion. Nevertheless, the numbers of T cells with Treg and exTreg cells added up together were still fewer in the intestine of *Rag2*^*–/–*^ hosts transferred with Setd2-deficient Treg cells (Fig. 2g). This indicates that Setd2-deficient donor cells, with Treg and exTreg cells, added up, have defective maintenance in *Rag2*^*–/–*^ mice. This led us to think that there might be other mechanisms in addition to preventing fate conversion that mediates Setd2-supported Treg maintenance. T cells were expected to undergo homeostatic expansion in immunodeficient mice. Thus, defective Treg maintenance in the absence of Setd2 might occur during proliferation and activation. To test this idea, we treated *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice with IL-2-α-IL-2 complex (IL-2c), which favors the expansion of Treg over Tconv cells^38,39^. Strikingly, we found that both splenic and intestinal Setd2-deficient Treg cells expanded less in response to IL-2 than control Treg cells, as demonstrated by the percentages and absolute numbers of Treg cells (Fig. 2h–k). This result was unlikely due to reduced proliferation since the percentage of Ki67^+^ cells was not decreased in Treg cells from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Supplementary Fig. 2e, f). Rather, the proliferative rate of Treg cells was higher in splenic and intestinal Treg cells of PBS treated *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice, possibly as a consequence of the proinflammatory environment (Supplementary Fig. 2e, f). In addition, cleaved Caspase 3^+^ cells (apoptotic cells) among Treg cells were increased in both the spleen and intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice with or without IL-2c treatment (Fig. 2l, m). Furthermore, blockade of cell apoptosis and necrosis by treatment with z-VAD-FMK and necrostatin-1 partially rescued the curtailed expansion of Setd2-deficient Treg cells in response to IL-2c treatment (Fig. 2n, o)^40^. The data collectively suggest that Setd2 is essential for Treg homeostatic expansion by preventing cell death.

### Setd2 supports Treg cells to inhibit CD45RB^high^T cell-induced colitis

In vitro, Setd2-deficient splenic Treg cells had a similar ability, whereas Setd2-deficient intestinal Treg cells had a reduced competency, to suppress conventional T-cell proliferation compared with control Treg cells (Supplementary Fig. 3a). Nevertheless, when transferred together with CD45RB^high^ pathogenic T cells into *Rag2*^*–/–*^ mice, splenic Setd2-deficient Treg cells had a reduced capacity to suppress colitis compared to control Treg cells in vivo (Fig. 3a, b), as indicated by the greater body weight loss and shortened colons of recipient mice (Fig. 3b–d). Histological analysis showed that mice transferred with Setd2-deficient Treg cells (T + KOTreg) had worsened colitis, as demonstrated by increased inflammatory cell infiltration, loss of goblet cells, damage and dysplasia of intestinal epithelial cells compared with mice transferred with control Treg cells (T + CtrlTreg) (Fig. 3e, f). Flow cytometry analysis confirmed that there was increased infiltration of neutrophils but not eosinophils in the lamina propria of the “T + KOTreg” group compared with the “T + CtrlTreg” group (Fig. 3g, h). Previous studies have indicated that both Th1 and Th17 cells have pathogenic functions in colitis^41^. Consistently, control Treg cells but not Setd2-deficient Treg cells efficiently suppressed the accumulation of IFN-γ-producing T cells (Fig. 3i). The number of IL-17-producing CD4^+^ T cells was also higher in “T + KOTreg” group than in the “T + CtrlTreg” group (Fig. 3j). In addition, the percentage of Treg cells was lower in the “T + KOTreg” group (Fig. 3k). Together, the data indicate that loss of Setd2 in Treg cells prevents them from inhibiting pathogenic T cell expansion during colitis in vivo. To find out if the reduced Treg cells in the “T + KOTreg” group was due to fate conversion, we transferred Thy1.1^+^CD45RB^high^ pathogenic T cells and Thy1.2^+^Ctrl Treg or Thy1.2^+^KO Treg cells to *Rag2*^*–/–*^ mice, which were sacrificed for analysis when the mice developed colitis (Supplementary Fig. 3b). Significantly fewer percentages of Treg cells from Thy1.2^+^Setd2-deficient donors maintained their Foxp3 expression in *Rag2*^*–/–*^ hosts (Supplementary Fig. 3c). This data indicates that Setd2 is important for preventing fate conversion of Treg cells during CD45RB^high^T cell-induced colitis. However, the fate-converted Treg cells (exTreg) contributed marginally (less than 3%) to the pathogenic T cell pool and this proportion was much lower in the “T + KOTreg” group (Supplementary Fig. 3d). Furthermore, we observed a trend towards a reduction in absolute numbers of Thy1.2^+^ T cells including Treg and exTreg cells from the large intestine of *Rag2*^*–/–*^ mice receiving KO Treg cells (Supplementary Fig. 3e). The data raise a possibility that other mechanisms in addition to preventing fate conversion of Treg cells could contribute to Setd2-supported Treg sustentation in CD45RB^high^T cell-induced colitis.

**Fig. 3:**
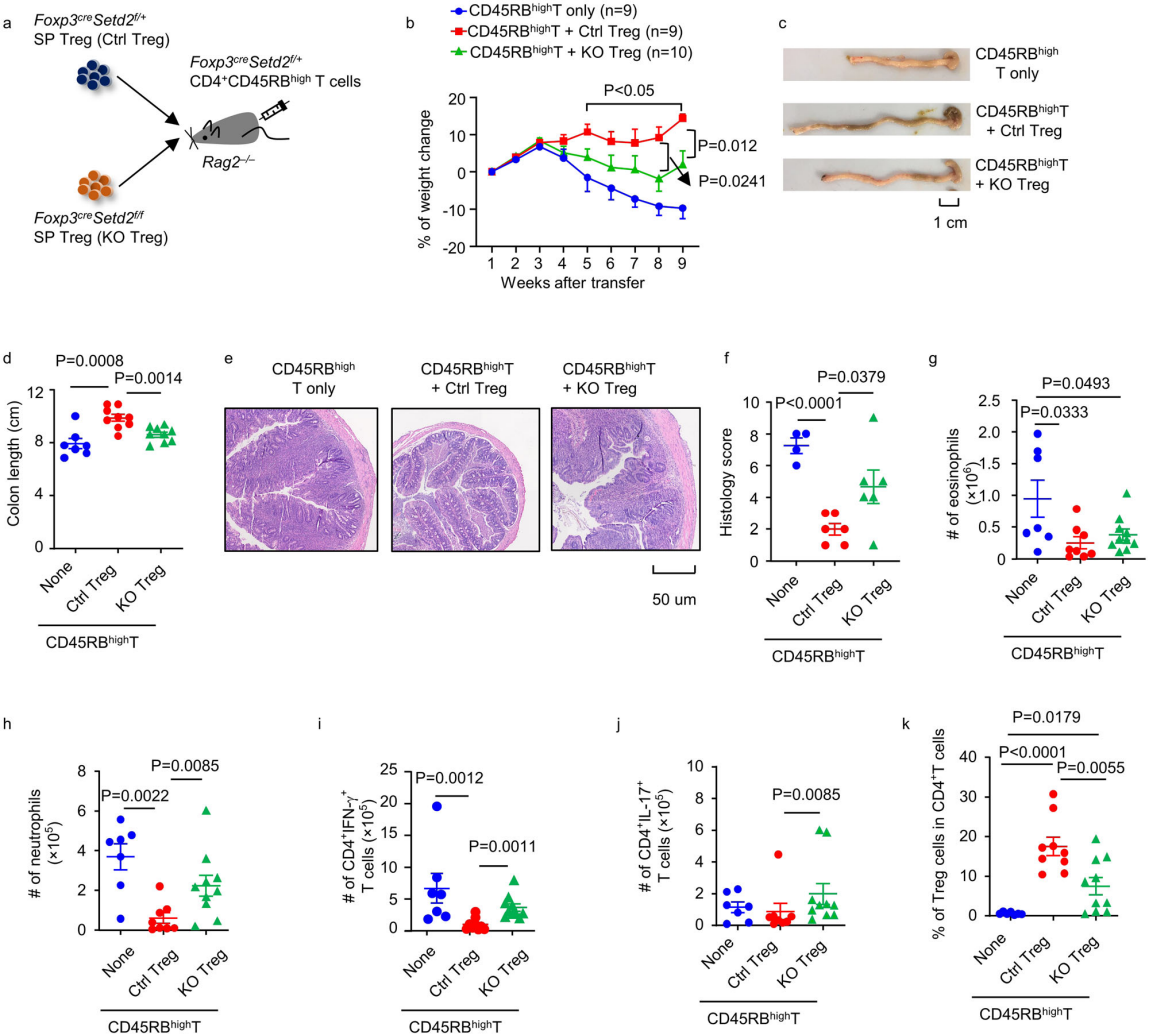
Setd2 is required for Treg cells to suppress CD45RB^high^T cell-induced colitis. CD45RB^high^T cells (CD3^+^CD4^+^Foxp3-YFP^–^CD45RB^high^) with or without splenic Treg cells (CD3^+^CD4^+^Foxp3-YFP^+^) purified from mice of indicated genotypes were transferred to *Rag2*^–*/*–^ mice. Recipient mice were sacrificed for analysis 9 weeks after transfer. **a** Protocol of T cell transfer colitis. **b** Percentages of weight change (CD45RB^high^T cells only group: *n* = 9; Ctrl group: *n* = 9; KO group: *n* = 10). **c** Images of large intestine. **d** Lengths of colons (CD45RB^high^T cells only group: *n* = 7; Ctrl group: *n* = 9; KO group: *n* = 9). **e** Paraffin-embedded colon sections were stained with hematoxylin and eosin (H&E). Scale bar is 50 um. **f** Histological scores for H&E staining (CD45RB^high^T cells only group: *n* = 4; Ctrl group: *n* = 6; KO group: *n* = 6). **g**–**k** Large intestinal lamina propria lymphocytes were isolated. Absolute numbers of eosinophils (CD11b^+^Siglec-F^+^ cells) (**g**), neutrophils (CD11b^+^Ly6G^+^ cells) (**h**), CD4^+^IFN-γ^+^ T cells (CD3^+^CD4^+^IFN-γ^+^ cells) (**i**), and CD4^+^IL-17^+^ T cells (CD3^+^CD4^+^IL-17^+^ cells) (**j**) were analyzed by flow cytometry. **k** Percentage of Treg cells (CD3^+^CD4^+^Foxp3^+^) in CD4^+^ T (CD3^+^CD4^+^) cells was analyzed by flow cytometry. (CD45RB^high^T cells only group: *n* = 7, Ctrl group: *n* = 8, KO group: *n* = 10 for **g**, **h**, **j**; CD45RB^high^T cells only group: *n* = 7, Ctrl group: *n* = 9, KO group: *n* = 10 for **i**, **k**). **b**, **d**, **f**–**k** Representative of three independent experiments. Data were means ± SEM. Source data are provided as a Source Data file.

### Setd2 facilitates GATA3 and ST2 expression in intestinal tTreg cells

To understand the mechanism by which Setd2 regulates Treg cells, we first assessed the Setd2-mediated H3K36me3 profile in intestinal Treg cells on a genome-wide scale. As intestinal *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ Treg cells had barely detectable levels of H3K36me3 (Fig. 1c), we performed chromatin immunoprecipitation sequencing (ChIP-seq) for H3K36me3 in splenic and intestinal Treg cells from *Foxp3*^*Cre-YFP*^ mice. Consistent with previous reports, H3K36me3 was enriched in gene bodies, with levels increasing towards the 3’UTR and decreasing at downstream of genes (Fig. 4a and Supplementary Fig. 4a)^34^. Intestinal Treg cells showed a slightly higher cumulative H3K36me3 signal than splenic Treg cells (Fig. 4a). The cumulative H3K36me3 signal of splenic Treg signature genes was higher in splenic Treg cells than in intestinal Treg cells (Fig. 4a and Supplementary Data 1). In parallel, the cumulative H3K36me3 signal of colonic Treg signature genes was higher in intestinal Treg cells than in splenic Treg cells (Fig. 4a and Supplementary Data 1). The mRNA expression of genes with a significantly different expression between intestinal Treg cells and splenic Treg cells was positively correlated with the H3K36me3 level in the gene locus (Fig. 4b and Supplementary Data 2). The data are consistent with previous findings indicating that H3K36me3 marks actively transcribed genes^26^.

**Fig. 4:**
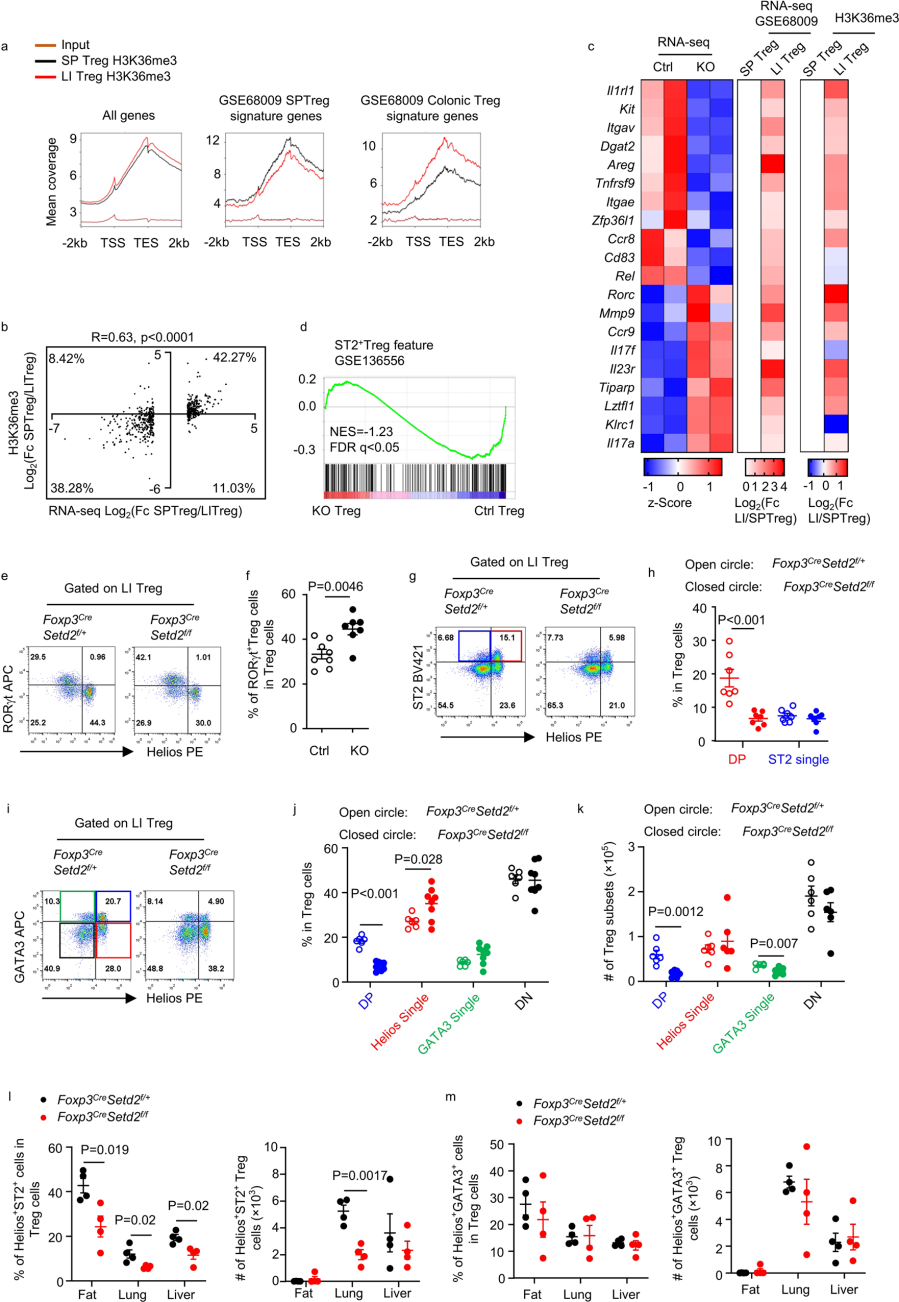
Setd2 is important for supporting GATA3 and ST2 expression in intestinal tTreg cells. **a**, **b** H3K36me3 ChIP-seq analysis on Treg cells (CD3^+^CD4^+^Foxp3-YFP^+^) sorted from spleen (SP) or large intestine (LI) of *Foxp3*^*Cre-YFP*^ mice. **a** Cumulative curve of average H3K36me3 signals distributed scaled regions of all genes, SPTreg signature genes and Colonic Treg signature genes. TSS transcription start site, TES transcription end site. **b** Correlation analysis on all SPTreg and Colonic Treg signature genes (GSE68009) using Log_2_ (fold change) (Fc) of gene mRNA expression and Log_2_ (Fc) of summed H3K36me3 signals. Each dot represents one gene. Percentages indicate the proportions of genes distributed in each quadrant. R is Pearson correlation coefficient. **c**, **d** LI Treg cells sorted from *Foxp3*^*Cre-YFP*^*Setd2*^*f/+*^ (Ctrl) or *Foxp3*^*Cre-YFP*^*Setd2*^*f/f*^ (KO) mice were subjected to RNA-seq analysis. **c** Heatmap showing differentially expressed genes based on *Z*-score of normalized FPKM value, and corresponding normalized Log_2_Fc of LITreg over SPTreg in microarray data of GSE68009 and Log_2_Fc of summed H3K36me3 signals in LITreg over SPTreg. **d** GSEA analysis based on ST2^+^ Treg cells signature. **e**–**k** Cells were isolated from the LI. **e**, **f** Flow cytometry analysis of expression of RORγt and Helios gated on Treg cells (CD3^+^CD4^+^Foxp3^+^). **f** Percentage of Helios^–^RORγt^+^ cells. (Ctrl *n* = 8; KO *n* = 7). **g**, **h** Flow cytometry analysis of ST2 and Helios expression gated on Treg cells. (*n* = 7 per group). **h** Percentages of DP Treg cells (double positive, Helios^+^ST2^+^ cells) and ST2 Single Treg cells (ST2 single positive, Helios^–^ST2^+^ cells). **i**, **j**, **k** Flow cytometry analysis of GATA3 and Helios expression gated on Treg cells. (Ctrl *n* = 6; KO *n* = 8. For analyzing total cell number, *n* = 6 per group). Percentages (**j**) and absolute numbers (**k**) of DP Treg cells (Helios^+^GATA3^+^), Helios Single Treg cells (Helios^+^GATA3^–^), GATA3 Single Treg cells (Helios^–^GATA3^+^), and DN Treg cells (double negative, Helios^–^GATA3^–^). **l**, **m** Percentages and numbers of Helios^+^ST2^+^ Treg cells (**l**) and Helios^+^GATA3^+^ Treg cells (**m**) in indicated organs analyzed by flow cytometry. (*n* = 4 per group). **f**, **h**, **j**–**m** Representative of 2–4 independent experiments. Data were means ± SEM. Source data are provided as a Source Data file.

Next, we performed transcriptome sequencing (RNA-seq) of splenic and intestinal Treg cells sorted from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (KO) and *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ mice (control). 

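The intestinal part of this experiment comprised 2 control and 2 KO libraries of Treg cells (CD3+CD4+YFP+) sorted from the large intestine (LI) of adult mice. Each library was made from a pool of 2 to 3 mice, so the spread within a group is the spread between pools. The control mice carried 1 floxed and 1 intact copy of *Setd2*. The methods give about 500000 sorted cells per sample, and the sample records give 200000. Poly(A) RNA was sequenced in paired reads of 150 bp, and the authors mapped the reads to GRCm38 with STAR and quantified each gene with RSEM. They deposited FPKM, the fragments per kilobase of transcript and per 1000000 mapped fragments, for 53379 genes. The splenic libraries were not analysed here.

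The FPKM of the 4 LI libraries followed a common distribution. Of the 5000 highest ranks, 2172 held the same value in all 4 libraries. The largest relative spread at any of these ranks was 0.173%, and the sums of FPKM differed by at most 0.0098%. The methods text does not name the step that set this distribution. The depth of each library is unknown, and a change in the total amount of mRNA per cell cannot be seen in these values. Control 2 listed 28426 genes at 0, compared with 33957 in control 1, 33490 in KO 1 and 33223 in KO 2.

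Differences between KO and control were tested with limma on log2(FPKM + 1). The genes tested were protein-coding with a mean FPKM above 5 in either group, which are the criteria of the paper, and 7639 genes met them. Adding 1 to the FPKM understates the fold change of genes with low values. Over these genes, the log2 values of the 2 control libraries had a Pearson r of 0.982 and those of the 2 KO libraries 0.985, while r between a control and a KO library lay between 0.967 and 0.977. With 2 libraries per group, an exact permutation test of a single gene cannot give a p below 0.333, so the p-values rest on the variance that limma shares across genes.

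The targeted gene *Setd2* (ENSMUSG00000044791, chromosome 9 of GRCm38, 110532597 to 110618633 in the GENCODE annotation) had an FPKM of 38.19 in control 1, 27.36 in control 2, 26.33 in KO 1 and 36.30 in KO 2. Its log2 fold change (KO over control) was -0.06 (standard error 0.21, adjusted p = 0.927 from limma with Benjamini-Hochberg adjustment), and the groups overlapped. The adjusted p was 0.968 with the replicate number as a block and 0.764 with control 1 paired with KO 2 and control 2 with KO 1. The FPKM covers the whole gene, and no value for single exons was used. The genotype of a library could therefore not be checked with this gene, and control and KO stand for the libraries as labelled.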

Principal component analysis (PCA) indicated that PC1 distinguished splenic Treg cells from intestinal Treg cells, and PC2 separated Setd2-deficient from Setd2-sufficient Treg cells (Supplementary Fig. 4b). 

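Over the 4 LI libraries alone, PC1 of log2(FPKM + 1) carried 53.8% of the variance of the 7639 genes and separated the KO libraries from the control libraries. The loading on PC1 was -0.33 for control 1, -0.627 for control 2, 0.336 for KO 1 and 0.621 for KO 2. PC2 carried 29.9% of the variance and set control 1 and KO 2 against control 2 and KO 1, so this component followed neither the genotype nor the replicate number. PC3 carried the remaining 16.3% and split the libraries by replicate number. Its loading was -0.369 for control 1, 0.421 for control 2, -0.611 for KO 1 and 0.56 for KO 2. With all gene types in place of protein-coding genes the share on PC1 was 44.4%. With 1 library left out, 2 components remain in place of 3 and PC1 holds at least 50% in any case, so these shares, between 58.0% and 72.5%, are not comparable with that of 4 libraries. The tissue component of Supplementary Fig. 4b needs the splenic libraries and was not computed.

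**Figure D1:**
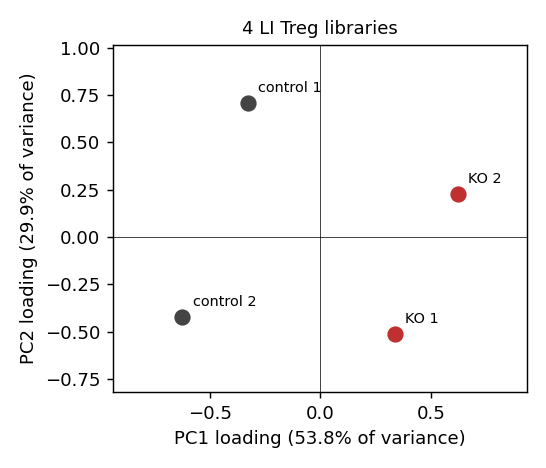
Loadings of the 4 LI Treg libraries on PC1 (horizontal axis, 53.8% of the variance) and PC2 (vertical axis, 29.9%) of log2(FPKM + 1). Each point is 1 library, grey for control and red for KO. The 2 KO libraries lie at 0.336 and 0.621 on PC1, to the right of both control libraries.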

Splenic and intestinal Treg cells shared 249 upregulated and 172 downregulated genes upon Setd2 ablation (Supplementary Fig. 4c and Supplementary Data 3). These include decreased expression of *Il1rl1*, *Myc* and increased expression of *Cxcr3*, *Icos*, and *Gpr15*, which have been reported to mediate/regulate the migration or function of Treg cells (Supplementary Fig. 4d). 

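At an unadjusted p of 0.05, the threshold of the paper, limma called 658 genes higher and 578 genes lower in KO than in control LI Treg cells. The lists of the paper hold 720 upregulated and 562 downregulated genes. They came from edgeR on the RSEM output according to the methods, and from DESeq2 according to the description of the table. Of these, 534 and 379 were also called here in the same direction. Of the 717 and 560 that were tested, 716 and 556 had a fold change of the same sign. After Benjamini-Hochberg adjustment over the 7639 genes, 24 genes were higher and 21 lower at an adjusted p below 0.05. Adjusted over the lists of the paper alone, 415 and 287 genes passed, but those lists were drawn from the same libraries, so these counts show no stability. Both KO libraries lay on one side of both control libraries for 3597 genes, or 47.1%, where chance gives 33.3%.

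The deviations of same-numbered libraries from their group means correlated across genes at r = -0.305, so the replicate numbers did not pair the libraries. With the replicate number as a block, 419 genes were higher and 377 lower at an unadjusted p below 0.05, and 15 and 12 at an adjusted p below 0.05. With a crossed pairing of control 1 with KO 2 and of control 2 with KO 1, which was chosen after seeing the data, the unadjusted counts were 1008 and 983 and the adjusted counts 240 and 225. Among the alternatives that did not pair the libraries, the adjusted counts moved most when low FPKM were not filtered out, to 0 and 0, beside 1170 and 776 genes at an unadjusted p below 0.05.

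The LI calls were then compared with the splenic lists of the paper. Of the LI calls, 226 of 657 gene symbols higher in KO were on the splenic list of upregulated genes, an odds ratio of 4.94 against the other genes tested (two-sided Fisher's exact test, p = 4.24e-59). Of the 578 genes lower in KO, 130 were on the splenic list of downregulated genes (odds ratio 3.27, Fisher's exact test, p = 1.48e-23). In the opposite direction, 14 of the higher and 30 of the lower genes were on the other splenic list. The shared genes were 157 higher and 102 lower with the replicate number as a block, and 292 and 175 with the crossed pairing. At an adjusted p below 0.05 for the LI calls, 12 and 13 genes were shared.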

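The smallest p-values among genes higher in KO belonged to *Gm21887*, *Lztfl1*, *Serpinb1a*, *Lilr4b* and *Serpina3g*. *Gm21887* on the X chromosome was listed at 0 in both control libraries and at 89.71 and 170.96 in KO 1 and KO 2, and its transcript is identical over 99.6% of its length to that of another gene, which the table lists as *Erdr1*, so reads from the shared sequence match both genes. *Serpinb1a* had a log2 fold change of 1.43 and *Lilr4b* and *Serpina3g* of 1.10 each, with adjusted p-values between 0.0101 and 0.0109 from limma. The transcript of *Lilr4b* is 94.95% identical to that of *Lilrb4a* over 92.1% of its length. The smallest p-values among genes lower in KO belonged to *Gm14399*, *Txnl4b*, *Penk*, *A430005L14Rik* and *Tspan31*. *Gm14399* on chromosome 2, whose transcript is between 90.3% and 93.2% identical to those of other genes, fell from a mean FPKM of 33.5 to 0.71. The annotation of *Tspan31* overlaps *Cdk4* on the other strand, and the transcript of *A430005L14Rik* is 95.5% identical to that of *Gm12247* over 62.6% of its length. *Penk*, which encodes proenkephalin, had an FPKM of 1050 ± 25.6 (SD, n = 2) in control and 418 ± 45.4 in KO, and its log2 fold change was -1.33 (adjusted p = 0.0101 from limma).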

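*Il1rl1*, which encodes ST2 (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415), had an FPKM of 447 ± 57.5 (SD, n = 2) in control and 234 ± 0.509 in KO LI Treg cells. The log2 fold change was -0.93 (standard error 0.12, adjusted p = 0.0344 from limma). The adjusted p was 0.0422 with the replicate number as a block, and with the crossed pairing 0.00585. It rose to 0.319 without the filter on low FPKM, the alternative that moved it most. With each library left out in turn the log2 fold change lay between -1.06 and -0.80.

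The other genes did not reach an adjusted p of 0.05 without a pairing. *Myc* (chromosome 15, 61985391 to 61990374) fell from 70.2 ± 9.62 to 38.8 ± 1.46, a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.0612 from limma). *Cxcr3* (X chromosome, 101731535 to 101734269) rose from 33.4 ± 5.57 to 56.5 ± 0.502, a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.0821). *Icos* (chromosome 1, 60977927 to 61000320) rose from 627 ± 53.1 to 774 ± 51.2, a log2 fold change of 0.30 (standard error 0.12, adjusted p = 0.264). *Gpr15* (chromosome 16, 58717433 to 58719070) rose from 133 ± 3.71 to 184 ± 20.6, a log2 fold change of 0.46 (standard error 0.12, adjusted p = 0.144). The annotation of *Gpr15* overlaps *Cpox* on the other strand, whose FPKM was at most 6.33. For these genes the adjusted p lay between 0.146 and 0.470 with the replicate number as a block. With the crossed pairing it was 0.00872 for *Myc*, 0.0160 for *Cxcr3*, 0.123 for *Icos* and 0.0410 for *Gpr15*. In each of the 5 genes both KO libraries lay on one side of both control libraries, and the sign of the fold change held with any one library left out.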

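*Tnfrsf18*, which encodes GITR (ENSMUSG00000041954, chromosome 4, 156026164 to 156028895), had an FPKM of 2058 ± 225 (SD, n = 2) in control and 2163 ± 77.5 in KO LI Treg cells. The log2 fold change was 0.08 (standard error 0.12, adjusted p = 0.820 from limma), the groups overlapped, and with each library left out in turn it ran from -0.04 to 0.19. An antisense gene that overlaps it, *Gm16008*, had an FPKM of at most 14.3. *Ctla4* (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832) had an FPKM of 1647 ± 76.0 in control and 2235 ± 106 in KO, and both KO libraries were above both control libraries. The pseudogene *Rpl18-ps1* inside it had an FPKM of at most 8.59. The log2 fold change of *Ctla4* was 0.44 (standard error 0.11), with an unadjusted p of 0.00491 and an adjusted p of 0.132 from limma. The adjusted p of *Tnfrsf18* was 0.902 with the replicate number as a block and 0.739 with the crossed pairing, and that of *Ctla4* was 0.216 and 0.0592.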

We didn’t observe altered GITR or reduced CTLA-4 expression, which could be correlated with the defective function of Treg cells^42,43^, at the mRNA or protein level in Setd2-deficient Treg cells (Supplementary Data 3 and Supplementary Fig. 4e, f). Among the differentially expressed genes in KO intestinal Treg cells compared with control intestinal Treg cells, 57 increased and 53 decreased genes were colonic Treg signature genes (Supplementary Fig. 4g, h and Supplementary Data 3), the majority of which had higher H3K36me3 signal in their gene locus in colonic Treg cells than that in splenic Treg cells (Fig. 4a, c). These include *Il1rl1* and *Rorc*, likely implying differential branching of GATA3 and RORγt Treg subsets (Fig. 4c and Supplementary Fig. 4h). Indeed, gene set enrichment analysis (GSEA) showed that KO Treg cells had less enrichment of ST2^+^ Treg features^44^, manifested by decreased *Il1rl1*, *Areg* and *Ccr8* expression (Fig. 4c, d and Supplementary Data 1). In contrast, the RORγt^+^ Treg signature was enriched in KO Treg cells, represented by increased expression of *Rorc*, *Il23r*, *Il17a*, and *Il17f* (Fig. 4c, Supplementary Fig. 4i, and Supplementary Data 1). 

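Of the 505 colonic Treg signature genes in Supplementary Data 1, 349 were among the genes tested. At an unadjusted p below 0.05, 52 of them were higher in KO, an odds ratio of 1.93 against the other genes tested (two-sided Fisher's exact test, p = 7.75e-05), and 56 were lower (odds ratio 2.48, p = 6.18e-08 from the same exact test). The signature was thus over-represented in both directions. On the lists of the paper were 46 of the 52 and 44 of the 56 genes. The calls made with the replicate number as a block held 38 higher and 43 lower signature genes, and those made with the crossed pairing 66 and 88. At an adjusted p below 0.05, 6 were higher and 2 lower. A value for the H3K36me3 signal of both tissues was listed in the paper's Supplementary Data 2 for 36 of the 52 higher genes, and 31 of these had more signal in LI than in splenic Treg cells. Of the 39 lower genes with a value, 28 had more signal in LI. Among all tested colonic signature genes with a value, the paper's signal was higher in LI for 218 of 254.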

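Of the 200 genes with the smallest p in the ST2+ Treg signature, 61 were among the genes tested. Ranked by their log2 fold change, the genes tested gave this set a normalized enrichment score (NES) of -1.84 in preranked GSEA. The p and the FDR q were at 1e-04, a floor set here from the 10000 permutations of genes. Libraries could not be permuted with 2 per group, and a permutation of genes ignores the correlation between them. limma's camera test, with an inter-gene correlation of 0.01, gave p = 0.00461 for the same set (n = 61 genes). With the replicate number as a block, where the check of the pairing gave r = -0.305, camera gave p = 0.00182, and with the crossed pairing p = 0.00467. Ranked by limma's moderated t statistic, which a block can change, the NES was -2.08 without a block, -2.10 with the replicate number and -2.12 with the crossed pairing. Of the 61 genes, 36 were lower and 25 higher in KO, with a median log2 fold change of -0.13, and 21 were called lower and 5 higher at an unadjusted p below 0.05. The score moved most with an unweighted GSEA, to -2.58. With all 1114 genes of the signature, of which 241 were tested, the NES was -1.28 (permutation of genes, p = 0.0389), and camera gave p = 0.362. The NES lay between -1.99 and -1.42 with any one library left out.

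*Areg* (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) had an FPKM of 55.8 ± 9.60 (SD, n = 2) in control and 39.2 ± 1.04 in KO, a log2 fold change of -0.49 (standard error 0.15, adjusted p = 0.197 from limma). *Ccr8* (ENSMUSG00000042262, chromosome 9, 120092114 to 120094906) had an FPKM of 877 ± 95.4 in control and 659 ± 28.8 in KO, a log2 fold change of -0.41 (standard error 0.12, adjusted p = 0.177). *Ccr8* lies within 20 Mb of *Setd2*, a region in which 24.2% of the genes tested were called, compared with 16.0% elsewhere. The adjusted p of *Areg* was 0.385 with the replicate number as a block and 0.0592 with the crossed pairing, and that of *Ccr8* was 0.342 and 0.0487.

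**Figure D2:**
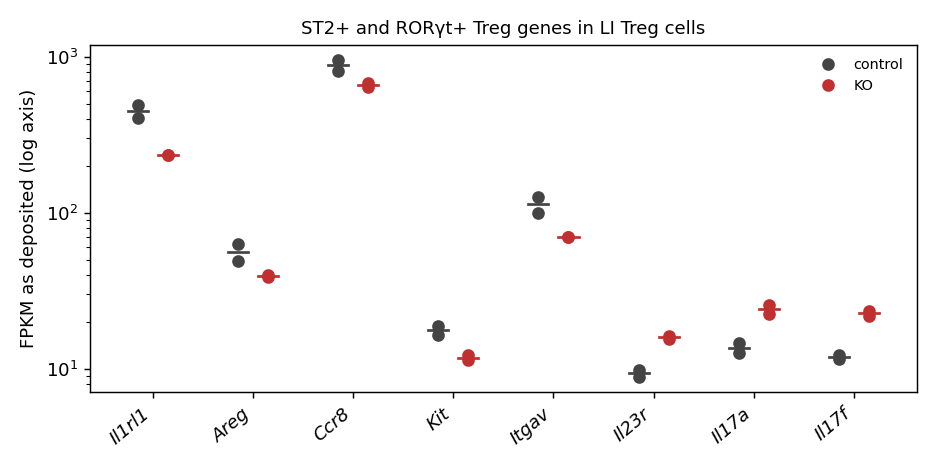
FPKM as deposited, on a log axis, of *Il1rl1*, *Areg*, *Ccr8*, *Kit* and *Itgav* and of *Il23r*, *Il17a* and *Il17f* in LI Treg cells. Each point is 1 library, dark grey for control and red for KO, and each short line is the mean of 2 libraries. The KO points of the first 5 genes lie below their control points, as for *Il1rl1* with means of 234 and 447, and those of the last 3 lie above them, as for *Il17f* with means of 22.6 and 11.9.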

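The top 500 entries of the RORγt+ Treg signature held 461 gene symbols, of which 247 were among the genes tested. Their NES was 2.40 (permutation of genes, p and FDR q at the floor of 1e-04). The camera test of limma, which sets them against the other genes tested, gave p = 2.24e-07 (n = 247 genes in the set). It gave p = 1.64e-07 with the replicate number as a block and p = 5.51e-07 with the crossed pairing (n = 247 genes). Ranked by the moderated t statistic, the NES was 2.47, and it was 2.46 with the replicate number as a block and 2.49 with the crossed pairing. An unweighted GSEA moved the score most, to 4.59. Of the 247 genes, 169 were higher and 78 lower in KO, with a median log2 fold change of 0.17. At an unadjusted p below 0.05, 67 were called higher and 10 lower. With all 1066 symbols of the signature the NES was 2.08, and camera gave p = 0.000138 (n = 553 genes tested).

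*Il23r* (ENSMUSG00000049093, chromosome 6, 67422932 to 67491855) had an FPKM of 9.32 ± 0.608 (SD, n = 2) in control and 15.9 ± 0.460 in KO, a log2 fold change of 0.71 (standard error 0.16, adjusted p = 0.113 from limma). *Il17a* (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) rose from 13.6 ± 1.49 to 23.9 ± 2.26, a log2 fold change of 0.77 (standard error 0.16, adjusted p = 0.0875). *Il17f* (ENSMUSG00000041872, chromosome 1, 20777146 to 20790617) rose from 11.9 ± 0.502 to 22.6 ± 1.34, a log2 fold change of 0.87 (standard error 0.15, adjusted p = 0.0679). Their adjusted p was 0.282, 0.190 and 0.149 with the replicate number as a block, and with the crossed pairing 0.0343, 0.0259 and 0.0146. None of these genes overlapped between the groups. From the lower score of the ST2+ Treg signature and the higher score of the RORγt+ Treg signature, the paper proposes a differential branching of GATA3 and RORγt Treg subsets in the absence of Setd2.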

Consistently, we found that the percentage of RORγt^+^ Treg cells among total Treg cells was increased in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 4e, f). However, the number of RORγt^+^ Treg cells was unchanged (Supplementary Fig. 4j).

Flow cytometry analysis confirmed the increased expression of IFN-γ and IL-17 in intestinal Setd2-deficient Treg cells identified by RNA-seq, likely indicating a state of “fragility” and decreased inhibitory function of these Treg cells^6,7,9,45,46^ (Supplementary Fig. 4k, l and Supplementary Data 3). 

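In the RNA-seq, *Ifng* (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) had an FPKM of 13.59 in control 1, 10.85 in control 2, 12.48 in KO 1 and 12.84 in KO 2. The log2 fold change was 0.05 (standard error 0.18, adjusted p = 0.923 from limma), smaller than the difference between the 2 control libraries. The adjusted p was 0.972 with the replicate number as a block and 0.860 with the crossed pairing. With each library left out in turn the log2 fold change ran from -0.10 to 0.20. *Il17a* and *Il17f* were higher in both KO libraries than in both control libraries.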

Consistently, *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice had more weight loss and shortened colons in TNBS-induced colitis, accompanied by enhanced IFN-γ production by CD4^+^ T cells in the colon (Supplementary Fig. 4m–o). However, no difference in IL-17 production by CD4^+^ T cells was found (Supplementary Fig. 4p). The data suggest that in TNBS colitis, Setd2-deficient Treg cells are defective in suppressing Th1 but not Th17 responses, which may be controlled by the retained inhibitory function of RORγt^+^ Treg cells^47^.

GATA3 and ST2 can be expressed by both tTreg and pTreg cells^19,48^. However, Helios^+^ST2^+^ Treg and Helios^+^GATA3^+^ Treg cells of the tTreg cell subset, rather than Helios^–^GATA3^+^ Treg or Helios^–^ST2^+^ Treg cells, showed the most defects due to Setd2 ablation, as indicated by the extent of reduction in both percentages and absolute numbers (Figs. 4g–k and Supplementary Fig. 4q). Therefore, GATA3 and ST2 expressing tTreg cells are the hallmark intestinal Treg subsets supported by Setd2. The percentages of Helios^+^ST2^+^ Treg cells were also reduced in the liver, lung, and visceral adipose tissue of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 4l). Numbers of Helios^+^ST2^+^ Treg cells were decreased in the lung of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 4l). No difference in percentages or absolute numbers of Helios^+^GATA3^+^ Treg cells between *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice and control mice was found in the liver, lung or visceral adipose tissue (Fig. 4m). These data suggest that Setd2 broadly supports the maintenance of tissue ST2^+^ tTreg cells.

### Setd2 sustains the reciprocal relationship of GATA3 and ST2 in tTreg cells

GATA3 and ST2 have been shown to mutually promote the expression of each other in Th2 cells and Treg cells^19,20,49^. To investigate if the decreased expression of one causes a decrease in the expression of the other, we analyzed GATA3 and ST2 expression in splenic and intestinal Treg cells during ontogeny. GATA3 and ST2 expression among splenic and intestinal tTreg cells was analyzed (Fig. 5a–h). Strikingly, reduced proportions of GATA3^+^ST2^+^ cells among tTreg cells in both the spleen (Fig. 5a, c) and intestine (Fig. 5e, g) of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice were found as early as 2 weeks of age, which preceded the increase of RORγt^+^ Treg cells occurring at 3 weeks of age (Supplementary Fig. 5a). In 2-week-old mice, there was also a decrease in GATA3^–^ST2^+^ tTreg cells in the spleen but not in the intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 5b, f). At all observed time points before weaning, no dramatic difference in the percentage of total Treg or Helios^+^ tTreg cells was found in either the spleen or intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Supplementary Fig. 5b–e). Together, our data support that there is defective induction of GATA3 and ST2 expression in Helios^+^ tTreg cells in the absence of Setd2.

**Fig. 5:**
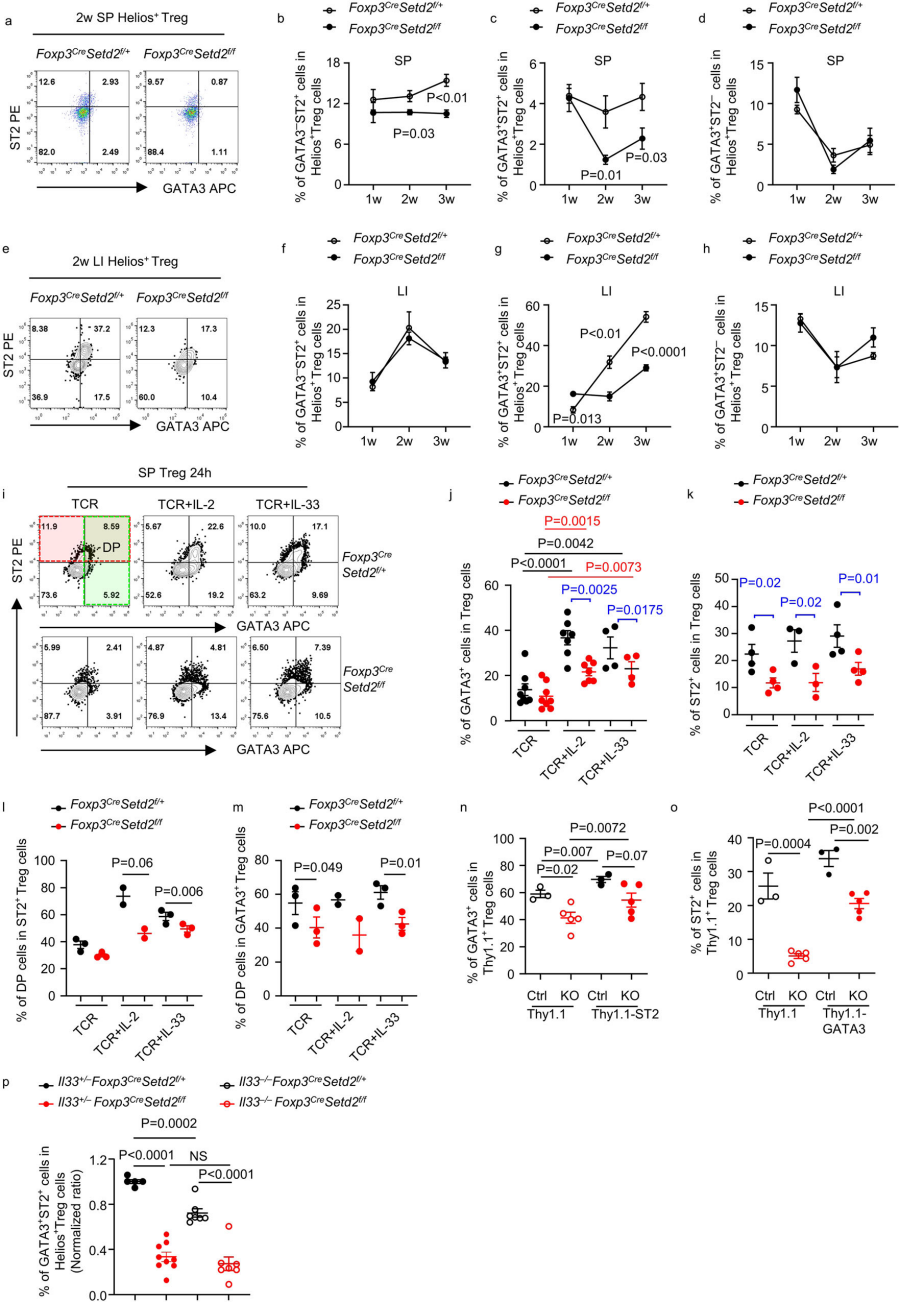
Setd2 supports the reciprocal relationship of GATA3 and ST2 expression in tTreg cells. **a**–**h** Splenocytes (SP) (**a**–**d**) and large intestinal (LI) LPLs (**e**–**h**) were isolated from 1-week (1w), 2-week (2w), or 3-week (3w)-old *Foxp3*^*Cre-YFP*^*Setd2*^*f/+*^ or *Foxp3*^*Cre-YFP*^*Setd2*^*f/f*^ mice. (1w: *n* = 3 per group; 2w: *n* = 6 per group; 3w: Ctrl *n* = 7; KO *n* = 6). **a**, **e** Representative FACS plot of ST2 and GATA3 expression gated on Helios^+^ Treg cells. Percentages of GATA3^−^ST2^+^ cells (**b**, **f**), GATA3^+^ST2^+^ cells (**c**, **g**), and GATA3^+^ST2^−^ cells (**d**, **h**) in Helios^+^ Treg cells (CD3^+^CD4^+^Foxp3^+^Helios^+^) were analyzed by flow cytometry and shown. **i**–**m** Splenic (SP) Treg cells (CD3^+^CD4^+^YFP^+^) were sorted from mice of indicated genotypes and cultured with α−CD3/α−CD28 (TCR) with or without supplement of IL-2 (TCR + IL-2) or IL-33 (TCR + IL-33) for 24 h. **i** Expression of ST2 and GATA3 gated on Treg cells (CD3^+^CD4^+^Foxp3^+^) was analyzed by flow cytometry. **j**, **k** Percentage of GATA3^+^ cells (**j**) (TCR: *n* = 8 per group; TCR + IL-2: *n* = 7 per group; TCR + IL-33: *n* = 4 per group) or ST2^+^ cells (**k**) (TCR and TCR + IL-33: *n* = 4 per group; TCR + IL-2: *n* = 3 per group) gated on Treg cells was shown. **l**, **m** Percentage of GATA3^+^ST2^+^ (double positive, DP) cells among total ST2^+^ Treg cells (**l**) or GATA3^+^ Treg cells (**m**) was shown. (TCR and TCR + IL-33: *n* = 3 per group; TCR + IL-2: *n* = 2 per group). **n**, **o** Splenic Treg cells sorted from Ctrl (*Foxp3*^*Cre-YFP*^*Setd2*^*f/+*^) or KO (*Foxp3*^*Cre-YFP*^*Setd2*^*f/f*^) mice were cultured with α-CD3, α-CD28, IL-2 and IL-33, and were infected with retrovirus expressing Thy1.1, Thy1.1-ST2, or Thy1.1-GATA3. The percentage of GATA3^+^ cells (**n**) or ST2^+^ cells (**o**) gated on Thy1.1^+^ Treg cells (Thy1.1^+^Foxp3^+^) was analyzed by flow cytometry. (Ctrl *n* = 3; KO *n* = 5). **p** LI LPLs were isolated from mice of indicated genotypes (*n* = 5, 9, 7, 7, respectively). The percentage of GATA3^+^ST2^+^ cells gated on Helios^+^ Treg cells (CD3^+^CD4^+^Foxp3^+^Helios^+^) was analyzed by flow cytometry and normalized to *Il33*^*+/–*^*Foxp3*^*Cre*^*Setd2*^*f/+*^ group as 1 based on littermates. **b**–**d, f**–**h**, **j**–**p** Data were means ± SEM. **a**–**h** Data were pooled from 3–7 mice per time point for each genotype. **i**–**p** Representative of 2–6 independent experiments. Source data are provided as a Source Data file.

ST2 and GATA3 expression in Treg cells has been shown to be sustained or induced by a series of stimuli, including IL-2, IL-33, and TCR signaling activators^6,19^, which may be more abundant in the intestine than in the SLOs^17,19,50^. Consistently, GATA3 expression in Treg cells was significantly increased by IL-2 and IL-33 in the presence of TCR signaling, which was defective in the absence of Setd2 (Fig. 5i, j). And ST2 expression, although not further increased by IL-2 or IL-33 in the presence of TCR signaling within 24 h of stimulation, was consistently lower in Setd2-deficient Treg cells (Fig. 5i, k). Importantly, there was a reduction in the percentage of GATA3^+^ST2^+^ Treg cells (DP Treg cells) among total ST2^+^ Treg and GATA3^+^ Treg cells in vitro (Fig. 5i, l, m), as well as in the intestine in vivo (Supplementary Fig. 5f–h). The data suggest an impaired reciprocal relationship of ST2 and GATA3 in Setd2-deficient Treg cells. Notably, upon overexpression of ST2 or GATA3 in Treg cells to a copious extent (Supplementary Fig. 5i, j), the expression of ST2 or GATA3 in Setd2-deficient Treg cells was partially but not completely restored (Fig. 5n, o). Strikingly, knocking out IL-33, the cytokine responsible for the reciprocal relationship between ST2 and GATA3 expression, caused a reduction in the percentage of GATA3^+^ST2^+^ tTreg cells in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ mice but not in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 5p). This also mitigated the discrepancy in the percentage of GATA3^+^ST2^+^ tTreg cells between *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice and controls (Fig. 5p). Together, the data strongly suggest that Setd2 sustains the reciprocal relationship between GATA3 and ST2 expression in Treg cells in vitro and in vivo, and Setd2 is required for the supportive effect of IL-33 on GATA3^+^ST2^+^ tTreg cells. The previous study has shown that tissue Treg cells are originated from splenic PD-1^+^KLRG1^–^ and PD-1^+^KLRG1^+^ Treg precursors^51^. We found no difference in percentages of PD-1^–^KLRG1^–^, PD-1^+^KLRG1^–^, or PD-1^+^KLRG1^+^ cells in splenic Treg cells between *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice and controls at the adult stage (Supplementary Fig. 5k, l). This suggests that Setd2 is unlikely to regulate the development or maintenance of tissue Treg progenitors. Interestingly, expression of ST2 was reduced in PD-1^+^KLRG1^+^ splenic Treg cells from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice compared with controls. The data indicate that Setd2 supports ST2 expression in splenic tissue Treg progenitors (Supplementary Fig. 5m). STAT5, phosphorylation of which could be driven by IL-2, has been shown to be important for the mutually supportive network of GATA3 and ST2 expression in Th2 cells^20^. We observed slightly but significantly reduced CD25 (IL-2Rα) expression in splenic and intestinal Treg cells of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Supplementary Fig. 5n, o), whereas the expression of CD122 (IL-2Rβ) in splenic Treg cells was increased in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Supplementary Fig. 5p, q). Nevertheless, no difference in the level of phosphorylated STAT5 in tTreg cells from the spleen or the intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice was observed (Supplementary Fig. 5r, s), suggesting that signals downstream of IL-2 receptors are less likely to be breached by deletion of Setd2.

### Loss of Setd2 in Treg cells causes enhanced intestinal Th2 responses

Consistent with the function of GATA3-expressing Treg cells to suppress Th2 cells^8,10^, we observed increased proportions of GATA3^+^ST2^+^ and GATA3^+^ST2^–^ Th2 cells among CD4^+^ Tconv cells in the intestine of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 6a, b). Moreover, the absolute number of Th2 cells was significantly increased, suggesting a defective suppression of Th2 cells by Setd2-deficient Treg cells (Fig. 6c). With ST2 expressed on the cell surface, both Treg cells and Th2 cells might respond to IL-33 stimulation. Nevertheless, while GATA3^+^ Treg cells were more obviously promoted than Th2 cells by IL-33 in the control group, Th2 cells rather than GATA3^+^ Treg cells were preferentially boosted in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Fig. 6d–f). Under steady state, IL-4 expression in intestinal CD4^+^ T cells and serum IgE levels were upregulated in *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice, whereas IL-5 and IL-13 expression levels were comparable (Fig. 6g–j). Consistent with the promotive effect of IL-33 on Th2 cells, IL-33 significantly increased intestinal type 2 cytokine production and serum IgE concentration, and the difference in these parameters between *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ and control mice was massively amplified by IL-33 (Fig. 6g–j). The data indicate that Setd2 expression by Treg cells is fundamental for them to suppress intestinal Th2 responses, especially upon IL-33 treatment.

**Fig. 6:**
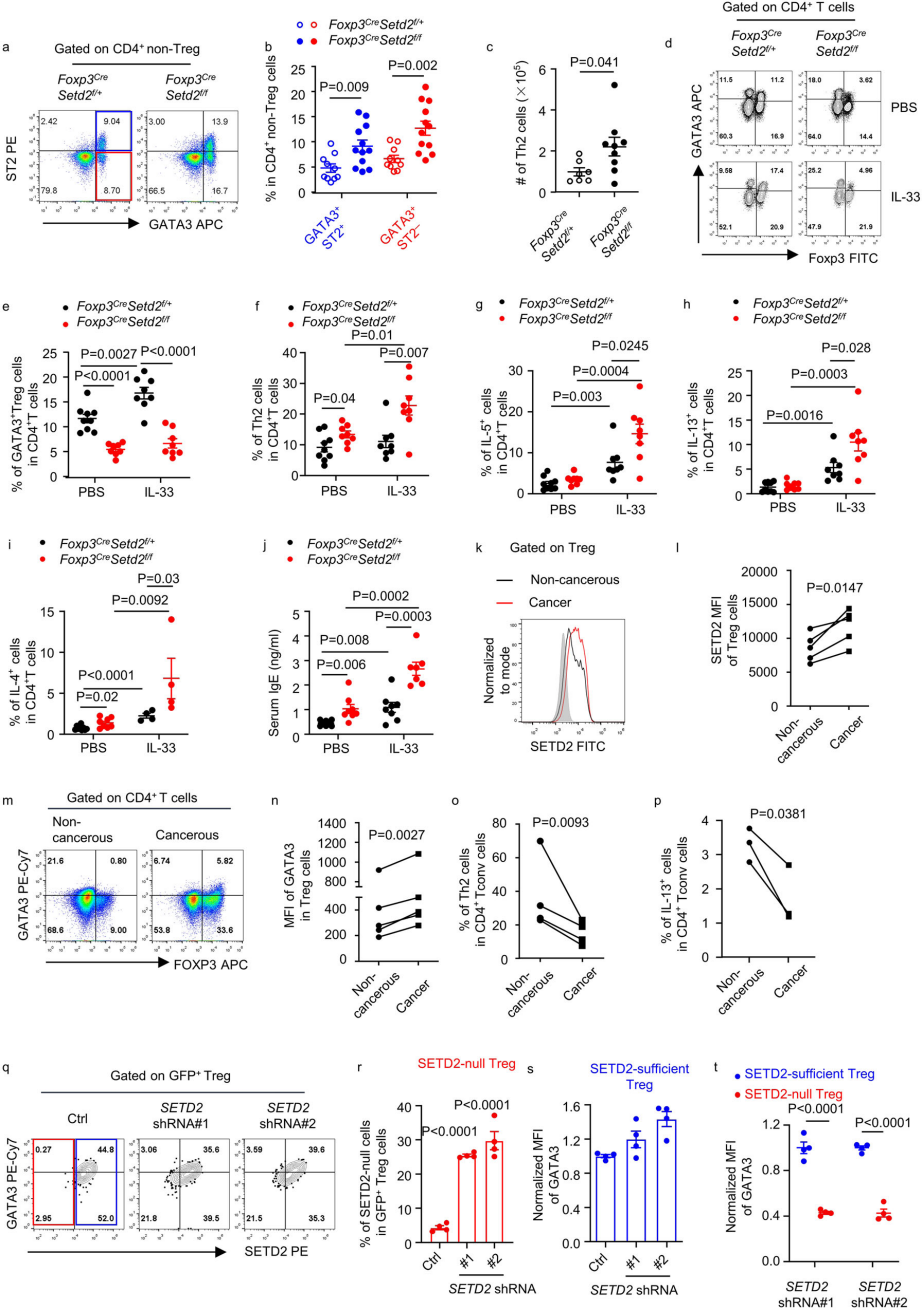
Setd2 is critical for intestinal Treg cells to suppress Th2 responses. **a**–**c** LI (large intestinal) LPLs were isolated. (Ctrl: *n* = 10; KO: *n* = 12. For analyzing total cell number, Ctrl: *n* = 7; KO: *n* = 9). **a** Flow cytometry analysis of ST2 and GATA3 expression in CD4^+^ non-Treg cells. **b** Percentages of GATA3^+^ST2^+^ and GATA3^+^ST2^−^ cells in CD4^+^ non-Treg cells. **c** Absolute number of Th2 cells (CD3^+^CD4^+^Foxp3^−^GATA3^+^). **d**–**j** Mice were treated with PBS or IL-33. **d**–**i** LI LPLs were isolated. **d** Flow cytometry analysis of Foxp3 and GATA3 expression gated on CD4^+^ T cells. **e**, **f** Flow cytometry analysis of percentages of GATA3^+^ Treg cells (CD3^+^CD4^+^Foxp3^+^GATA3^+^) and Th2 cells in CD4^+^ T cells. (PBS Ctrl *n* = 9; PBS KO *n* = 8; IL-33 *n* = 8 per group). **g**–**i** Flow cytometry analysis of expression of IL-5 (**g**), IL-13 (**h**), and IL-4 (**i**) in CD4^+^ T cells. (IL-4 staining: PBS Ctrl *n* = 9; KO *n* = 8; IL-33 *n* = 4 per group.) **j** Serum IgE measured by ELISA. (PBS: *n* = 8 per group; IL-33 Ctrl *n* = 8; KO *n* = 7). **k**–**p** LPLs were isolated from patients with CRC. **p** Cells were stimulated with PMA and ionomycin. **k** Flow cytometry analysis on SETD2 expression gated on Treg cells (CD4^+^FOXP3^+^CD127^−^). **l** MFI of SETD2 gated on Treg cells (*n* = 5). **m** Flow cytometry analysis on GATA3 and FOXP3 expression. **n** MFI of GATA3 (*n* = 5). **o**, **p** Percentage of Th2 cells (CD4^+^FOXP3^−^GATA3^+^) (*n* = 4) (**o**) and IL-13^+^ cells (**p**) (*n* = 3) in CD4^+^ Tconv (CD4^+^FOXP3^−^) cells. **q**–**t** Human peripheral blood Treg cells were infected with retrovirus targeting SETD2 (*n* = 4 per group). **q** Flow cytometry analysis on GATA3 and SETD2 expression gated on GFP^+^ Treg cells. The red box is SETD2-null Treg cells and the blue box is SETD2-sufficient Treg cells. **r** Percentage of SETD2-null cells in GFP^+^ Treg cells. **s** Normalized MFI (to Ctrl as 1) of GATA3 gated on SETD2-sufficient Treg cells. **t** Normalized MFI (to SETD2-sufficient Treg cells as 1) of GATA3 gated on SETD2-sufficient Treg cells or SETD2-null Treg cells. **n**–**p** Connected lines are samples from the same patient. **b**, **c**, **e**–**j**, **r**–**t** Data were means ± SEM. **a**–**t** Representative of 2–5 independent experiments. Source data are provided as a Source Data file.

GATA3 and ST2 expression in Treg cells has been implicated in the pathogenesis of intestinal tumors^21–24^. Interestingly, we observed that increased SETD2 expression was accompanied by enhanced GATA3 expression in Treg cells in cancerous tissues from colorectal cancer (CRC) patients compared with noncancerous colorectal tissues (Fig. 6k–n). Meanwhile, the percentage of Th2 cells, as well as the percentage of IL-13^+^ cells in Tconv cells, was significantly lower in cancerous tissues (Fig. 6o, p). When human peripheral blood Treg cells were infected with retrovirus expressing short hairpin RNA (shRNA) targeting SETD2, a proportion of the infected Treg cells lost SETD2 expression (SETD2-null Treg cells), but some Treg cells still maintained SETD2 expression (SETD2-sufficient Treg cells) comparable to the scramble shRNA group (Fig. 6q, r). GATA3 expression in SETD2-sufficient Treg cells in the SETD2-knockdown group was comparable to that in the scramble shRNA group (Fig. 6s). In contrast, GATA3 expression was dramatically downregulated in SETD2-null Treg cells compared with SETD2-sufficient Treg cells in SETD2-knockdown group (Fig. 6t). Together, the data indicate that SETD2 supports GATA3 expression in Treg cells and may promote their function to suppress Th2 cells in human CRC patients.

### Setd2 modulates promoters and intragenic enhancer activity of Treg cells

H3K27ac, which has been previously shown to be affected by Setd2, is considered to be a histone modification marking active promoters and enhancers^29,52^. Due to the scarcity of intestinal Treg cells, we took advantage of the CUT&Tag technology to assess the genome-wide H3K27ac profile in intestinal Treg cells purified from 2-week-old *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice and control mice. Because the intestinal Treg cells from 2-week-old mice were mainly composed of Helios^+^ Treg cells (Supplementary Fig. 5e), the data were less likely to be confounded by Helios^–^RORγt^+^ Treg cells differentially distributed in adult intestinal Setd2-deficient Treg cells compared with controls. 

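Genes assigned to a changed H3K27ac peak in the paper's Supplementary Data 4, from LI Treg cells of 2-week-old mice, were compared with the mRNA calls of adult LI Treg cells at an unadjusted p below 0.05. Genes with peaks in both directions were left out, and 89 genes had a changed peak and a changed mRNA. Of those with increased H3K27ac in KO, 30 were higher and 8 were lower in mRNA.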

Statistical analysis implied that genes with significantly increased H3K27ac peaks preferentially overlapped with genes with increased mRNA expression (Supplementary Fig. 6a and Supplementary Data 4). 

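Of the genes with decreased H3K27ac peaks in KO, 26 were lower in mRNA and 25 were higher, so within this group the directions were evenly divided. Over both groups, 62.9% of the 89 genes changed in the same direction (two-sided Fisher's exact test on the table of directions, p = 0.00456). When the mRNA calls used the replicate number as a block, 63.5% of 52 genes did so (Fisher's exact test, p = 0.0856), and with the crossed pairing 62.9% of 143 genes (p = 0.00144). At an adjusted p below 0.05 for the mRNA, 4 genes remained and all changed in the same direction (Fisher's exact test, p = 0.25). With only 4 genes this test could not pass 0.05.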

In parallel, genes with significantly decreased H3K27ac peaks preferentially overlapped with genes with decreased mRNA expression (Supplementary Fig. 6a and Supplementary Data 4). Considering that gene transcription may be determined by collective H3K27ac signals in the gene locus, aggregated analysis was performed on the mRNA expression of top 200 significantly changed genes with their average H3K27ac signal calculated from different regions of the gene locus. 

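For the genes in the paper's Supplementary Data 5, the log2 fold change (control over KO) of the mRNA was recomputed from the FPKM and set against the average H3K27ac change listed by the paper. Across 197 genes with peaks at promoters, Pearson's r was 0.45 and Spearman's rho 0.410 (two-sided permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give). Across 199 genes with peaks in gene bodies, r was 0.298 (permutation p = 2e-05) and rho 0.317. Across 197 genes with peaks in intergenic regions, r was 0.0658 (permutation p = 0.358) and rho 0.102 (permutation p = 0.155). Adjusted over the 5 relations computed for H3K27ac and Pol II, the p of r was 1.67e-05 at promoters, 2.50e-05 in gene bodies and 0.358 in intergenic regions. Genes are not independent replicates, and these genes were picked by the paper for a changed mRNA in the same libraries, which leaves a gap between the genes higher and lower in KO. At promoters, r was 0.212 within the 86 genes lower in KO and -0.0457 within the 111 genes higher in KO, and in gene bodies 0.137 within 74 and 0.227 within 125 genes. A balanced block leaves the fold changes as they are. From each same-numbered pair of libraries alone, r at promoters was 0.451 and 0.429. Among the fits that left out 1 library, r moved most without control 1, to 0.431.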

We found that the H3K27ac level in promoters and gene bodies, where H3K36me3 is typically deposited, but not in distal intergenic regions, had a significant positive correlation with the mRNA expression of the corresponding genes (Fig. 7a–c and Supplementary Data 5). 

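*Txnl4b* (ENSMUSG00000031723, chromosome 8, 109565892 to 109574051) had an FPKM of 22.9 ± 2.71 (SD, n = 2) in control and 4.25 ± 0.523 in KO LI Treg cells. Its log2 fold change was -2.19 (standard error 0.19, adjusted p = 0.0101 from limma). *Cxcr6* (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) rose from 808 ± 65.0 to 1676 ± 117, a log2 fold change of 1.05 (standard error 0.12, adjusted p = 0.0201). *Ccr9* (ENSMUSG00000029530, chromosome 9, 123678439 to 123784330) rose from 26.7 ± 2.87 to 44.1 ± 1.37, a log2 fold change of 0.71 (standard error 0.14, adjusted p = 0.0816). When the replicate number was a block, the adjusted p was 0.00641 for *Txnl4b*, 0.0127 for *Cxcr6* and 0.196 for *Ccr9*. With the crossed pairing it was 0.00164, 0.00585 and 0.0146. Both KO libraries lay outside the range of the control libraries for all 3 genes. The annotation of *Ccr9* contains *Lztfl1* on the other strand, which rose from 27.3 ± 1.62 to 72.2 ± 3.16, and that of *Cxcr6* overlaps *Fyco1* (FPKM at most 7.31). The methods give default parameters for RSEM and do not otherwise say whether strand was used in the quantification. *Cxcr6*, *Ccr9* and *Lztfl1* lie within 20 Mb of *Setd2*.

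**Figure D3:**
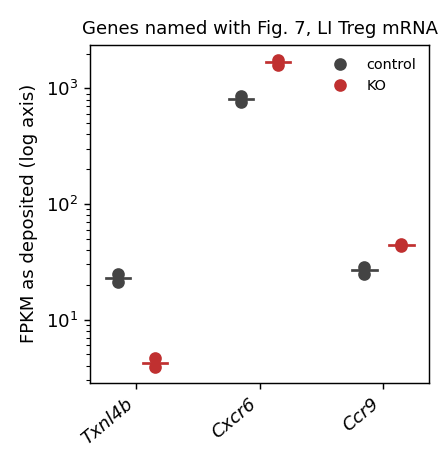
FPKM as deposited, on a log axis, of *Txnl4b*, *Cxcr6* and *Ccr9* in LI Treg cells. Each point is 1 library, dark grey for control and red for KO, and each short line is the mean of 2 libraries. *Txnl4b* falls from a mean of 22.9 to 4.25, and the other genes rise.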

The affected genes included *Txnl4b*, which regulates pre-mRNA splicing, and *Cxcr6*, *Ccr9*, and *Stat1*, which have been reported to be related to chemotaxis or function of Treg cells (Fig. 7a, b and Supplementary Data 5)^53–56^. In particular, the H3K27ac level in an intragenic region of *Il1rl1* with previously identified H3K4me1 signal and validated to be a functional enhancer^57,58^, with presented H3K36me3 signal, was found to be reduced in Setd2-deficient Treg cells (Fig. 7d). The data suggest that Setd2 may regulate target gene transcription including *Il1rl1* by increasing the activity of intragenic enhancers.

**Fig. 7:**
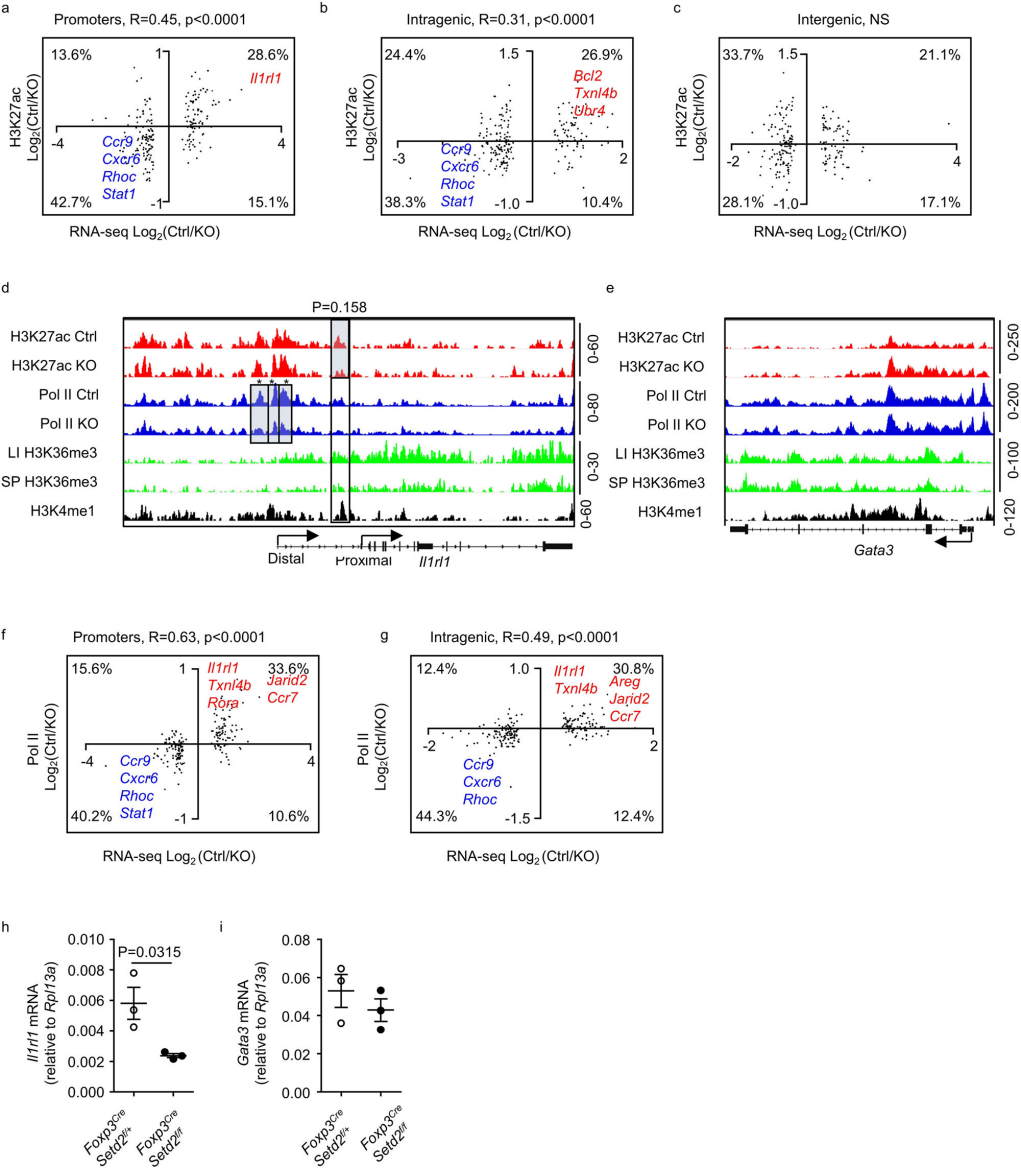
Setd2 regulates gene transcription by modulating the activity of promoters and intragenic enhancers in tTreg cells. **a**–**c** H3K27ac CUT&Tag analysis was performed with Treg cells purified from 2-week-old large intestinal LPLs of *Foxp3*^*Cre-YFP*^*Setd2*^*f/+*^ (Ctrl) or *Foxp3*^*Cre-YFP*^*Setd2*^*f/f*^ (KO) mice. **d**, **e** Genome browser tracks of H3K27ac, RNA Pol II CUT&Tag peaks, H3K36me3 peaks with published Treg H3K4me1(DRP003376) peaks at the *Il1rl1* and *Gata3* locus. Boxes highlight differentially expressed peaks with or close to reach statistically significant differences analyzed by DEseq2. **f**, **g** RNA Pol II CUT&Tag analysis was performed with splenic Treg cells nuclei of IL-2c-treated *Foxp3*^*Cre-YFP*^*Setd2*^*f/+*^ (Ctrl) or *Foxp3*^*Cre-YFP*^*Setd2*^*f/f*^ (KO) mice. **a**–**c**, **f**, **g** Correlation analysis was performed on top significantly changed genes identified by intestinal Treg RNA-seq using Log_2_ (fold change) (Fc) of gene mRNA expression and average Log_2_ (fold change) (Fc) of H3K27ac peaks distributed at the promoters (**a**), H3K27ac peaks distributed at gene bodies (**b**), H3K27ac peaks distributed at intergenic regions (**c**), Pol II peaks distributed at the promoters (**f**), and Pol II peaks distributed at gene bodies (**g**). **a**–**c**, **f**, **g** Each dot represents one gene. Percentages indicate the proportions of genes distributed in each quadrant. R is the Pearson correlation coefficient. NS not significant. **h**, **i** Treg cells (CD3^+^CD4^+^YFP^+^) were sorted from the spleen of IL-2c-treated mice of indicated genotypes. mRNA expression of *Il1rl1*(**h**) and *Gata3*(**i**) were analyzed by real-time RT-PCR (*n* = 3 per group). **h**, **i** Representative of two independent experiments. Data were means ± SEM. Source data are provided as a Source Data file.

Surprisingly, H3K27ac modification in the GATA3 locus was not decreased in KO Treg cells (Fig. 7e). To further determine if Setd2 regulates GATA3 at the transcriptional level, we performed CUT&Tag analysis on RNA polymerase II (Pol II) binding landscape using purified splenic Treg cells isolated from IL-2c-treated mice. We confirmed that Treg cells from IL-2c-treated mice were enriched for tTreg cells and that ST2^+^ and GATA3^+^ tTreg cells were significantly decreased in the spleen of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice (Supplementary Fig. 6b–d). 

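Genes assigned to a changed Pol II peak in the paper's Supplementary Data 6, from splenic Treg cells of IL-2c-treated mice, were compared with the LI mRNA calls at an unadjusted p below 0.05, and 103 genes were called in both. Of those with increased Pol II peaks in KO, 40 were higher and 6 lower in mRNA. Of those with decreased Pol II peaks, 51 were lower and 6 higher. The directions were the same for 88.3% of the genes (two-sided Fisher's exact test, p = 8.52e-16). When the mRNA calls used the replicate number as a block, the share was 91.0% of 78 genes (Fisher's exact test, p = 8.43e-14), and with the crossed pairing 84.5% of 148 genes (p = 2.62e-18). At an adjusted p below 0.05 for the mRNA, all 14 remaining genes had the same direction (Fisher's exact test, p = 0.00275).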

Consistently, genes with significantly increased Pol II peaks preferentially overlapped with genes with increased mRNA expression, and vice versa (Supplementary Fig. 6e and Supplementary Data 6). Moreover, Pol II binding in both promoters and gene bodies was significantly correlated with mRNA expression for the top 200 significantly changed genes indicated by the RNA-seq analysis, confirming that Setd2 can regulate gene expression through modulating gene transcription at both the initiation and elongation stages (Fig. 7f, g and Supplementary Data 5). 

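The Pol II changes listed in the paper's Supplementary Data 5 were set against the recomputed mRNA log2 fold changes (control over KO) of LI Treg cells. At promoters, Pearson's r was 0.63 across 197 genes and Spearman's rho 0.552 (two-sided permutation test, p = 1e-05 for each, the smallest the permutations can give). In gene bodies, r was 0.504 across 199 genes and rho 0.488, with the same permutation p. Adjusted over the 5 relations, the p of r was 1.67e-05 in both regions. The sign of the Pol II change matched that of the mRNA for 74.1% of genes at promoters and 74.9% in gene bodies. At promoters, r was 0.382 within the 87 genes lower in KO and 0.0756 within the 110 genes higher in KO. From the correlations at promoters and in gene bodies, the paper concludes that Setd2 can regulate transcription at both initiation and elongation.

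**Figure D4:**
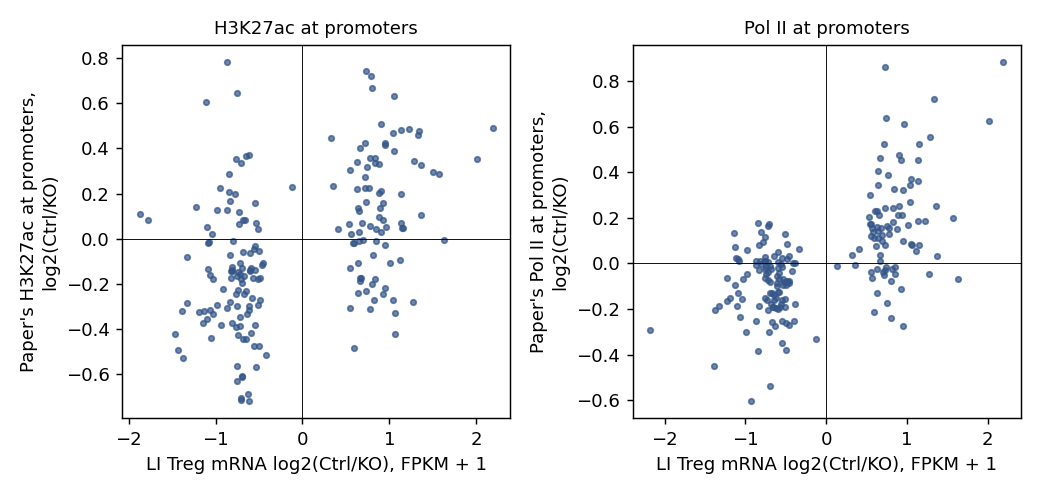
The paper's average log2 fold change (control over KO) of H3K27ac (left) and Pol II (right) at promoters on the vertical axis, against the log2 fold change (control over KO) of LI Treg mRNA computed from FPKM + 1 on the horizontal axis. Each point is 1 gene. Points above 0 on both axes are higher in control, and r is 0.45 on the left and 0.63 on the right.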

The affected genes included *Txnl4b, Cxcr6*, *Ccr9*, and *Stat1*, the H3K27ac levels of which were similarly altered by the loss of Setd2 (Fig. 7f, g, Supplementary Fig. 6f–i, and Supplementary Data 6). Pol II binding at the *Il1rl1* locus was dramatically reduced (Fig. 7d and Supplementary Data 6). Nevertheless, no difference was found in Pol II associated with the GATA3 locus (Fig. 7e). Consistently, while *Il1rl1* mRNA expression was decreased in splenic Treg cells of IL-2c-treated *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice, *Gata3* mRNA expression was unaltered (Fig. 7h, i). We reason that Setd2 may support GATA3 expression through translational or posttranslational mechanisms in Treg cells, although we cannot rule out the possibility that Setd2 may promote the GATA3 expression at the transcription level within a specific subpopulation of Treg cells.

## Discussion

Epigenetic modifications are intricately regulated during cell development, differentiation, and functional commitment, and are closely related to transcriptional programs of nonimmune and immune cells, including Treg cells^25^. In Treg cells, the expression of these epigenetic modulators could alter with the status of cell activation or under pathological conditions. For example, Ezh2 mediating histone H3K27me3 modification is highly expressed by Treg cells and Ezh2 is upregulated in Treg cells with CD28 mediated co-stimulation^59^. Recently, the protein stability of Ezh2 has been shown to be disturbed by Setd2^36^, the expression of which has been found to be decreased in epithelial cells during colitis^60^. Furthermore, Nsd2 mediating histone H3K36me2 modification has been associated with the function of Treg cells to maintain fetal-maternal tolerance^61^. These findings indicate that the epigenetic modulators affecting histone modifications are critical in regulating the function of Treg cells and tissue homeostasis. In this research, we report that Setd2 preferentially supports the homeostasis of GATA3^+^ST2^+^ tTreg cells, showing the specific transcriptional determination of Treg cells imprinted by Setd2. Considering Setd2-mediated H3K36me3 modification is broadly observed in actively transcribed genes, this specific transcriptional program imprinted by Setd2 in Treg cells is intriguing. We speculate that this specific manner of regulation is because Setd2 mainly affects the activities of cis-regulatory elements distributed in the promoters and gene bodies, where H3K36me3 is typically deposited. However, gene transcription may be determined by a group of cis-regulatory elements, including distal enhancers and enhancers upstream of a gene locus which may not be regulated by Setd2, in a cooperative way. Furthermore, Setd2 may exhibit H3K36me3-independent regulations by directly mediating protein methylation and stability^30,36^. These properties of Setd2 may allow it to imprint specific transcriptional programs of Treg cells.

The intestine harbors food antigens and trillions of microbiota that induces highly activated Tconv cells, which need to be controlled by Treg cells to prevent autoimmunity even under a steady state. We initially observed a reduction in the percentage of Treg cells in the GALTs but not in SLOs or other analyzed tissues. Interestingly, while Setd2 supports ST2^+^ tTreg cells in both the intestine and other analyzed peripheral tissues, the decrease of GATA3^+^ tTreg cells was observed in the large intestine but not in the fat, lung, or liver of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice. This may suggest that IL-33-supported ST2^+^GATA3^+^ tTreg cells homeostasis dependent on Setd2 is more prominent in the intestine than in other organs under a steady state.

The Treg cells that are responsible for inhibiting specific CD4^+^ conventional T responses seem to share expression of the same transcription factors, likely due to spatial proximity and/or competition for survival factors^4,5^. We showed that *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice had decreased GATA3^+^ tTreg cells. Moreover, we found that *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice had enhanced IL-17 production by Treg cells and increased intestinal Th2 responses, as was similarly observed in *Foxp3*^*Cre-YFP*^*Gata3*^*f/f*^ mice in previous studies^6–10^. Therefore, GATA3 deficiency in Treg cells of *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice possibly contributes to their reduced ability to inhibit Th2 responses. We showed that Setd2-deficient Treg cells had increased fate conversion in CD45RB^high^T cell-induced colitis and during homeostatic expansion in *Rag2*^*–/–*^ mice. Previous studies indicate that GATA3 and ST2 are important for the maintenance of Treg stability during inflammation^6,19^. Therefore, it is likely that Setd2 prevents the fate conversion of Treg cells under inflammatory conditions by sustaining GATA3 and ST2. We also found that Setd2-deficient Treg cells had increased apoptosis, and blocking cell death partially rescued defective expansion of Setd2-deficient Treg cells in response to IL-2. So far, not much evidence supports the theory that GATA3 or ST2 could promote Treg survival. We speculate that Setd2 may support the survival of Treg cells through GATA3/ST2-independent mechanisms.

Although Setd2 was expressed at a similar level in mouse splenic Treg cells and intestinal Treg cells, we observed that SETD2 expression was increased in Treg cells from cancerous tissues compared with those from noncancerous tissues of CRC patients. Intriguingly, Setd2 expression in epithelial cells has been reported to be decreased in experimental colitis^60^. Mutation and deficiency of Setd2 is found to be associated with susceptibility to colorectal cancer^62^. These observations collectively suggest that SETD2 expression may be differentially regulated in different cell types under the same pathological conditions. The upstream signals regulating SETD2 expression in Treg cells remain to be elucidated. Consistent with the requirement of Setd2 expression in Treg cells for the inhibition of Th2 responses demonstrated in mice, we observed increased SETD2 expression in Treg cells together with decreased Th2 cells in cancerous tissues of CRC patients. Th2 cells have been indicated to have dual effects on cancers by affecting the formation of the vasculature, combating Th1 and CD8 cytotoxic functions, and recruiting eosinophils^63–65^. The precise function of Th2 cells in CRC is obscure. elucidating the effect of Th2 immunity in CRC will facilitate the development and assessment of potential therapeutic strategies directly or indirectly affecting SETD2 in Treg cells.

We have shown that Setd2 regulates gene transcription by modulating the activity of promoters and intragenic enhancers where H3K36me3 is preferentially deposited rather than enhancers of intergenic regions. This raises the possibility that Setd2-mediated H3K36me3 could affect the activity of adjacent promoters and enhancers. Deficiency of Setd2 can lead to both loss and gain of H3K27me3, H3K4me3, and H3K27ac modifications in a region-specific manner^29^. Nevertheless, deletion of Setd2 dominantly results in loss of DNA methylation in the gene bodies^29,31^, which may be because DNA methyltransferases 3A/3B are recruited by H3K36me3^26^. In addition, Setd2 also affects H3K27me1^33^. The changes in histone modifications and DNA methylation induced by Setd2 could be the reason for the changed promoter/enhancer activity upon deletion of Setd2 in Treg cells. In addition, the diverse epigenetic modifications affected by Setd2 may explain why ST2/GATA3 expression was preferentially regulated by Setd2 in tTreg but not pTreg cells. tTreg and pTreg cells vary in transcription factor expression, DNA methylation status, and histone modifications, and these differences presumably lead to different consequences upon deletion of Setd2^25^.

Although GATA3 protein expression was reduced in Setd2-deficient tTreg cells, we didn’t observe decreased H3K27ac or Pol II accumulation marking active transcription in the *Gata3* locus, nor did we find decreased *Gata3* mRNA expression in IL-2c-treated Setd2-deficient splenic Treg cells. This possibly indicates that GATA3 in Treg cells may be regulated by Setd2 at the translational or posttranslational level. In consistent with this hypothesis, a previous study showed that H3K36me3 guided the *N*6-methyladenosine (m^6^A) modification of mRNA, which had an impact on protein translation efficiency^66^. Further, it is also likely that the transcription regulation of *Gata3* by Setd2 may occur within only a specific subpopulation of tTreg cells, such as the ST2^+^GATA3^+^ tTreg cells. As cells used for Pol II and H3K27ac CUT&Tag analyses were splenic Treg cells from IL-2c-treated mice and 2-week-old intestinal Treg cells, respectively, these cells were enriched for Helios^+^ tTreg cells yet were heterogeneously including the ST2^+^GATA3^+^ tTreg, ST2^+^GATA3^–^ tTreg, ST2^–^GATA3^+^ tTreg, ST2^–^GATA3^–^ tTreg cells, and a small proportion of Helios^–^ Treg cells. Regulation of GATA3 by Setd2 in different subsets of Treg cells is probably different, and Setd2-mediated molecular changes detected in one subset may be covered by the others in the H3K27ac and Pol II CUT&Tag analyses. This hypothesis remains to be further tested with tools allowing the purification of specific tTreg subpopulations, or with multi-omics approaches at the single-cell resolution.

## Methods

Study protocols used in this research complies with all relevant ethical regulations approved by “the institutional biomedical research ethics committee of the Shanghai Institutes for Nutrition and Health, Chinese Academy of Sciences” and “the Independent Ethics Committee of Shanghai Tongren Hospital”.

### Mice

*Rag1*^*–/–*^, *Rag2*^*–/–*^ mice, *Foxp3*^*Cre-YFP*^, and Thy1.1 mice were purchased from Jackson laboratory. *Il33*^*–/–*^ mouse from Riken Center for Biosystems Research (accession number CDB0631K). *Setd2* ^*flox/flox*^(*Setd2* ^*f/f*^) mouse was generated previously^29^. Mice labeled with *Foxp3*^*Cre-YFP*^(*Foxp3*^*Cre*^) are *Foxp3*^*Cre-YFP/Y*^ for males and *Foxp3*^*Cre-YFP/Cre-YFP*^ for females. Mice labeled with the genotype *Foxp3*^*Cre-YFP/+*^ (*Foxp3*^*Cre/+*^) are females. Mice used for in vivo studies were littermates, age-matched, and were 6–12 weeks old unless otherwise specified. Both male and female mice were used unless otherwise noted. All mice used in this study are on a C57BL/6 background, maintained in specific pathogen-free conditions, fed with a plain commercial diet (Silaikang, Shanghai), and housed in corn-cob-bedding cages in a room with the light-dark cycle (lights on at 6:00 and off at 18:00). The mice were kept at a constant temperature of 22 ± 3 °C and a relative humidity of 35 ± 5%. All animal experiments were performed in compliance with the “Guide for the Care and Use of Laboratory Animals” and approved by the institutional biomedical research ethics committee of the Shanghai Institutes for Nutrition and Health, Chinese Academy of Sciences, under the protocol numbers SINH-2020-QJ-2, SINH-2021-QJ-1, and SINH-2022-QJ-1.

### Isolation of mouse intestinal lamina propria lymphocytes (LPLs)

Large intestines were dissected and fat tissues were removed. Intestines were cut open longitudinally and washed in PBS. Intestines were then cut into 3-cm-long pieces, washed, and shaken in PBS containing 1 mM dithiothreitol (DTT) for 10 min at RT (room temperature). Intestines were incubated with shaking in PBS containing 30 mM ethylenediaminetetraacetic acid (EDTA) and 10 mM HEPES at 37 °C for 10 min for two cycles. The tissues were then digested in the RPMI 1640 medium (Thermo Fisher Scientific) containing DNase I (150 ug/ml, Sigma) and collagenase VIII (200 U/ml, Sigma) at 37 °C in a 5% CO_2_ incubator for 1.5 h. The digested tissues were homogenized by vigorous shaking and passed through a 100-um cell strainer. Mononuclear cells were then harvested from the interphase of an 80 and 40% Percoll gradient after a spin at 2500 rpm for 20 min at RT. Isolating LPLs from 1-week-old mice was performed as the same approach above, except that the DTT incubation step was skipped, and only one cycle of EDTA incubation was performed. Isolating LPLs from 2-week-old mice was performed as the same approach above, except that only one cycle of EDTA incubation was performed.

### Cell suspension preparation from lymphoid organs of mice

Cell suspensions were prepared from the thymus, spleen, inguinal lymph nodes, and mesenteric lymph nodes by gentle mechanical disruption followed by passing through a 50-um nylon mesh.

### Isolation of mononuclear cells from lung, fat, and liver

For isolation of mononuclear cells from the lung, tissues were dissected, and blood clots, fat tissues, and bronchus were discarded. Lung tissues were cut into pieces and digested with 5 ml RPMI 1640 medium (Thermo Fisher Scientific) containing DNase I (75 ug/ml, Sigma-Aldrich) and collagenase VIII (250 U/ml, Sigma-Aldrich) at 37 °C for 40 min. The digested tissues were homogenized by vigorous shaking and passed through at 70 um cell strainer. Mononuclear cells were then harvested from the interphase of a 40 and 80% Percoll gradient after a spin at 2500 rpm for 20 min at RT.

For the isolation of mononuclear cells from fat, epididymal white adipose tissues were dissected from a male mouse. Tissues were cut into small pieces and then digested in 4 ml RPMI 1640 medium containing collagenase II (400 U/ml, Sigma-Aldrich) at 37 °C for 20 min. The digested tissues were homogenized by vigorous shaking and passed through a 100-um cell strainer. Mononuclear cells were then harvested after a spin at 2000 rpm for 10 min at RT.

For isolation of mononuclear cells from the liver, tissues were dissected and mechanically disrupted, followed by passing through a 100-um nylon mesh. The cell suspension was spun at 40×*g* for 3 min and the supernatant was harvested. Mononuclear cells were then harvested from the interphase of a 40 and 80% Percoll gradient after a spin at 2500 rpm for 20 min at RT.

### Mononuclear cell isolation from human samples

Human samples were obtained from the Department of General Surgery of Tongren Hospital with informed consent. The study was approved by the Independent Ethics Committee of Shanghai Tongren Hospital (approval numbers 2020-043-01 and 2019-052-01) for obtaining human PBMC and human colon tissues. Human samples were obtained from the Department of General Surgery of Tongren Hospital with informed consent. Human blood samples were collected from both female and male healthy donors, with ages ranging from 25 to 35. Human cancerous tissues and noncancerous tissues (≥10 cm away from the tumor) were collected from colorectal cancer patients during surgery. The study was performed in strict compliance with all institutional ethical regulations. Gender: Female (*n* = 2, 25%), Male (*n* = 6, 75%); Age at diagnosis: <70 (*n* = 5, 62.5%), >70 (*n* = 3, 37.5%); Pathological diagnosis: rectal tumor (*n* = 6, 75%), colon tumor (*n* = 2, 25%). Peripheral blood mononuclear cells (PBMC) from healthy adults were isolated via Lymphoprep (STEMCELL Technologies). For human LPL isolation, fresh tissues were washed with a pre-cold medium and the fat tissues and muscle were removed. The intestinal mucosa, about 2 cm × 2 cm was cut into pieces and shaken in PBS containing 1 mM DTT for 10 min at RT. Then, tissue pieces were further incubated in a shaker at 220 rpm in PBS containing 30 mM EDTA at 37 °C for 10 min twice. The tissues were then digested in 10 ml RPMI 1640 medium containing DNase I (Sigma-Aldrich, 300 ug/ml) and collagenase VIII (Sigma-Aldrich, 400 U/ml) at 37 °C in the cell culture incubator with 5% CO_2_ for 6 h. Mononuclear cells were then harvested from the interphase of a 40 and 80% Percoll gradient after a spin at 2500 rpm for 20 min at room temperature.

### Western blot and quantification with ImageJ

Protein lysates from an equal number of sorted Treg cells or CD4^+^ non-Treg cells from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ or *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice were loaded per lane, resolved by 10% SDS-PAGE, transferred to polyvinylidene fluoride membranes and detected by immunoblotting with the Tanon-5200Multi system. Antibodies used were as follows: α-H3K36me3 (1:1000, Abcam), α-H3 (1:1000, Cell Signaling Technology). Quantification of signal strength was performed with ImageJ.

### Flow cytometry

Anti-mouse CD16/32 antibody was used to block the nonspecific binding to Fc receptors before all surface stainings. Dead cells were stained with live and dead violet viability kit (Invitrogen) and were gated out in all analysis. Surface antibody staining was performed in PBS containing 2 mM EDTA and 0.1% BSA. For detection of nuclear factors, cells were fixed and permeabilized using a Mouse Regulatory T Cell Staining Kit (Thermo Fisher Scientific, 00-5523-00). For cytokine staining, cells were stimulated by PMA (50 ng/ml, Sigma) and ionomycin (500 ng/ml, Sigma) for 4 h. Brefeldin A (2 ug/ml, Sigma) was added for the last 2 h before cells were harvested for analysis. Flow cytometry data were collected using the Gallios flow cytometer (Beckman Coulter) and analyzed with FlowJo software (TreeStar). Sorting of cells were performed on the BD FACSAria III sorter (BD biosciences) or on the MoFlo Astrios sorter (Beckman Coulter). All antibodies used were listed in Supplementary Data 7.

### Bone marrow chimeras

Bone marrow cells from the femurs of Thy1.1^+^ *Foxp3*^*cre-YFP*^*Setd2* ^*f/+*^ mice were mixed with those from Thy1.2^+^ *Foxp3*^*cre-YFP*^*Setd2* ^*f/f*^ mice at a ratio of 1:1 and then were intravenous injected (5 × 10^6^ cells per mouse) into lethally irradiated *Rag1*^−/−^ mice (550 rads twice with 5 h interval). Chimeric mice were sacrificed for analysis 6-8 weeks after transfer.

### In vivo treatment of mice

IL-2/α-IL-2 complexes (IL-2c) were prepared as follows. About 1 ug recombinant mouse IL-2 (Peprotech) was mixed with 5 ug α-IL-2 (Bioxcell, clone JES6-1) and incubated at 37 °C for 30 min. Mice were injected intraperitoneally (i.p.) with IL-2c for 3 consecutive days and sacrificed for analysis 48 h later.

In the IL-2c treatment experiment, for blockade of cell death in vivo, 10 mg/kg Z-VAD-FMK (Apexbio Technology) and 5 mg/kg Necrostatin-1 (Abmole) or DMSO in PBS were injected i.p. daily for 5 days. In the IL-2c treatment experiment, for blockade of FASL in vivo, 400 ug IgG (Bioxcell) or α-FASL (Bioxcell) in PBS was injected i.p. on day −1, 1, and 3, and mice were sacrificed for analysis on day 5.

For IL-33 treatment in vivo, mice were i.p. injected with 500 ng recombinant murine IL-33 (BioLegend) or PBS for 4 consecutive days and sacrificed for analysis on day 5.

### Transfer of T cells to *Rag2*^−/−^ mice

To induce colitis in *Rag2*^−/−^ mice, CD3^+^CD4^+^ YFP^+^ Treg cells from the spleen of Thy1.2^+^ *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ or *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice and naive CD3^+^CD4^+^CD45RB^hi^ YFP^–^ Tconv cells from the spleen of Thy1.2^+^ or Thy1.1^+^ *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ mice were prepared by cell sorting. Each *Rag2*^−/−^ recipient mouse was intravenously injected with 4 × 10^5^ Tconv cells alone or together with 2 × 10^5^ Treg cells. The body weight of mice was monitored weekly.

For analysis of Treg homeostasis in *Rag2*^−/−^ mice, CD3^+^CD4^+^YFP^+^ Treg cells from *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ or *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice were sorted by flow cytometry. Each *Rag2*^−/−^ recipient mouse was intravenously injected with 2.5 ×  10^5^ Treg cells and sacrificed for analysis 4 weeks later.

### Histological analysis

Tissues from the proximal colon were dissected and fixed with 4% paraformaldehyde. Tissues were then embedded in paraffin, sectioned at 5 um, and stained with H&E. Sections were then blindly analyzed using the light microscope (Olympus), and scored using four parameters used, include (i) the degree of inflammatory infiltration in the LP, range 1–3; (ii) goblet cell loss as a marker of mucin depletion, range 0–2; (iii) mucosal erosion to frank ulcerations, range 0–2; and (iv) submucosal spread to transmural involvement, range 0–2. The severity of inflammation in sections of the colon was based on the sum of the scores in each parameter (maximum score = 9).

### 2,4,6-Trinitrobenzenesulfonic acid (TNBS)-induced colitis

*Foxp3*^*cre-YFP*^*Setd2* ^*f/+*^ and *Foxp3*^*cre-YFP*^*Setd2* ^*f/f*^ mice were treated with TNBS (Sigma-Aldrich). On day 0, pelltobarbitalum natricum anesthetized mice were carefully shaved a 1.5 × 1.5 cm field of the skin and 150 ul of vehicle control or the TNBS presensitization solution (1% (w/v) TNBS in acetone/olive oil mixture (4:1 volume ratio)) was applied to the shaved skin. On day 7, anesthetized mice were intra-rectal treated with 100 ul TNBS solution (2.5% (w/v) TNBS in 50% ethanol) or vehicle control by inserting the catheter into the colon 4 cm away from the anus. Remove the catheter gently from the colon and keep the mice with the head down in a vertical position for 30 min and then returned to their cages. Mice were sacrificed for analysis on day 9.

### Cell culture medium

RPMI 1640, DMEM, 10% fetal bovine serum, l-glutamine, and penicillin/streptomycin used for making a complete medium for cell culture were ordered from Thermo Fisher Scientific. IMDM and β-Mercaptoethanol (β-ME) were from Sigma-Aldrich. IMDM complete medium was prepared using IMDM medium supplemented with 10% fetal bovine serum, 2 mM l-glutamine, 50 uM β-ME, and 1% penicillin/streptomycin. DMEM complete medium was prepared using DMEM supplemented with 10% fetal bovine serum, 2 mM l-glutamine, and 1% penicillin/streptomycin. RPMI 1640 complete medium was prepared using RPMI 1640 medium supplemented with 10% fetal bovine serum, 2 mM l-glutamine, 50 uM β-ME, and 1% penicillin/streptomycin.

### In vitro Treg suppression assay

CD4^+^CD62L^high^CD44^low^YFP^−^ T-responder cells sorted from the spleen of Thy1.1^+^ *Foxp3*^*Cre-YFP*^ mice were labeled with CellTrace™ Far Red Cell Proliferation Kit (Thermo Fisher Scientific, C34572). CD4^+^YFP^+^ Treg cells were sorted from the spleen or large intestine of Thy1.2 *Foxp3*^*cre-YFP*^*Setd2* ^*f/+*^ or Thy1.2 *Foxp3*^*cre-YFP*^*Setd2* ^*f/f*^ mice. About 5 × 10^4^ T-responder cells and Treg cells were cultured in 96-well round bottom plate at different ratios containing 2 × 10^5^ mitomycin C (Selleck)-treated Thy1.2 WT splenocytes as antigen-presenting cells, soluble α-CD3 (1 ug/ml) and IL-2 (10 ng/ml). Cells were analyzed on day 3.

### GATA3 and ST2 overexpression in vitro

The full-length mouse GATA3 and ST2 cDNA were cloned into the MSCV-Thy1.1 retroviral vector. Phoenix cells were transfected with retroviral plasmids and the packaging plasmid 10A1 using polyethylenimine (PEI, Polysciences). Viral supernatant was collected after transfection. Splenic Treg cells (CD3^+^CD4^+^YFP^+^) FACS-sorted from *Foxp3*^*cre-YFP*^*Setd2* ^*f/+*^ and *Foxp3*^*cre-YFP*^*Setd2* ^*f/f*^ mice were cultured with IMDM medium in anti-Hamster antibody (MP Biomedicals, antibody protein 40 ug/ml) coated 96-well plate supplied with soluble α-CD3 (0.5 ug/ml, Bioxcell), α-CD28 (1 ug/ml, Bioxcell), IL-2 (50 ng/ml, Peprotech), IL-33 (10 ng/ml, BioLegend) for 72 h. Then, spin-infection using virus supernatant was performed every 24 h twice with 8 ug/ml polybrene (Sigma-Aldrich) and with the presence of α-CD3, α-CD28, IL-2, and IL-33. Cells were analyzed 48 h later after the second round of spin infection.

### Retrovirus production and transduction of human Treg cells

MSCV-LTRmiR30-PIG (LMP) is a retroviral vector designed for the dual expression of GFP and short hairpin RNAs (shRNA) (Open Biosystems). *SETD2* shRNA#1 and *SETD2* shRNA#2 were generated by ligation of synthesized DNA oligonucleotides targeting coding regions of human *SETD2* to the LMP vector. Phoenix cells were transfected with retroviral plasmids and the packaging plasmid 10A1 using polyethylenimine (PEI, Polysciences). Viral supernatant was collected after transfection. FACS-sorted human peripheral blood Treg cells (CD4^+^CD127^−^CD25^+^ cells) were cultured in α-CD3 (2 ug/ml, eBioscience)/α-CD28 (2 ug/ml, eBioscience) coated 96-well plate with RPMI 1640 complete medium containing recombinant human IL-2 (10 ng/ml, Peprotech), recombinant human IL-33 (10 ng/ml, Peprotech), α-human-IFN-γ (4 ug/ml, BD biosciences) for 5–8 days. Then, spin-infection was performed at 2500 rpm for 1.5 h at 30 °C and cultured with an additional 24 h in an incubator with 5% CO_2_, in virus supernatant containing 8 ug/ml polybrene (Sigma-Aldrich), α-CD3, α-CD28, IL-2, IL-33, and α-IFN-γ. Cells were analyzed 36–48 h later after the second round of spin infection. The target sequences of *SETD2* are: #1 5′-ACTCACGGTGTTATGAATAAG-3′; *#*2 5′-TGTCTGGAACTCATACAGAAC-3′.

### Detection of serum IgE using ELISA

IgE from mouse serum was detected using a flat-bottom immuno 96-well plate with an unconjugated capture antibody (goat-anti-mouse IgE, 1 ug/ml, SouthernBiotech) and an HRP-conjugated detection antibody (goat-anti-mouse IgE, 1: 8000, SouthernBiotech). Absorbance at a wavelength of 450 and 570 nm was analyzed with a spectrophotometer (BioTek). The concentration of IgE in the serum was calculated according to the standard curve generated with the IgE standard (SouthernBiotech).

### Chromatin immunoprecipitation sequencing (ChIP-seq) on H3K36me3

CD3^+^CD4^+^YFP^+^ Treg cells from the spleen and large intestine were sorted from Foxp3^*Cre-YFP*^ mice (pooled cells from seven female and seven male mice) by flow cytometry. ChIP-sequencing on H3K36me3 was performed by Active Motif. Lymphocytes were fixed with 1% formaldehyde for 15 min and quenched with 0.125 M glycine. Chromatin was isolated by the addition of lysis buffer, followed by disruption with a Dounce homogenizer. Lysates were sonicated using the EpiShea Probe Sonicator (Active Motif, cat # 53051) with an EpiShea Cooled Sonication Platform (Active Motif, cat # 53080) and the DNA sheared to an average length of 300–500 bp. Genomic DNA (Input) was prepared by treating aliquots of chromatin with RNase, proteinase K, and heat for de-crosslinking (overnight at 65 °C) followed by ethanol precipitation. Pellets were resuspended and the resulting DNA was quantified on a NanoDrop spectrophotometer. Extrapolation to the original chromatin volume allowed quantitation of the total chromatin yield. Equal amounts of chromatin (1 ug) from the splenic or intestinal Treg cells were used per immunoprecipitation (IP) reaction (H3K36me3 (Active Motif 61101). Chromatin from splenic Treg cells was used as input. Single-end 75 nt sequencing was performed with Illumina NextSeq 500. BAM files were generated based on chastity-filtered reads with phred+33 quality scores of FASTQ files aligned to mouse genome (mm10). Then, peak calling was performed using the Galaxy web platform public server (https://usegalaxy.org) using MACS2 with a threshold *p* value of 0.01 as a cutoff based on input. For comparison of H3K36me3 signals, peaks of identified splenic and intestinal Treg cells were merged with “bedtools Multiple Intersect” followed by “bedtools MergeBED” function. Peak annotation was performed with “ChIPseeker”. Bigwig files were generated using the Bamcoverage function normalized to reads per kilobase per million (RPKM). The cumulative curve of the H3K36me3 signal at the gene locus was performed with plotProfile based on bigwig files. Normalized counts for identified peaks were analyzed with multiBigwigSummary. Fold change of H3K36me3 of splenic Treg cells compared with intestinal Treg cells was calculated based on the summed counts of all H3K36me3 peaks identified at a specific gene locus.

### Intestinal and splenic Treg signature genes

Intestinal and splenic Treg signature genes were analyzed based on published data of splenic Treg cells and colonic Treg cells from GSE68009 using GEO2R. The cutoff for *p* value was 0.05 and the cutoff value for fold change was 2.

### RNA-seq analysis

About 5 × 10^5^ sorted large intestinal Treg cells (CD3^+^CD4^+^YFP^+^ cells) or 1 × 10^6^ sorted splenic Treg cells (CD3^+^CD4^+^YFP^+^ cells) were pooled from littermate *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ or *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice. Each biological replicate was pooled from 2–3 mice. Cells were lysed in Trizol (Invitrogen) and total RNA was extracted. Library construction and sequencing was performed by BGI Genomics, BGI-Wuhan. RNA were treated with DNase I and purified with magnetic beads with Oligo (dT). RNA were mixed with the fragmentation buffer and were fragmented into short fragments. Then cDNA was synthesized using the mRNA fragments as templates. Short fragments were purified and resolved with EB buffer for end reparation and single nucleotide A (adenine) addition. After that, the short fragments were connected with adapters. Suitable fragments were selected for the PCR amplification as templates. Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System are used for quantification and qualification of the sample library. About 150 bp paired sequencing was performed using Illumina HiSeq4000. For analysis of intestinal Treg RNA-seq data, reads were mapped to Mouse Genome Assembly GRCm38 by STAR v2.5. Gene expression quantification was called by RSEM v1.2 with default parameters on the GENCODE mouse M16 gene annotation file. Differential expression analysis was performed by Bioconductor package edgeR v3.18.1. Splenic Treg RNA-seq data were analyzed using the Galaxy web platform public server (https://usegalaxy.org) mapped to Mouse Genome Assembly GRCm38. Briefly, quality-filtered reads were mapped to the mouse genome (mm10) using “HISAT2” (Galaxy Version 2.2.1). Gene raw counts were analyzed by “FeatureCounts” (Galaxy Version 2.0.1) and genes were annotated by “annotateMyIDs” (Galaxy Version 3.12.0). Differential gene expression was analyzed by edgeR (Galaxy Version 3.34.0). For both splenic and intestinal Treg cells, significantly changed genes were chosen according to three criteria: (1) significance level *p* < 0.05; (2) The genes were protein-coding genes. (3) expression level average FPKM values bigger than 5 in either treatment or control groups. Volcano plots and heatmaps based on the *Z*-score of FPKM value or fold change of mRNA expression were generated with the software GraphPad Prism 8.0. The standard score of a raw score x is $$Z=\frac{{{{{{\rm{x}}}}}}-{{{{{\rm{\mu }}}}}}}{{{{{{\rm{\sigma }}}}}}}$$, where μ is the mean of the FPKM value of each sample and σ is the standard deviation of the FPKM value of each sample. Gene set enrichment analysis (GSEA) was performed using GSEA software (Broad Institute) based on customized gene lists generated from the following database. ST2^+^ Treg signature was top 200 significantly higher expressed genes, ranked by *p* value, in ST2^+^ Treg cells than ST2^–^ Treg cells of published dataset GSE136556. RORγt^+^ Treg signature was top 500 significantly higher expressed genes, ranked by fold change, in colonic RORγt^+^ Treg cells than colonic RORγt^–^ Treg cells from the published dataset GSE68009.

### H3K27ac and RNA Pol II CUT&Tag analysis

H3K27ac and RNA Pol II CUT&Tag library preparation was performed using Hyperactive In-Situ ChIP Library Prep Kit for Illumina (Vanzyme, TD901) according to the manufacturer’s instructions. Briefly, for H3K27ac CUT&Tag analysis, 6 × 10^4^ Treg cells (CD3^+^CD4^+^YFP^+^ cells) as one biological replicate were pooled and sorted by flow cytometry from the large intestine of 3–5 mice of 2-week-old littermate *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ or *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice. For RNA Pol II CUT&Tag analysis, Treg cells (CD3^+^CD4^+^YFP^+^ cells) were pooled and sorted by flow cytometry from the spleen of two mice of IL-2c-treated adult littermate *Foxp3*^*Cre-YFP*^*Setd2* ^*f/+*^ or *Foxp3*^*Cre-YFP*^*Setd2* ^*f/f*^ mice, and 8 × 10^4^ nuclei were used as one biological replicate. Nuclei were prepared as previously described^67^, cells were pelleted at 1400×*g* for 5 mins at 4 °C, supernatant was discarded, and cells were resuspended in 200 ul cold nuclear extraction (NE) buffer (20 mM HEPES-KOH, pH 7.9, 10 mM KCl, 0.5 mM Spermidine, 0.1% TritonX-100, 20% glycerol, and 1 × Protease inhibitor cocktail) for 10 min on ice. Nuclei were pelleted at 1400×*g* for 5 mins at 4 °C. Then, cells or nuclei were washed in Wash Buffer and attached to activated ConA-coated magnetic beads. The bead-bound cells were incubated with 50 ul Antibody Buffer containing the appropriate primary antibody (rabbit-anti-H3K27ac, 2 ug, ABCAM; mouse-anti-RNA Pol II, 0.5 ug, Active Motif; control rabbit IgG, 2 ug, ABCAM or control mouse IgG1, 0.5 ug, SouthernBiotech) for 2 h in RT. Cells were then incubated with a secondary antibody (Goat-anti-Rabbit IgG antibody or Goat-anti-Mouse IgG antibody) diluted (1:100) in Dig-Wash buffer at RT for 60 min on a rotating platform. After the final wash, 100 ul of pA-Tn5 solution was added to the bead-bound cells and the cells were incubated at RT for 1 h on a rotating platform. Next, cells were resuspended in 100 ul Tagmentation buffer and incubated at 37 °C for 70 min. To stop tagmentation, 10 ul of 0.5 M EDTA, 3 ul of 10% SDS, and 2.5 ul of 20 mg/ml Proteinase K was added to 100 ul of the sample, which was incubated overnight at 37 °C. The next day, DNA was extracted using phenol (Sangon Biotech) -chloroform-alcohol and dissolved in 25 ul water. Library amplification was performed using TruePrep Index Kit V2 for Illumina (Vanzyme, TD202). A total volume of 50 ul of the sample was placed in a thermocycler using the following program: 72 °C for 3 min; 98 °C for 30 s; 15 cycles of 98 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s; 72 °C for 5 min and hold at 4 °C. PCR products was purified with 1.2 × volumes of VAHTS DNA Clean Beads (Vanzyme) and eluted in 22 ul of ddH_2_O. Libraries were sequenced on an Illumina NovaSeq platform and 150 bp paired-end reads were generated.

### CUT&Tag data analysis and integrated analysis with RNA-seq

Raw sequence reads were initially processed by FastQC for quality control, and then adapter sequences and poor-quality reads were removed. Mapping, peak calling, and differential analysis was performed using the Galaxy web platform public server (https://usegalaxy.org). Quality-filtered reads were mapped to the mouse genome (mm10) using Bowtie2, and only uniquely mapped reads were kept. Duplicates reads were removed with MarkDuplicates. Peak calling was done using MACS2 with a *p* value of 0.01 as the cutoff against IgG control. Identified peaks were merged with “bedtools Multiple Intersect” followed by “bedtools MergeBED” function. Peak annotation was performed with “ChIPseeker”. Bigwig files were generated using the Bamcoverage function normalized to reads per kilobase per million (RPKM). Raw counts based on the BED file of merged peaks were extracted using bedtools MultiCovBed. Differentially expressed peaks were analyzed using DESeq2. Visualization of read count data was performed by converting raw bam files to bigwig files using IGV tools.

For integrated analysis of CUT&Tag and RNA-seq data, the correlation of mRNA expression with H3K27ac or RNA Pol II signals was performed using Log_2_ (fold change) of mRNA expression with average Log_2_ (fold change) of signals in promoter and 5′UTR, genebody (exon + intron + 3′UTR), or intergenic regions annotated by ChIPseeker. The average fold change of signals was calculated by a fold of all observed peaks signals divided by the number of observed peaks, regardless of significance in differential expression. The top 200 significantly changed genes in RNA-seq analysis, ranked by *p* value, were used for correlation analysis with H3K27ac or RNA Pol II signals. Pearson correlation analysis was performed with GraphPad Prism 8.0.

### Quantitative real-time RT-PCR

RNA was isolated with a Trizol reagent (Invitrogen). cDNA was synthesized using the GoScript Reverse Transcription kit (Promega, A5001). Real-time PCR was performed using SYBR Green (ROX). Reactions were run with the QuantStudio6 Q-PCR System (Agilent). The results were displayed as relative expression values normalized to *Rpl13a*. The sequences of quantitative PCR primers for the genes examined are listed below: *Rpl13a* forward primer 5′-CGGAGGGGCAGGTTCTG−3′; *Rpl13a* reverse primer 5′-AGCGTACGACCACCACCTT−3′; *Gata3* forward primer 5′- AGAGGTGGACGTACTTTTTAAC−3′; *Gata3* reverse primer 5′-AGAGATCCGTGCAGCAGAG−3′; *Il1rl1* forward primer 5′-TCAATTCACACACGCGGAGA−3′; *Il1rl1* reverse primer 5′- ATCTGCCACAGGACATCAGC−3′.

### Statistical methods

Statistical analyses were performed using GraphPad Prism 8.0. Figure 5j–m CTRL and KO cells in the same groups, Fig. 5n, o CTRL or KO cells before and after overexpression of ST2 or GATA3, Fig. 6l, n–p, were performed with two-tailed paired Student’s *t*-test. Other statistical analyses were all performed with two-tailed unpaired Student’s *t*-test except for the following data were analyzed with nonparametric Mann–Whitney test: Fig. 1n (MLN group), Figs. 2e, g, i,  3h, i (None vs Ctrl Treg cells), Figs. 3j, 5c (2w group), Fig. 6i (IL-33 group), and Supplementary Fig. 4m. Data used for unpaired Student’s *t*-test passed the Kolmogorov–Smirnov or the Shapiro–Wilk normality test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

In this research: The Treg H3K36me3 ChIP-seq data, Treg RNA-seq data, Treg H3K27ac CUT&Tag, and Treg RNA Pol II CUT&Tag data generated in this study have been deposited in National Omics Data Encyclopedia (NODE) database under accession code OEP002600 and the Gene Expression Omnibus public database (GEO) database under accession code GSE182845. Spleen Treg RNA-seq data generated in this study have also been deposited in the NODE database under accession code OEP003364. The published dataset used by this research: Spleen and colonic signature genes and RORγt^+^ Treg signature genes were analyzed from GSE68009^68^; ST2^+^ Treg signature genes were analyzed from GSE136556^44^; Treg H3K4me1 ChIP-seq data were analyzed from NCBI SRA database with SRA accession number is DRP003376^69^. Source data are provided with this paper. Information required for reanalyzing data from this paper is available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Setd2 supports GATA3+ST2+ thymic-derived Treg cells and suppresses intestinal inflammation
**Source:** Nat Commun. 2022 Dec 3;13:7468. doi: 10.1038/s41467-022-35250-0

## Supplementary Information

Setd2 supports GATA3<sup>+</sup>ST2<sup>+</sup> thymic-derived Treg cells and suppresses intestinal inflammation

Ding et al.

- Supplementary Figures and Supplementary Figure legends
- Source Data of Supplementary Figures

Supplementary Fig.1

**Supplementary Figure 1 Expression of Setd2 and level of H3K36me3 in Treg cells**

(a) Gating strategy for Treg cells and Tconv cells (T conventional cells, CD3<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>-</sup> cells) for analyzing Setd2 expression in Fig. 1a and Supplementary Fig. 1b depicted using splenocytes from *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/f+</sup>* mice. (b-c) Expression of Setd2 in splenic (SP) or large intestinal (LI) Treg cells (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup>) from wild-type (WT) mice was analyzed by flow cytometry (n=5 per group). (b) Histogram of Setd2 expression was shown. Secondary antibody only on splenocytes from WT mice was used as a negative staining control. (c) Mean fluorescence intensity (MFI) of Setd2 gated on Treg cells was shown. (d and e) SP or LI Treg cells (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3-YFP<sup>+</sup>) were purified from *Foxp3<sup>Cre-YFP</sup>* mice. Level of H3K36me3 and H3 was analyzed by western blot (n=3 per group). (e) Intensity of H3K36me3

signal normalized to SP Treg cells was analyzed by ImageJ. (f) LI and SP CD4<sup>+</sup> Tconv cells (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3-YFP<sup>-</sup>) were purified from littermate *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>* (Ctrl) or *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/f</sup>* (KO) mice and level of H3K36me3 and H3 was analyzed by western blot. (g and h) Absolute numbers of Treg cells, Tconv cells and CD3<sup>+</sup>CD4<sup>-</sup> cells from different organs. Fat tissues are epididymal adipose tissues. ILN, inguinal lymph nodes; MLN, mesenteric lymph nodes. (SP and LI: n=7 per group; ILN: n=5 per group; MLN: n=5 for Ctrl and n=6 for KO; Fat, lung and liver: n=4 per group). (c, e, g and h) Data are means  $\pm$  SEM. (a-c, g and h) Representative of 2-3 independent experiments. (e) Data were pooled from 3 mice for each genotype. Source data are provided as a Source Data file.

**Supplementary Figure 2 Setd2-deficient Treg cells have no defect in cell proliferation**

(a) Mixed bone marrow chimeric mouse was generated as described in Figure 2a. Recipient mice were sacrificed for analysis 6-8 weeks after transfer. Percentage of Ki67<sup>+</sup> cells in Treg cells (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup>) from different donor origins was analyzed by flow cytometry (n=7 per group). (b and c) Large intestinal lamina propria lymphocytes were isolated from female *Foxp3<sup>Cre/+</sup>Setd2<sup>f/f</sup>* mice (n=4). (b) Expression of YFP gated on gated on CD4<sup>+</sup>Foxp3<sup>+</sup> cells were analyzed by flow cytometry. (c) Percentages of YFP<sup>+</sup> or YFP<sup>-</sup> cells in CD4<sup>+</sup>Foxp3<sup>+</sup> cells are shown. (d) Sorting purity for cells used for adoptive transfer in Fig. 2d-2g. Cells were enriched with Dynabeads Untouched Mouse CD4 Cells kit before sorted using flow cytometry. (e and f) Mice of indicated genotypes were treated with PBS or IL-2c. Percentages of Ki67<sup>+</sup> cells in Treg cells were analyzed by flow cytometry (PBS n=4 per group; IL-2c n=5 per group). (a, b and e-f) SP, spleen; LI, large intestine. (a-c and e-f) Representative of 2-3 independent experiments. (a, c and e-f) Data are means  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Fig.3

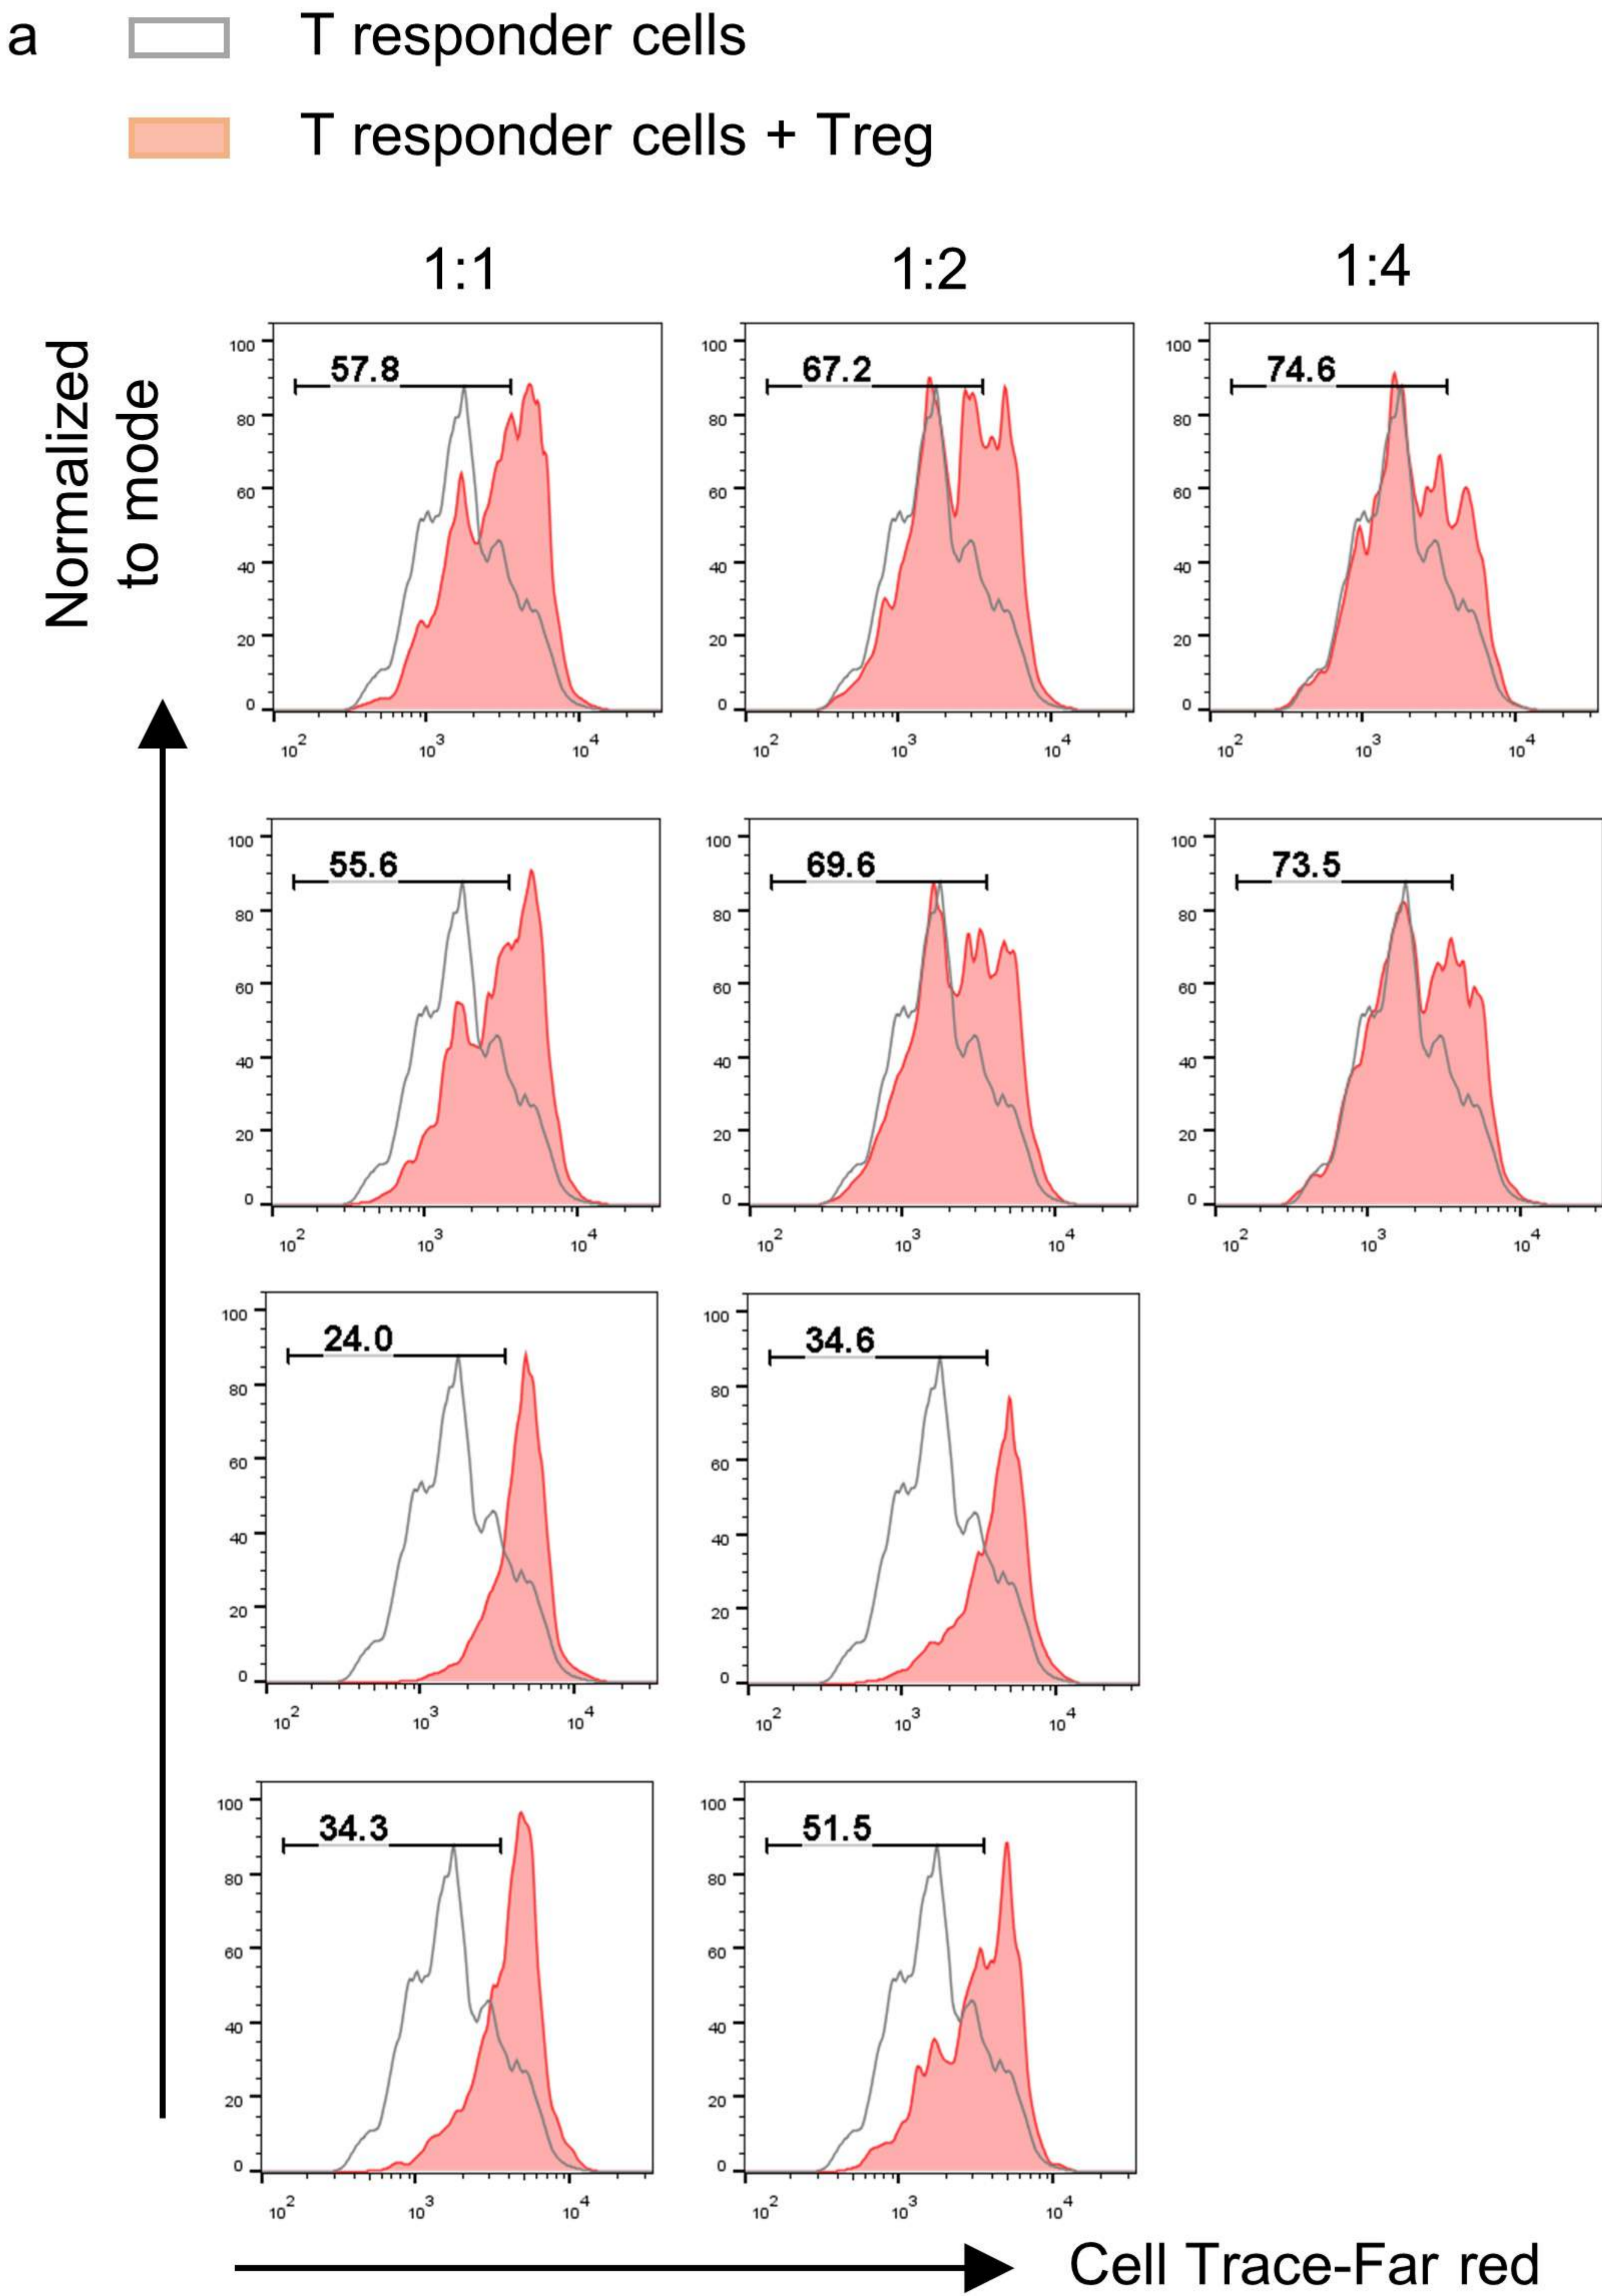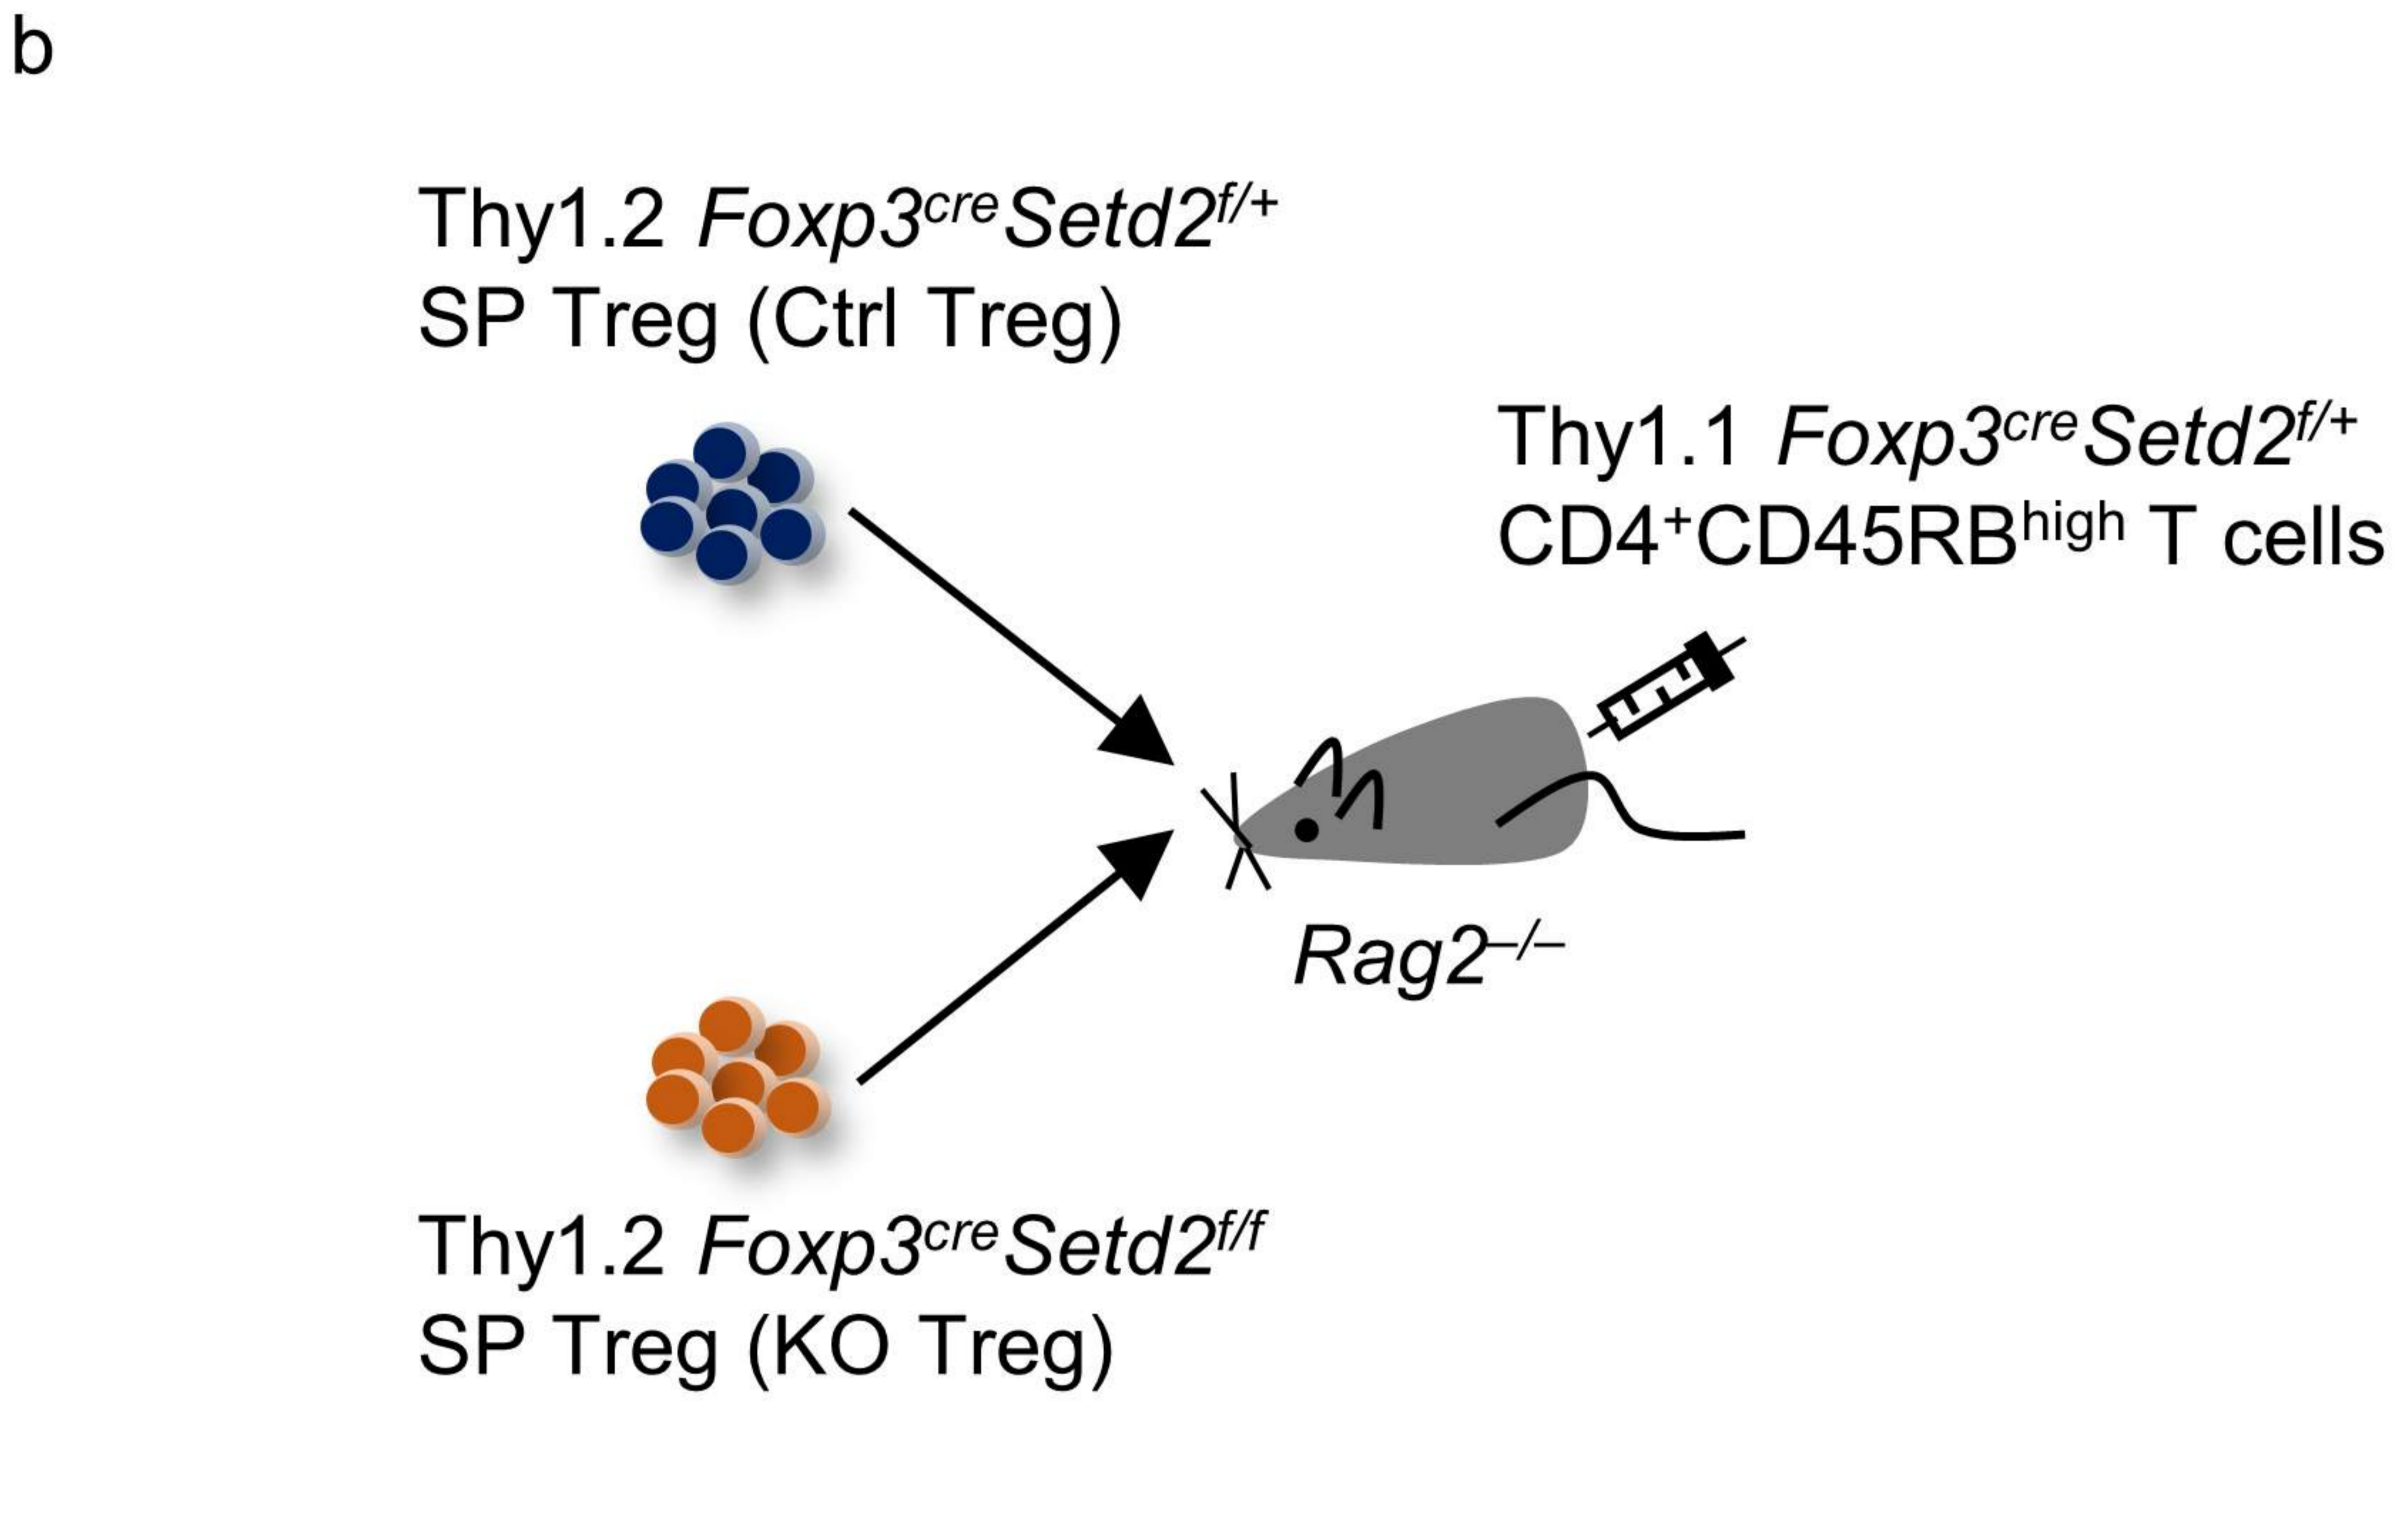

### Supplementary Figure 3 Suppressive function of Setd2-deficient splenic and intestinal Treg cells

(a) T responder cells ( $CD4^+CD62L^{high}CD44^{low}YFP^-$ ) cells were sorted from Thy1.1 *Foxp3<sup>Cre-YFP</sup>* mice and labeled with Cell Trace Far red. Treg cells ( $CD3^+CD4^+Foxp3-YFP^+$ ) were sorted from spleen (SP) or large intestine (LI) of Thy1.2 *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>* or *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/f</sup>* mice. Tconv cells of equal numbers were cultured with Treg cells at indicated ratios (Treg: Tconv). Expression of Cell Trace Far red gated on  $CD4^+Thy1.1^+$  cells was analyzed on day 3. The percentages of proliferative cells were analyzed based on the Cell Trace Far red staining indicating the non-divided T responder cells. Data are representative of 2 independent experiments. (b-e)  $Thy1.1^+ CD45RB^{high}$  T cells ( $CD3^+CD4^+Foxp3-YFP^-CD45RB^{high}$ ) with or without  $Thy1.2^+$  splenic Treg cells ( $CD3^+CD4^+Foxp3-YFP^+$ ) purified from mice of indicated genotypes were transferred to *Rag2<sup>-/-</sup>* mice which were sacrificed for analysis 12-14 weeks later. Large intestinal lamina propria lymphocytes were isolated from recipient mice and analyzed by flow cytometry (Ctrl n=5, KO n=4). Percentages of  $Foxp3^+$  cells in  $Thy1.2^+$  T ( $CD4^+TCR\beta^+Thy1.2^+$ ) cells (c), percentages of  $Thy1.2^+$  cells in non-Treg  $CD4^+$  T cells ( $CD4^+ TCR\beta^+Foxp3^-$  cells) and absolute numbers of  $Thy1.2^+$  T cells (d) are shown. (c-e) Data are means  $\pm$  SEM. Representative of 2 independent experiments. Source data are provided as a Source Data file.

Supplementary Fig.4

### **Supplementary Figure 4 Setd2 is required for Treg cells to suppress Th1 responses in TNBS colitis**

(a) Proportions of different peaks from H3K36me3 ChIP-seq analysis on Treg cells (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3-YFP<sup>+</sup>) sorted from spleen (SP) or large intestine (LI) of *Foxp3<sup>Cre-YFP</sup>* mice. (b-d and g-i) SP and LI Treg cells sorted from *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>* (Ctrl) or *Foxp3<sup>Cre-YFP</sup>Setd2<sup>ff</sup>* (KO) mice were subjected to RNA-seq analysis. (b) PCA analysis based on z score of gene FPKM values. (c) Venn gram showing numbers of overlapped up or down-regulated genes in KO Treg cells. (d) Heatmap shows list of commonly changed genes in KO splenic and LI Treg cells. (e and f) LI lamina propria lymphocytes (LPLs) were isolated (n=4 per group). Percentages of GITR<sup>+</sup> (e) and CTLA-4<sup>+</sup> (f) cells in SP or LI Treg cells were analyzed by flow cytometry. (g) Venn gram showed genes with significantly changed expression in KO Treg cells of the LI overlapped with colonic Treg signature genes. (h) Volcano plot for the overlapped genes in (g) based on Log<sub>2</sub>(Fold change Ctrl/KO LI Treg) and -Log<sub>10</sub> (p value) of intestinal Treg RNA-seq analysis. (i) GSEA analysis based on RORγt<sup>+</sup> Treg feature. (j-l) LPLs were isolated from the LI. (j) Absolute numbers of RORγt<sup>+</sup> Treg cells (Helios<sup>-</sup>RORγt<sup>+</sup>) (n=5 per group). (k and l) Cells were stimulated with PMA and ionomycin (Ctrl n=8, KO n=9). Percentages of IFN-γ<sup>+</sup> cells (k) and IL-17<sup>+</sup> cells (l) in Treg cells were analyzed by flow cytometry. (m-p) Mice were induced with TNBS colitis and sacrificed for analysis on day 2 (Ctrl n=8, KO n=6). (m) Percentage of weight change. (n) Lengths of colons. (o and p) LI LPLs were stimulated with PMA and ionomycin. Flow cytometry analysis on percentages of IFN-γ<sup>+</sup> cells (o) and IL-17<sup>+</sup> cells (p) in Tconv cells (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>-</sup>). (q) Absolute numbers of DP Treg cells (double positive, Helios<sup>+</sup>ST2<sup>+</sup>), ST2 single Treg cells (ST2 single positive, Helios<sup>-</sup>ST2<sup>+</sup>) (n=7 per group) from the LI. (e, f and j-q) Representative of 2-3 independent experiments. Data are means ± SEM. Source data are provided as a Source Data file.

Supplementary Fig.5

## **Supplementary Figure 5 Setd2 promotes the reciprocal relationship of GATA3 and ST2 in Treg cells**

(a-e) Splenocytes (SP) or large intestinal (LI) LPLs were isolated from 1 week (1w), 2 weeks (2w) or 3 weeks (3w) old mice. (a) Percentage of Helios<sup>-</sup>RORγt<sup>+</sup> cells gated on Treg cells (CD3<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup>) (2w: n=3 per group; 3w: Ctrl n=7, KO n=6). (b-e) Percentage of Treg cells in CD4<sup>+</sup> T cells and percentage of Helios<sup>+</sup> cells in Treg cells (1w SP: Ctrl n=4, KO n=3. 1w LI: n=3 per group; 2w SP and LI: n=6 per group; 3w SP and LI: Ctrl n=7 and KO n=6). (f-h) LI LPLs were isolated (n=9 per group). (f) Expression of GATA3 and ST2 gated on Helios<sup>+</sup> Treg cells. (g and h) Percentages of DP (double positive, GATA3<sup>+</sup>ST2<sup>+</sup>) cells in ST2<sup>+</sup> Treg cells (g) and GATA3<sup>+</sup> Treg cells (h). (i and j) Splenic Treg cells sorted from Ctrl (*Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>*) or KO (*Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/f</sup>*) mice were cultured with α-CD3/α-CD28, IL-2 and IL-33, and were infected with retrovirus expressing Thy1.1 (i and j), Thy1.1-ST2 (i) or Thy1.1-GATA3(j). Expression of ST2 (i) and GATA3 (j) in Thy1.1<sup>+</sup> Treg cells (Thy1.1<sup>+</sup>Foxp3<sup>+</sup>) was analyzed. (k-m) Flow cytometry analysis of KLRG1 and PD-1 expression in splenic Treg cells from 6-12-week-old mice (n=4 per group). (l) Percentages of indicated cell subsets in Treg cells. (m) Percentages of ST2<sup>+</sup> cells in PD-1<sup>+</sup>KLRG1<sup>+</sup> Treg cells, PD-1<sup>+</sup>KLRG1<sup>-</sup> Treg cells and PD-1<sup>-</sup>KLRG1<sup>-</sup> Treg cells. (n-q) Expression of CD25 (n and o) and CD122 (p and q) from SP (n and p) or LI (o and q) Treg cells. MFI of CD25 and CD122 were normalized to the average of *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>* group. (SP CD25 analysis: Ctrl n=9, KO n=10. LI CD25 analysis: Ctrl n=6 and KO n=5. For CD122 analysis: n=4 per group) (r and s) Splenocytes (r) or LI LPLs (s) were stimulated with recombinant murine IL-2 (50 ng/ml) for 15 min. Phosphorylated STAT5 (pSTAT5) gated on Helios<sup>+</sup> Treg cells was analyzed. (f-s) Representative of 2-4 independent experiments. (a-e, g-h and l-q) Data are means ± SEM. Source data are provided as a Source Data file.

Supplementary Fig.6

## Supplementary Figure 6 Setd2 regulates gene transcription through modulation of promoter or enhancer activity in Treg cells

(a) H3K27ac CUT&Tag analysis was performed with large intestinal (LI) Treg cells purified from 2-week-old *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>* (Ctrl) or *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/f</sup>* (KO) mice. RNA-seq was performed on LI Treg cells purified from adult Ctrl and KO mice. Genes with significantly decreased or increased H3K27ac peaks were overlapped with significantly decreased (down) or increased (up) expressed genes identified by RNA-seq respectively. Representative overlapped genes were shown. (b-d) Splenocytes were isolated from IL-2c-treated *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>* or *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/f</sup>* mice (n=5 per group). (b) Expression of GATA3 and Helios in Treg cells (CD4<sup>+</sup>Foxp3<sup>+</sup>) was analyzed by flow cytometry. (c and d) Percentages of GATA3<sup>+</sup> cells (c) and ST2<sup>+</sup> cells (d) gated on Treg cells (CD4<sup>+</sup>Foxp3<sup>+</sup>) were shown. (e) RNA-seq was performed on LI Treg cells purified from adult Ctrl and KO mice. RNA Pol II CUT&Tag analysis was performed with splenic Treg cells nuclei of IL-2c-treated Ctrl or KO mice. Genes with significantly decreased or increased RNA Pol II peaks were overlapped with significantly decreased (down) or increased (up) expressed genes identified by RNA-seq respectively. Representative overlapped genes were shown. (f-i) Genome browser tracks of H3K27ac, RNA Pol II CUT&Tag peaks, H3K36me3 peaks at the *Txnl4b* (f), *Cxcr6* (g), *Ccr9* (h) and *Stat1*(i) locus. Boxes highlight differentially expressed peaks with or close to reach statistical significant difference analyzed by DEseq2. (c and d) Representative of 2 independent experiments. Data are means  $\pm$  SEM. Source data are provided as a Source Data file.

Source Data of Supplementary Figure 1

d

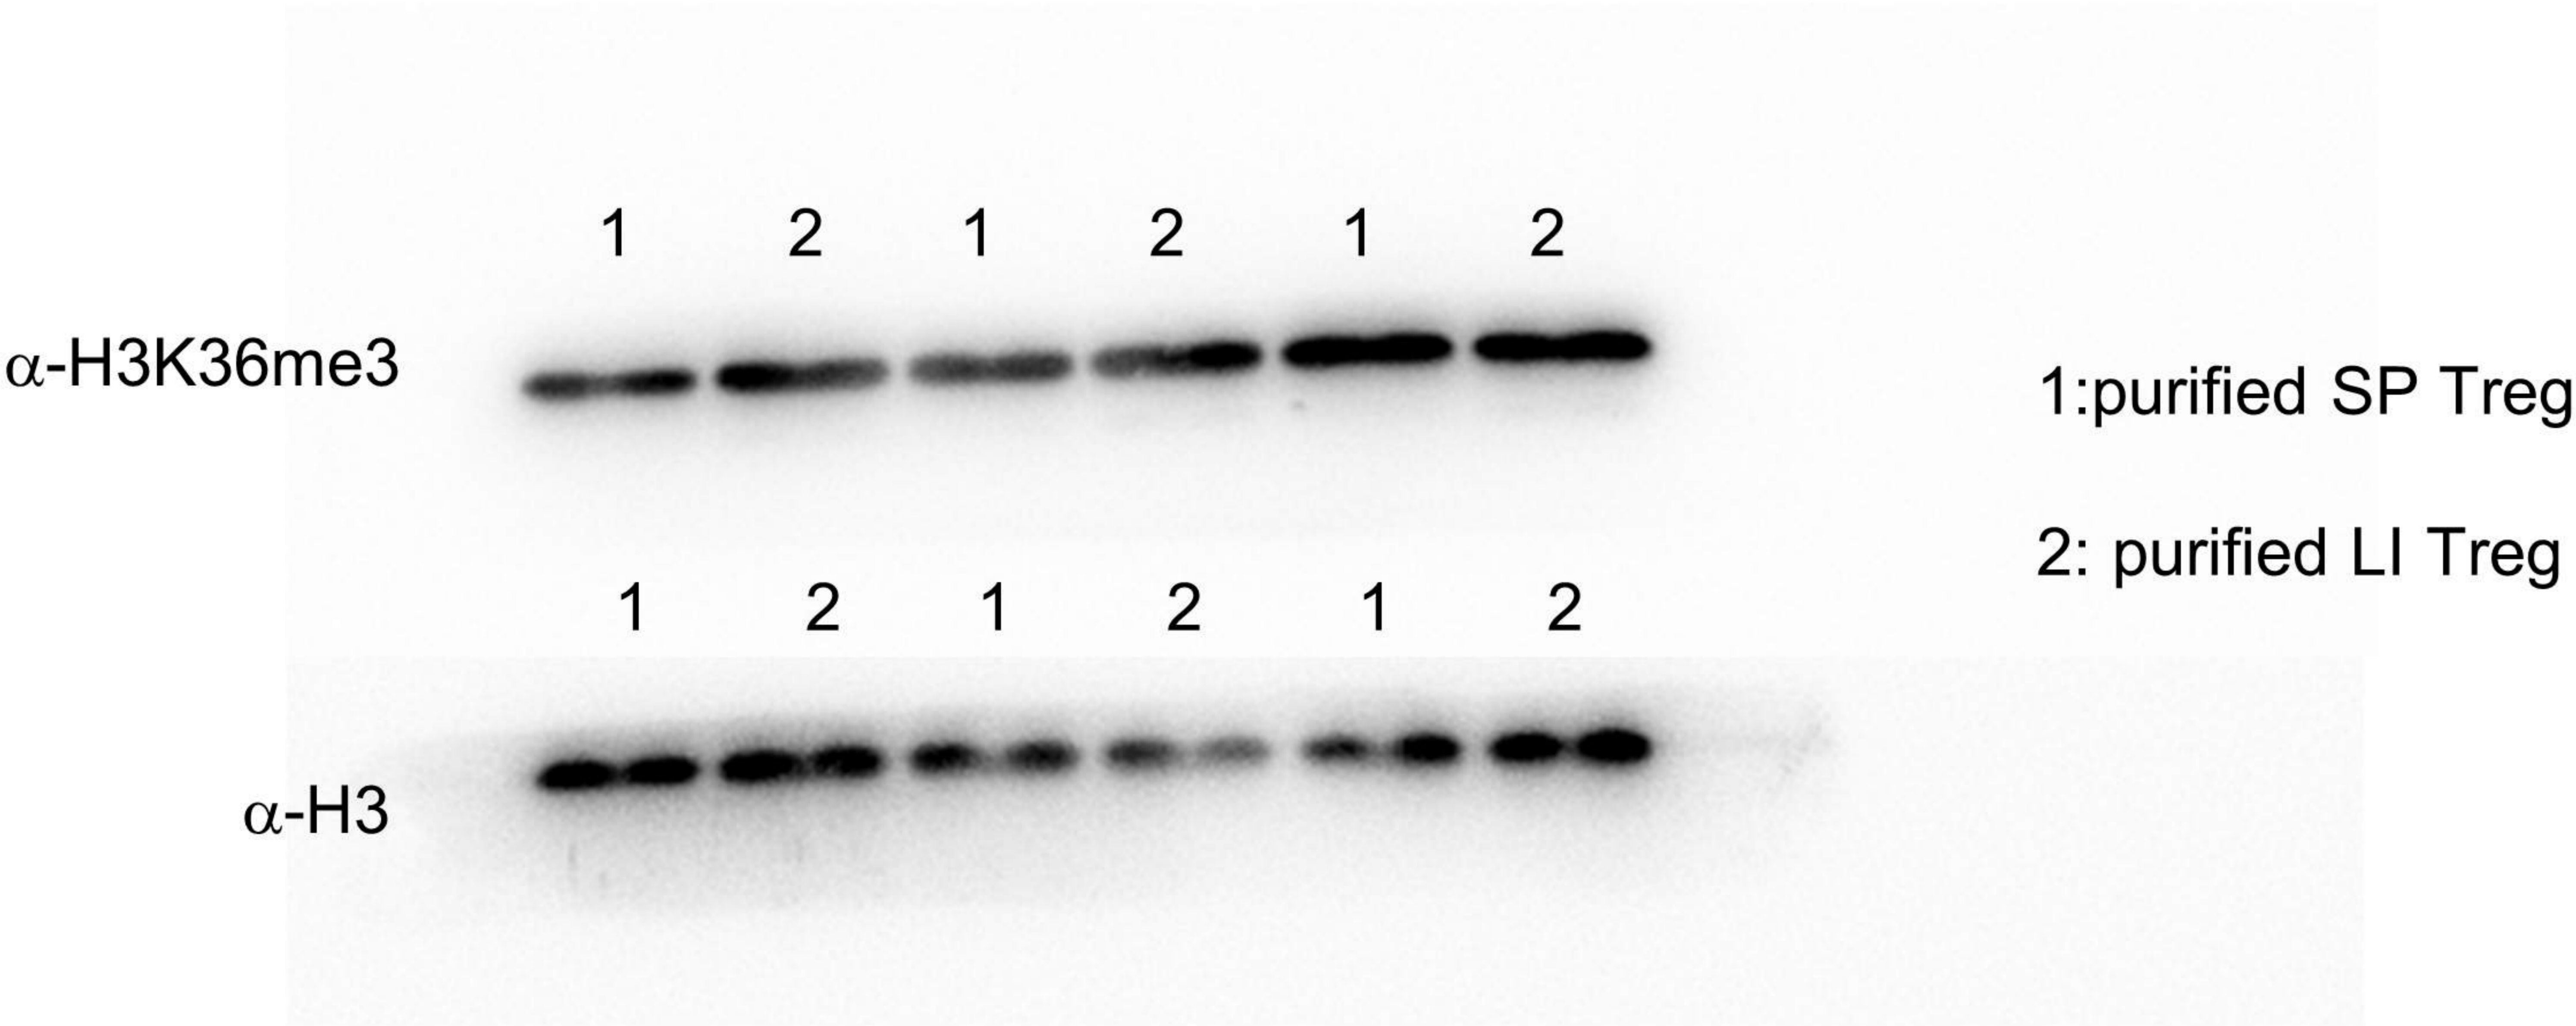

f

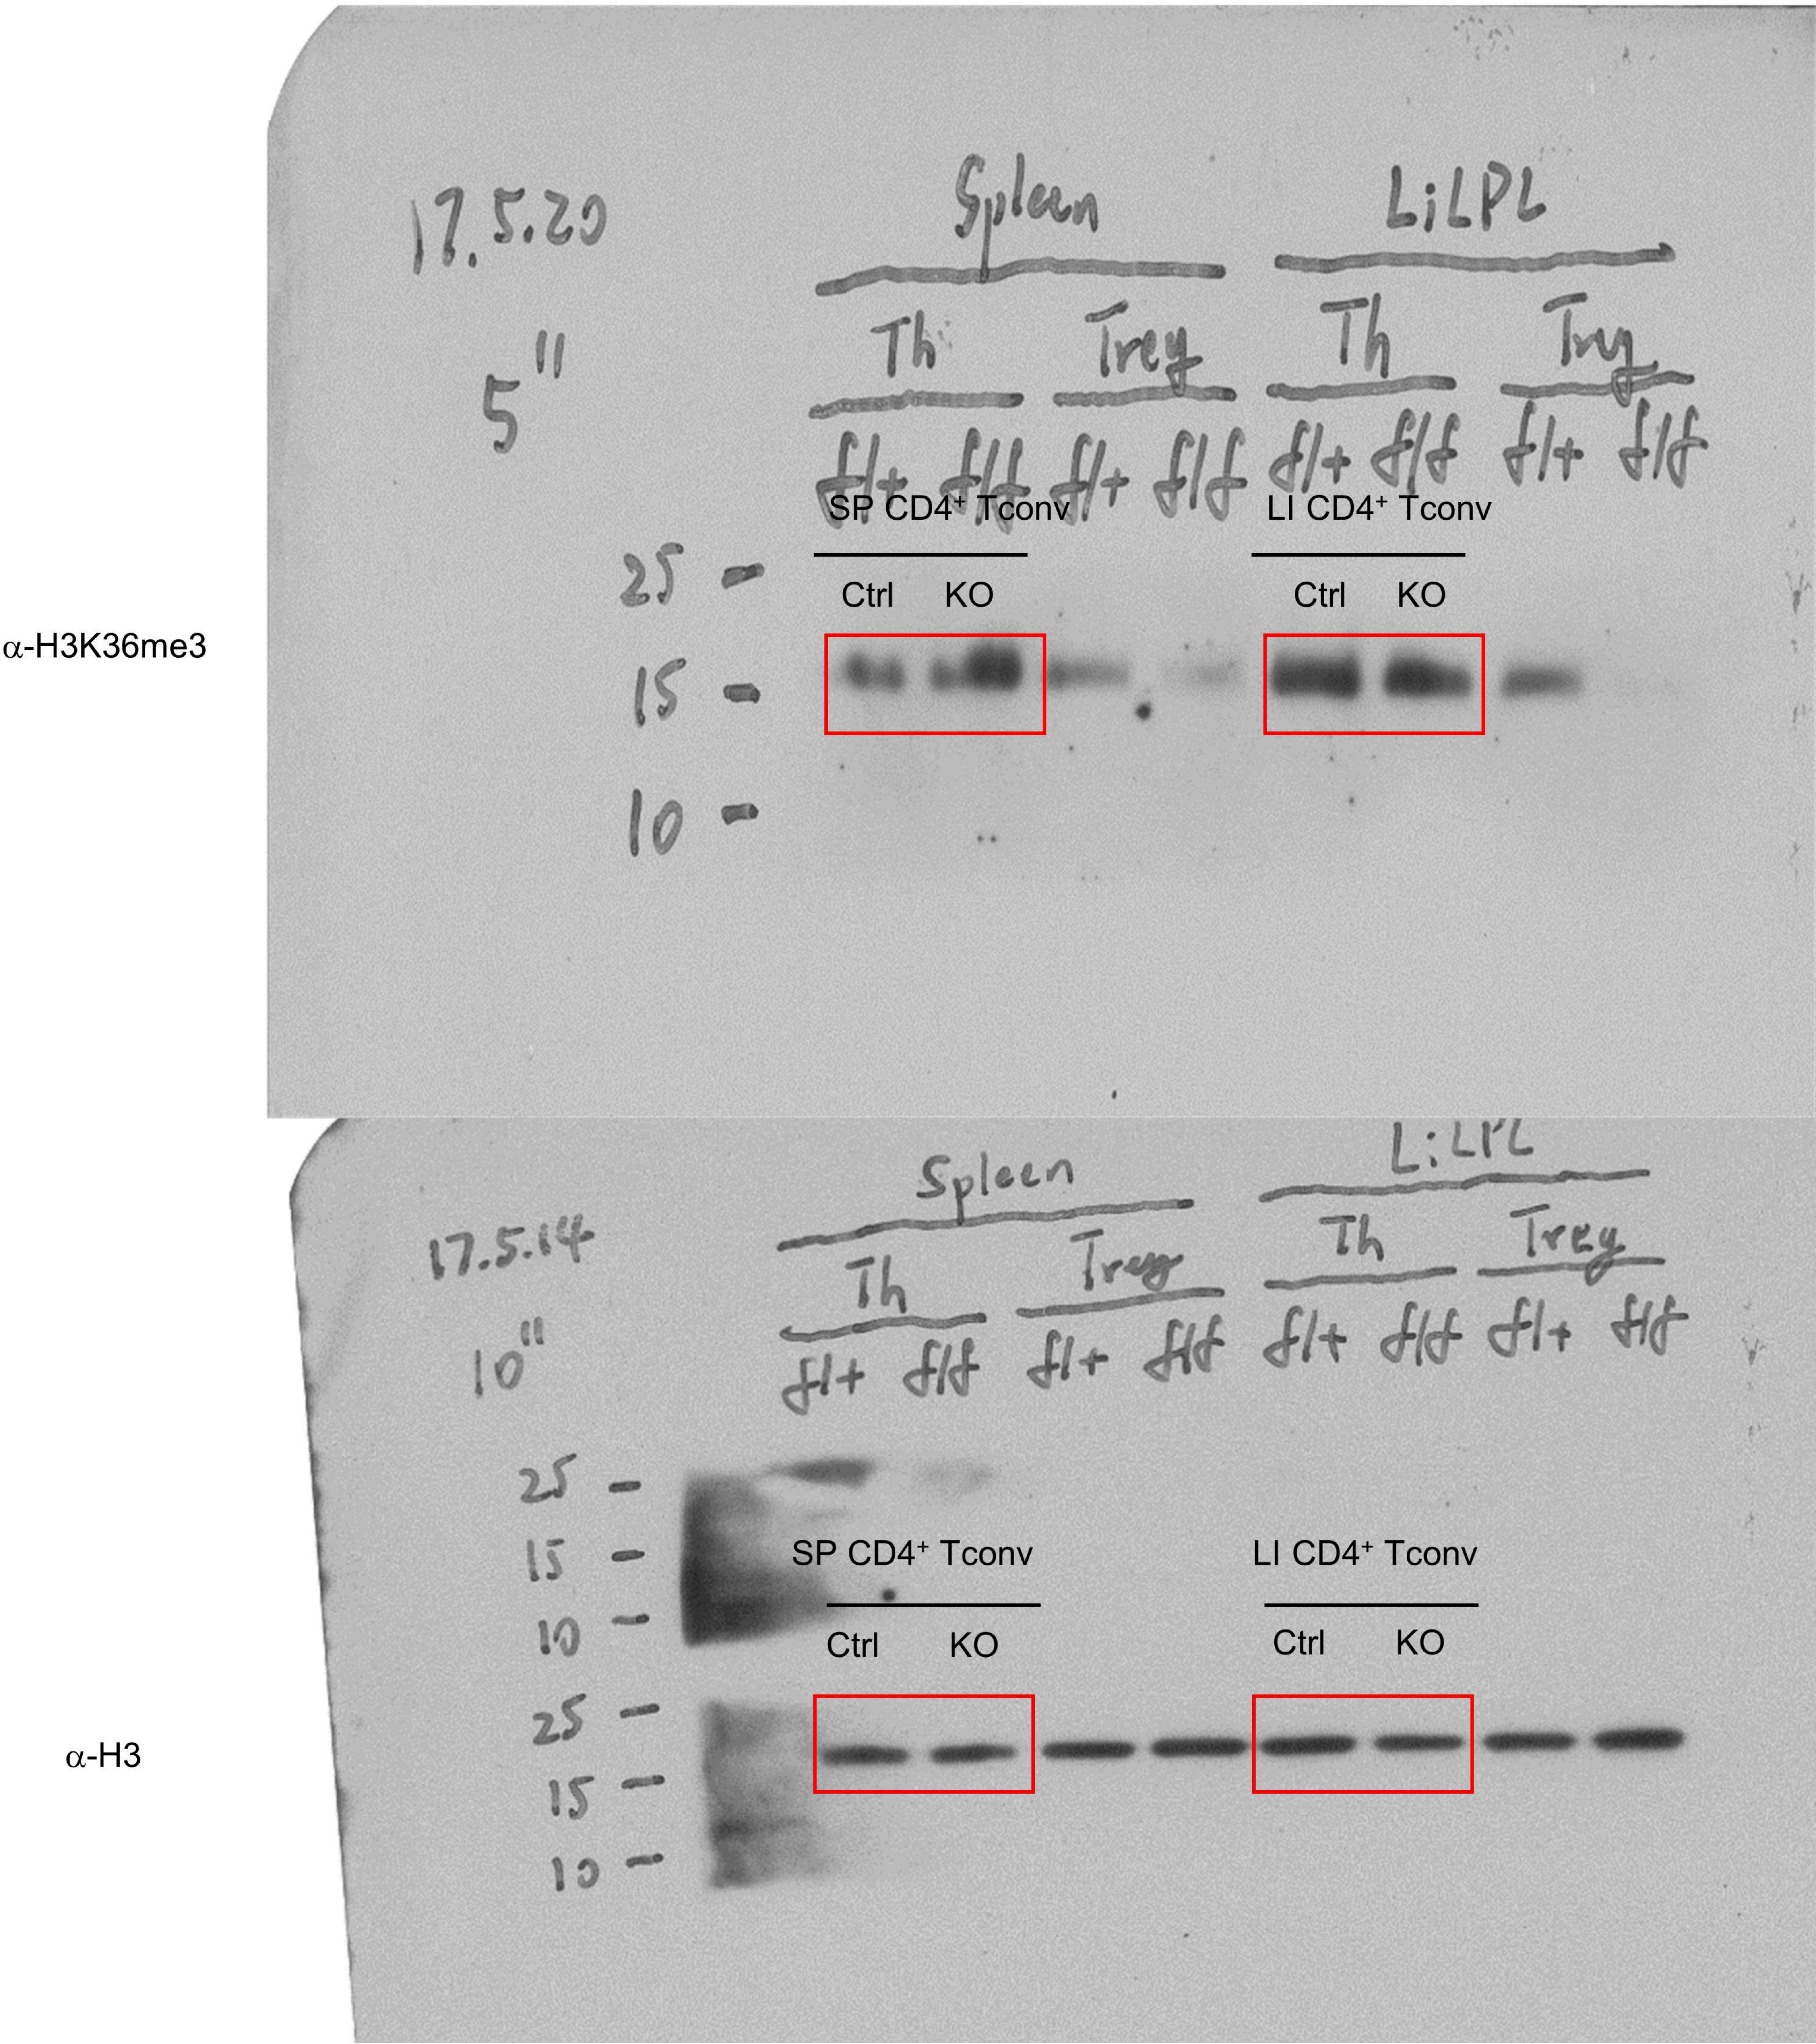

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Setd2 supports GATA3+ST2+ thymic-derived Treg cells and suppresses intestinal inflammation
**Source:** Nat Commun. 2022 Dec 3;13:7468. doi: 10.1038/s41467-022-35250-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1: Signature gene lists used in this study**

Colonic and spleen Treg signature genes were analyzed from GSE68009. ROR $\gamma$ <sup>+</sup> Treg signature genes ranked by fold change were analyzed from GSE68009. ST2<sup>+</sup> Treg signature genes ranked by p value were analyzed from GSE136556.

### **Supplementary Data 2: H3K36me3 signals of colonic and spleen Treg signature genes**

Log2 fold change (FC) of H3K36me3 summed signals calculated from all observed peaks annotated to each gene from SP Treg compared with LI Treg cells was shown. Colonic and spleen Treg signature genes were analyzed from GSE68009. Only genes with H3K36me3 peaks detected on both LI and SP Treg cells are shown.

### **Supplementary Data 3: Differentially expressed genes in Setd2-deficient Treg cells**

Spleen (SP) and large intestine (LI) Treg cells sorted from *Foxp3*<sup>Cre-YFP</sup>*Setd2*<sup>f/+</sup> (Ctrl) or *Foxp3*<sup>Cre-YFP</sup>*Setd2*<sup>ff</sup> (KO) mice were subjected to RNA-seq analysis. Genes differentially expressed by KOTreg were analyzed by DEseq2 and shown. 

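The intestinal sheets of Supplementary Data 3 list, for each gene, the mean FPKM in KO and in control, the log2 fold change and the p. For 717 of the 720 upregulated and 561 of the 562 downregulated genes, both listed means equal the means of the 2 deposited libraries. The listed log2 fold change was within 0.01 of the log2 ratio of the listed means in 60 of the 720 and 60 of the 562 genes. The methods name edgeR on the RSEM output for the intestinal libraries, whereas the description of the table names DESeq2.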

Genes differentially expressed by intestinal KOTreg overlapped with colonic Treg signature genes analyzed from GSE68009 are shown.

### **Supplementary Data 4: Differential H3K27ac peaks in Setd2-deficient Treg cells**

H3K27ac CUT&Tag analysis was performed with large intestinal (LI) Treg cells purified from 2-week-old *Foxp3*<sup>Cre-YFP</sup>*Setd2*<sup>f/+</sup> (Ctrl) or *Foxp3*<sup>Cre-YFP</sup>*Setd2*<sup>ff</sup> (KO) mice. Differentially expressed H3K27ac peaks were analyzed by DEseq2.

### **Supplementary Data 5: Correlation of mRNA expression with H3K27ac or Pol II signals**

Log2 fold change (FC) of mRNA expression, average H3K27ac signals, average Pol II signals of top significantly changed genes in mRNA expression (genes were ranked based on p value of RNA-seq regardless of upregulation or downregulation) from *Foxp3*<sup>Cre-YFP</sup>*Setd2*<sup>f/+</sup> (Ctrl) compared with *Foxp3*<sup>Cre-YFP</sup>*Setd2*<sup>ff</sup> (KO) Treg cells was shown.

#### **Supplementary Data 6: Differential Pol II peaks in Setd2-deficient Treg cells**

RNA Pol II CUT&Tag analysis was performed with splenic Treg cell nuclei of IL-2c-treated *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/+</sup>* (Ctrl) or *Foxp3<sup>Cre-YFP</sup>Setd2<sup>f/f</sup>* (KO) mice. Differentially expressed Pol II peaks were analyzed by DEseq2.

#### **Supplementary Data 7: Flow cytometry antibodies used in this study**

Detailed information for flow cytometry antibodies used in this study are listed.

How the deposited data were processed for this re-analysis (not part of the article)

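RNA-seq of large intestinal (LI) Treg cells sorted from adult control and KO mice was used, with 2 libraries per group and 2 to 3 mice pooled in each library. The splenic libraries and the H3K36me3, H3K27ac and Pol II libraries were not analysed here. Where their values appear, they are the values of the paper's supplementary tables.

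The authors mapped paired reads of 150 bp to GRCm38 with STAR v2.5 and quantified genes with RSEM v1.2. The authors deposited FPKM for 53379 genes in 4 columns, rounded to 2 decimals. The values at the same rank are the same or nearly the same in the 4 columns, as quantile normalization gives, and the text of the methods does not name this step. The columns keep no library depth, so no interval for counting error was computed, and a count test such as the authors' edgeR could not be applied. The precision of each value is the spread between 2 pools of mice.

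Gene types, positions and transcripts came from a GENCODE annotation of GRCm38 later than that of the authors, in which 53274 of the gene identifiers were found. Genes were tested when protein-coding with a mean FPKM above 5 in either group, which left 7639. limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1) with KO against control and no covariate, with the empirical Bayes step using a trend, and p-values were adjusted by the Benjamini-Hochberg method. A log2 fold change is KO over control on the log2(FPKM + 1) scale unless the text gives control over KO. The fit was tested on simulated data for 7639 genes of which 200 were changed by a log2 fold change of 1. It called 204 genes at an adjusted p below 0.05, of which 196 were changed genes, or 98.0% of those changed. The median estimate of the change was 0.99. The simulated noise was normal and independent between genes, with a spread smoothed over expression. It therefore held neither genes of unusual spread nor a component shared across genes, such as PC2 with 29.9% of the variance. These shares are those of a favourable case and do not measure the error rate of the real calls.

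The methods say that the cells were pooled from littermate mice, but not which control and KO pools shared litters. The replicate numbers in the titles of the samples are the only labels that could pair control and KO libraries. Neither the labels nor the methods say that same-numbered pools were collected together. The fit was therefore run without a block, with the replicate number as a block, and with a crossed pairing that was chosen after seeing the data.

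Gene sets were tested with the preranked GSEA of gseapy 1.3.1 (10000 permutations of genes, weight 1, seed 1) and with limma's camera at an inter-gene correlation of 0.01. The ST2+ Treg set was the 200 genes with the smallest p, and the RORγt+ Treg set the top 500 entries by fold change, both from Supplementary Data 1. Correlations with the paper's H3K27ac and Pol II values used 100000 permutations in scipy 1.17.1, two-sided. Overlaps were tested with two-sided Fisher's exact tests against the genes tested. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

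The genes named are those that the text, Fig. 4c or Fig. 7a–g names for the intestinal RNA-seq, the Treg markers *Foxp3*, *Ikzf2*, *Nrp1*, *Il2ra* and *Il2rb*, the sex-linked genes *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and the 5 genes with the smallest p in each direction among those with an adjusted p below 0.05 and groups that do not overlap. *Trf*, *Rpl29* and *Slc6a20a*, and the genes that share sequence or overlap with a named gene, were named after their values were seen. The values of 2 genes that the rule covers are not reported here.

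The alternatives tried were a pseudocount of 0.1 or 5, a mean FPKM of at least 1 or no filter, all gene types, each library rescaled to a total of 1000000, median-centred or quantile-normalized log2 values, an empirical Bayes step without a trend, the replicate number as a block, the genes within 20 Mb of *Setd2* left out, each library left out in turn, adjusted calls in the overlaps, and other rankings, weights and set sizes in GSEA.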

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

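All tests in this part were chosen only after the result was seen.

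*Gm21887*, *Serpinb1a*, *Lilr4b* and *Serpina3g* were among the 5 genes with the smallest p of those higher in KO, and the paper lists but does not discuss them. *Gm21887* was listed at 0 in both control libraries and had a mean FPKM of 130.3 in KO. The log2 fold change was 1.43 for *Serpinb1a*, 1.10 for *Lilr4b* and 1.10 for *Serpina3g*, and both KO libraries were above both control libraries for each gene. Over the alternatives, the adjusted p from limma ran from 6.89e-06 to 0.31 for *Gm21887*, from 0.00164 to 0.319 for *Serpinb1a*, from 0.00302 to 0.319 for *Lilr4b* and from 0.00164 to 0.319 for *Serpina3g*. It was highest without the filter on low FPKM in all 4 genes.

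A candidate explanation is the assignment of reads shared with a near-identical gene. Of the 4 transcripts, 1 matched another gene at 95% identity or more over at least 50% of its length. This was *Gm21887*, of which 529 of 531 bases are identical to a gene listed as *Erdr1*. The FPKM of *Erdr1* was 328.54 and 301.68 in control and 262.26 and 346.86 in KO, so it did not separate the groups, while *Gm21887* did. A different split of the same reads between the 2 genes would lower *Erdr1* in KO. *Erdr1* was below both control libraries in KO 1 and the highest of the 4 libraries in KO 2. With 1 KO library for a different split and 1 against it, these values do not decide the question. A variant in this sequence that the mice do not share was not tested. *Lilr4b* was just under the limit, and its relative *Lilrb4a* rose as well, with an FPKM of 687.87 and 727.82 in control and 1031.87 and 1061.22 in KO. Another gene ID with the name *Lilrb4a* overlaps *Lilr4b* on the same strand, and it had an FPKM of 141.17 and 167.62 in control and 234.62 and 251.36 in KO.

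The normalization by the authors might also contribute. Under median-centred, rescaled and quantile-normalized values the largest adjusted p of the 4 genes was 0.0122, but these scalings can hardly move values that already follow a common distribution, so they test it little. The paper's log2 fold changes, from edgeR on the RSEM output according to its methods, are 1.50 for *Serpinb1a*, 0.896 for *Lilr4b* and 1.12 for *Serpina3g*, so the rise of these 3 genes does not rest on the deposited FPKM alone. RNA from other cell types in the pools is a less likely source, since 5 of 25 marker genes of other cell types were higher in both KO libraries than in both control libraries, which is fewer than was required. The marker *Vip* was listed at 0.06 and 0.02 in control and at 1.29 and 9.21 in KO. A small share of RNA from a single cell type is therefore not excluded.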

How the results depend on the processing

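The crossed pairing was chosen after seeing the data, and the other alternatives were chosen before the data were examined. The one without the genes near *Setd2* was chosen after reading the paper's lists of called genes, which come from the same libraries. No result changed direction past its threshold under any alternative that was run. For each change below, the cause was not tested.

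The number of genes at an adjusted p below 0.05, 24 higher and 21 lower, depended most on the processing. It was 0 and 0 without the filter on low FPKM, beside 1170 and 776 at an unadjusted p below 0.05, 5 and 8 with all gene types, 1 and 2 with an empirical Bayes step without a trend, and 15 and 13 without the genes within 20 Mb of *Setd2*. With the replicate number as a block it was 15 and 12, and the unadjusted counts were 419 and 377. Of the 45 genes, 24 were also called with this block. With the crossed pairing the adjusted counts were 240 and 225, which included all 45, and the unadjusted counts were 1008 and 983. The correlation of same-numbered deviations was -0.305, so the block by replicate number removes little of the spread, and the crossed pairing was chosen on the same data in which it lowers the spread. In the other alternatives the adjusted counts lay within 1.5 times of 24 and 21.

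At an adjusted p below 0.05 for the mRNA calls, the colonic signature genes were 6 higher and 2 lower and the genes shared with the splenic lists 12 and 13. The share of genes whose H3K27ac peaks and mRNA changed in the same direction was then 100% of 4 genes (Fisher's exact test, p = 0.25). With only 4 genes this test could not pass 0.05, so it decides nothing. The share in the same direction was 63.5% with the replicate number as a block (Fisher's exact test, p = 0.0856), so that the test no longer passed. With the crossed pairing, 88 colonic signature genes were lower. The share for Pol II peaks passed its test in every alternative that was run.

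With each library left out in turn, and no test possible, the NES lay between -1.99 and -1.42 for the ST2+ and between 2.25 and 2.37 for the RORγt+ Treg signature. Pearson's r with H3K27ac lay between 0.431 and 0.459 at promoters, between 0.282 and 0.307 in gene bodies and between 0.0465 and 0.0782 in intergenic regions. With Pol II it lay between 0.621 and 0.627 at promoters and between 0.479 and 0.51 in gene bodies. The variance on PC1 was 44.4% with all gene types. It lay between 58.0% and 72.5% with 1 library left out, where 2 components remain in place of 3, so this range shows neither stability nor dependence on a library.

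Without the filter on low FPKM, all 16 named genes with an adjusted p below 0.05 lost it. Of these 16, 13 lost it without the trend, 6 with all gene types and 3 with a mean FPKM of at least 1. A further setting, without the genes within 20 Mb of *Setd2*, lost it for 3 of those kept, and a pseudocount of 5 for 1. Among the 52 named genes tested, 19 gained it with the crossed pairing. With the replicate number as a block, *Tnfrsf9* and *Cd83* gained it (0.0454 and 0.0213), and *Ubr4* and *Jarid2* lost it. Median-centred values lowered the adjusted counts to 17 and 15, and *Ubr4*, *Jarid2* and *Ccr7* lost an adjusted p below 0.05, while rescaled and quantile-normalized values changed the call of no named gene. These scalings can hardly move the fold changes of values set to a common distribution, so they show no stability. The depth of the libraries is unknown, which leaves the counting error of low genes unknown, and 2 libraries per group limit every p.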

Differences from the paper's values

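The crossed pairing was chosen after seeing the values, and no other setting or test in this part was. The paper's values below are from its supplementary tables unless a figure is named.

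The NES of the ST2+ Treg signature was -1.84, and the paper's is about -1.2 in Fig. 4d, read by eye. Of the alternatives set before the data were examined, the NES came within the paper's value without the filter on low FPKM (-1.33) and with all genes listed in the signature (-1.28), and not with the others.

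For 12 named genes the log2 fold change differed from the paper's by more than the spread between replicates. This spread is an SD from 2 libraries per group and can be small by chance. It was 0.016 for *Jarid2*, whose fold change had a standard error of 0.116. Both sets of fold changes come from the same libraries, by edgeR in the paper's methods and from log2(FPKM + 1) here. A gap can therefore lie in the measure alone. *Gm21887* was not compared, since it is listed at 0 in control and a fold against 0 is not defined. For *Icos* the log2 fold change was 0.30 and the paper's is 0.475. It came close without control 2 (0.39) and without KO 1 (0.37) and under no other alternative. For *Il23r* it was 0.71 and the paper's is 0.788, and the gap closed with a pseudocount of 0.1 (0.76), with each library rescaled (0.72), without control 1 (0.77) and without KO 2 (0.74). For *Klrc1* it was 1.87 and the paper's is 2.24, and the gap closed with a pseudocount of 0.1 (2.20) and without control 1 (2.10). For *Kit* it was -0.55 and the paper's is -0.724, closed only without control 1 (-0.64). For *Itgav* it was -0.68 and the paper's is -0.447, closed only without control 2 (-0.51). For *Jarid2* it was -0.78 and the paper's is -0.752, closed only without control 1 (-0.76).

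None of the alternatives set before the data were examined closed the gap for the other genes. *Il17f* was at 0.87, and the paper's value is 1.03. *Tnfrsf9* was at -0.76, and the paper's value is -0.389. *Tiparp* was at 0.26, and the paper's value is 0.396. *Txnl4b* was at -2.19, and the paper's value is -2.58. *Bcl2* was at -0.73, and the paper's value is -0.927. *Lilr4b* was at 1.10, and the paper's value is 0.896.

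The paper states that RNA-seq identified more IFN-γ in KO intestinal Treg cells. *Ifng* had a log2 fold change of 0.05 (adjusted p = 0.923 from limma), was not called under any alternative, and is not on the paper's list of upregulated genes. *Zfp36l1* is on the paper's list of downregulated genes. Its unadjusted p was 0.0749 from limma, and the groups overlapped. It was called at an unadjusted p only with the crossed pairing (0.00438), which was chosen after seeing the values. The paper states that genes with decreased H3K27ac peaks overlapped preferentially with genes of decreased mRNA. Of the genes with decreased peaks and a called mRNA change, 26 were lower and 25 higher in KO. With increased peaks, 8 were lower and 30 higher. These counts compare directions among called genes and use no background of genes with peaks. They are a different measure from the paper's overlap of gene lists and do not test it. The test over both directions of peaks gave p = 0.00456 (Fisher's exact test), and with the replicate number as a block p = 0.0856 (Fisher's exact test).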

Other observations

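The tests of sex-linked genes, transcript length, GC content and other splits of the libraries were chosen before their results were seen, and all other tests in this part, that of the Y-linked genes alone included, only after. The look at the region around *Setd2* was prompted by the paper's supplementary lists, and the sex-linked genes were chosen after these lists had been read.

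Genes near *Setd2* were called more often than other genes. Within 20 Mb of *Setd2* on chromosome 9, 37 of 153 genes tested, or 24.2%, had an unadjusted p below 0.05, compared with 1199 of 7486, or 16.0%, elsewhere (two-sided Fisher's exact test, p = 0.0103). Of these, 15 were higher and 22 lower in KO. At an adjusted p below 0.05 there were 5 genes in the region and 40 elsewhere (Fisher's exact test, p = 0.00193). The 5 genes were *Trf* (log2 fold change -1.13), *Rpl29* (-1.63), *Slc6a20a* (2.18), *Lztfl1* (1.37) and *Cxcr6* (1.05). A candidate explanation is a strain variant that travels with the floxed allele, of which the control mice carry 1 copy. Another is a cluster of genes around *Cxcr6* that change together. Without the genes within 1 Mb of *Cxcr6*, 30 of 134 genes, or 22.4%, were called, and the difference from the other genes no longer passed (p = 0.057 from Fisher's exact test), which is the condition stated for the cluster. The share hardly moved, however, while fewer genes were left to test. *Trf* and *Rpl29* lie outside this cluster, which therefore does not account for the pattern alone. The paper's splenic lists held 25.5% of the tested genes near *Setd2* and 20.9% of the others (p = 0.192 from the same test), a difference in the same direction that did not pass, so the pattern cannot be told apart from a variant that acts in every tissue. Of 444 windows of 40 Mb across the genome, 16 had as large a share of calls, 9 of them on other chromosomes.

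Control 2 listed fewer genes at 0 than the other 3 libraries. It had 4463 genes above 0 that were at 0 in the other libraries, with a median FPKM of 0.02, while the other libraries had 786, 827 and 906 such genes. Of 25 marker genes of other cell types, 4 were highest in control 2, which gives no sign of a large share of RNA from such cells. A small share cannot be excluded, since the extra genes were so low that it might not show in these markers. Of the genes above 0 in control 2 and at 0 in the other 3 libraries, 95.3% were under an FPKM of 1 in control 2, but genes at 0 in 3 libraries are expected to be low in the other, so this share does not test library depth or the authors' normalization, and the pattern cannot be told apart from either. No biological explanation was tested.

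Of 5 sex-linked genes, the groups did not overlap in 3, where chance gives 33.3% for each gene. *Ddx3y* had an FPKM of 77.3 and 58.05 in control and 87.95 and 102.23 in KO, *Kdm5d* 4.32 and 1.8 and then 5.31 and 7.24, and *Xist* 7.22 and 7.02 and then 5.08 and 6.41. The condition stated for a different mix of male and female mice in the pools was met, although 3 of 5 genes is within what chance can give. A different share of male mice would move the Y-linked genes together, and the groups did not overlap in 2 of 4 of them. The log2 fold change was 0.49 for *Ddx3y* and 0.90 for *Kdm5d*, and 0.12 for *Eif2s3y* and 0.01 for *Uty*, which overlapped. A different share of male mice between the groups is therefore a less likely source of the fold changes. Within the groups, all 4 Y-linked genes were higher in control 1 than in control 2 and higher in KO 2 than in KO 1. *Eif2s3y*, for example, had an FPKM of 52.05 and 30.27 in control and 37.39 and 49.68 in KO. *Xist* was also higher in control 1 than in control 2 and in KO 2 than in KO 1, where a larger share of male mice would lower it. PC2 set the same libraries apart. A different mix of sexes between pools of the same group is not excluded, but these genes do not settle it. Transcript length and GC content are unlikely to account for the fold changes, with a Spearman rho of -0.082 and -0.079 across genes.

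Of the 3 splits of the 4 libraries into equal groups, 1 gave as many genes at an unadjusted p below 0.05 as the comparison of KO with control, which was that comparison itself, with 1236 genes. The split by replicate number gave 34 genes, and the split of control 1 and KO 2 against control 2 and KO 1 gave 479, and both gave 0 at an adjusted p below 0.05. With 3 splits the share cannot fall under 33.3%, so this count cannot exclude chance.

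The FPKM of *Setd2* did not separate KO from control. A mislabelled sample is an unlikely explanation, since 0 of 4 libraries had their highest correlation of log2 values with a library of the other group. The values cover the whole gene, and reads over the floxed exon were not analysed here.

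The correlation of mRNA with H3K27ac at promoters may rest in large part on the gap between genes higher and genes lower in KO. The larger of the correlations within a direction was 0.212, compared with 0.45 over all genes, and selecting genes by their change also restricts the range within each direction. With Pol II at promoters, r was 0.382 within the genes lower in KO, and with H3K27ac in gene bodies 0.227 within those higher in KO.

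*Gata3* had an FPKM of 563.13 and 575.77 in control and 450.15 and 445.77 in KO LI Treg cells, a log2 fold change of -0.35 (standard error 0.10) with an unadjusted p of 0.0105 and an adjusted p of 0.180 from limma (0.428 with the replicate number as a block, 0.0631 with the crossed pairing). With each library left out in turn it lay between -0.36 and -0.33. Both KO libraries were below both control libraries, so *Gata3* was called lower at the paper's unadjusted threshold, although the paper's list of downregulated genes does not hold it. The paper reports *Gata3* mRNA of splenic Treg cells from IL-2c-treated mice, a different tissue and treatment. *Foxp3* was listed at 2.62 and 5.61 in control and 4.66 and 3.05 in KO, below the filter for a test, although the cells were sorted by the YFP reporter of this gene. The overlapping gene *Ccdc22* had an FPKM between 8.98 and 14.36. *Ikzf2* had a log2 fold change of -0.37 (adjusted p = 0.222 from limma), *Nrp1* of 0.45 (0.277), *Il2ra* of -0.21 (0.392) and *Il2rb* of -0.34 (0.688), and the unadjusted p from limma was 0.0183, 0.0370, 0.0905 and 0.367 in this order.

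Other genes that the paper names for the intestinal RNA-seq had a log2 fold change of -1.06 for *Dgat2* (adjusted p = 0.0821 from limma), -0.56 for *Itgae* (0.168), -0.41 for *Rel* (0.176), -0.54 for *Rora* (0.0741), -1.06 for *Cd83* (0.0565), -1.04 for *Ccr7* (0.0475), -1.05 for *Ubr4* (0.0485), 0.59 for *Mmp9* (0.286) and 0.83 for *Rhoc* (0.0890). In each of these 9 genes the groups did not overlap, and the sign was that of the paper's value. The paper lists these genes as changed in the same libraries, so neither result is an independent check.

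*Gm14399* had an FPKM of 34.02 and 32.99 in control and 0.89 and 0.53 in KO, a log2 fold change of -4.34 (adjusted p = 0.000353 from limma), and the paper does not list it. Genes with similar transcripts, such as *Gm14325* (91.4% identity over 82.5% of the transcript), had an FPKM of at most 8.38.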
